# Emergent mechanical control of vascular morphogenesis

**DOI:** 10.1126/sciadv.adg9781

**Published:** 2023-08-11

**Authors:** Jordan Whisler, Somayeh Shahreza, Karin Schlegelmilch, Nil Ege, Yousef Javanmardi, Andrea Malandrino, Ayushi Agrawal, Alessandro Fantin, Bianca Serwinski, Hesham Azizgolshani, Clara Park, Victoria Shone, Olukunle O. Demuren, Amanda Del Rosario, Vincent L. Butty, Natalie Holroyd, Marie-Charlotte Domart, Steven Hooper, Nicolas Szita, Laurie A. Boyer, Simon Walker-Samuel, Boris Djordjevic, Graham K. Sheridan, Lucy Collinson, Fernando Calvo, Christiana Ruhrberg, Erik Sahai, Roger Kamm, Emad Moeendarbary

## Abstract

Vascularization is driven by morphogen signals and mechanical cues that coordinately regulate cellular force generation, migration, and shape change to sculpt the developing vascular network. However, it remains unclear whether developing vasculature actively regulates its own mechanical properties to achieve effective vascularization. We engineered tissue constructs containing endothelial cells and fibroblasts to investigate the mechanics of vascularization. Tissue stiffness increases during vascular morphogenesis resulting from emergent interactions between endothelial cells, fibroblasts, and ECM and correlates with enhanced vascular function. Contractile cellular forces are key to emergent tissue stiffening and synergize with ECM mechanical properties to modulate the mechanics of vascularization. Emergent tissue stiffening and vascular function rely on mechanotransduction signaling within fibroblasts, mediated by YAP1. Mouse embryos lacking YAP1 in fibroblasts exhibit both reduced tissue stiffness and develop lethal vascular defects. Translating our findings through biology-inspired vascular tissue engineering approaches will have substantial implications in regenerative medicine.

## INTRODUCTION

The formation of functional vasculature involves complex interactions between endothelial cells (ECs), stromal cells, and extracellular matrix (ECM) (*1*, *2*). Prior work has focused on the spatiotemporal presentation of proangiogenic growth factors and their downstream effects on biochemical signaling pathways (*3*). In particular, vascular endothelial growth factor (VEGF) drives changes in cell shape and, via interaction with Notch signaling, helps specify tip and stalk cells during the growth and morphogenesis of vascular networks. In addition, vascular cells are also mechanosensitive (*4*, *5*), and external mechanical cues regulate vascular processes (*6*–*9*). For example, fluid shear stress (*10*, *11*), substrate stiffness (*12*–*14*), and forces (*15*–*18*) regulate angiogenesis, vasculogenesis, and vascular pathologies. The cell adhesion molecule platelet EC adhesion molecule–1 (PECAM1)/CD31 interacts with VEGFR2 to sense alterations in fluid flow and modulates the function of CDH5/VE-cadherin and, hence, endothelial cell-cell junctions (*19*–*21*). In addition, ECs are highly sensitive to cell matrix adhesions (*22*). Mechanoresponsive transcriptional regulators including Yes-Associated Protein 1 (YAP1) and WW Domain Containing Transcription Regulator 1 (TAZ/WWTR1) (*23*, *24*) respond to both cell-cell and cell-matrix cues and are required within ECs for effective vascular function (*25*, *26*). Both the development and maintenance of vascular networks are highly dependent on supporting mural cells. Pericytes, specialized mesenchymal cells, play a key role in providing both soluble and mechanical cues that support the integrity of EC networks lining blood vessels (*27*). Recent work has shown a role for YAP1 and TAZ/WWTR1 in pericytes in supporting both epithelial and EC function in the lungs (*28*). However, their role in mesenchymal cells during the growth of vascular networks, both in vitro and in vivo, is not understood. More generally, little is known about emergent mechanisms that generate mechanical cues intrinsic to the developing vasculature and control vascular morphogenesis. How an initially mechanically homogeneous embryo gives rise to tissues with highly divergent mechanical properties is not well understood. Here, we combine the use of microfluidic three-dimensional (3D) cultures composed of ECs and fibroblasts with the analysis of vascularization in mouse embryos to reveal the emergent mechanical control of vascular morphogenesis and show that this is critically dependent on YAP1 in mesenchymal cells.

## RESULTS

### Vascular network formation is accompanied by tissue stiffening

To study the mechanics of vascular morphogenesis systematically, we adapted an in vitro microfluidic platform (*29*, *30*) to enable the formation of tissue-scale constructs for mechanical characterization and observation of vascular self-assembly in various coculture configurations of ECs [human umbilical vein ECs (HUVECs)] with stromal fibroblasts (normal human lung fibroblasts; Fig. 1A and fig. S1, A and B; detailed description in Materials and Methods). Specifically, ECs were embedded within a fibrin gel in a 3D tissue vascularization channel under three conditions: either alone in a monoculture (MC), spatially separated from fibroblasts by a growth medium perfusion channel [“paracrine coculture” (PCC)], or in direct contact with fibroblasts [“juxtacrine coculture” (JCC)] (Fig. 1A). In the MC condition, ECs initially elongated and self-assembled into multicellular structures, but intercellular connections were subsequently lost, and the structures regressed after 96 hours (Fig. 1B). In contrast, extensive vascular networks were formed in the JCC condition (Fig. 1, B and C). The PCC condition resulted in a vascular network that was more developed than MC but less developed than JCC. We quantified functional properties of the self-assembled vasculature by introducing a fluorescent dextran tracer into the perfusion channel (fig. S1, C to F). The JCC condition resulted in vascular networks that were highly perfusable (note the strong dextran signal within the vessels) and had enhanced barrier function (note the weak dextran signal within the interstitial space) compared to either MC or PCC (Fig. 1, B, D, and E).

**Fig. 1. F1:**
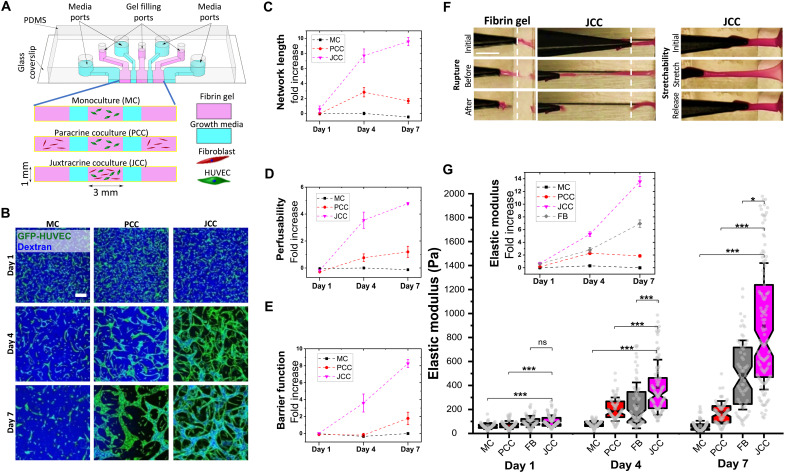
Emergence of enhanced stiffening through juxtacrine interactions. (**A**) Seven-channel polydimethylsiloxane (PDMS) device to study microvasculature formation with three parallel hydrogel channels separated by growth medium perfusion channels. MC condition: ECs encapsulated in central vascularization hydrogel channel and cell-free hydrogels in side channels; PCC condition: ECs encapsulated in vascularization channel and fibroblasts encapsulated in side channels; JCC condition: ECs and fibroblasts encapsulated together in vascularization channel and cell-free hydrogels in side channels. (**B**) Fluorescent dextran perfusion assay. For fully formed vasculature, dextran flows through the vessel lumens and remains within vessel walls (i.e., JCC days 4 and 7). For unconnected vascular structures, dextran flows freely into the fibrin gel (i.e., MC days 1, 4, and 7). Scale bar, 200 μm. (**C** to **E**) Fold increases (means ± SEM) in length of the longest connected network, perfusability, and barrier function compared to MC day 1. (**F**) Manual stretching of fibrin gel or JCC vascularized tissue constructs (day 7) removed from device and anchored at one end while clamped and pulled at the other end. JCC tissue withstood extensive stretch until rupture (300% versus 100% for fibrin gel) and could be reversibly stretched by up to ~100%. Scale bar, 5 mm. (**G**) Apparent elastic modulus of the vascularized tissue, measured by AFM indentation. FB condition: fibroblasts encapsulated in central vascularization channel and cell-free hydrogels in side channels. Inset: Fold increases (means ± SEM) in elastic modulus compared to stiffness of MC day 1. At least 50 AFM indentation measurements on *N* = 3 independent devices were performed per condition. Kruskal-Wallis test followed by Dunn’s multiple comparison test: *P < 0.01 and ***P < 0.0001 (table S1). ns, not significant.

The tissue constructs in our model could be removed from the vascularization channel to perform mechanical testing by manual stretching or atomic force microscopy (AFM). In the absence of cells, the extracted fibrin tissue constructs easily disintegrated when minimal external forces were manually applied, demonstrating a mechanical response akin to soft hydrogel (Fig. 1F). In contrast, when ECs and fibroblasts were cultured within the fibrin for 7 days, the tissue constructs maintained their structural integrity when stretched (Fig. 1F). Specifically, the fully vascularized tissue constructs (JCC condition) exhibited reversible deformation for applied strains of up to 100% (Fig. 1F, right). To quantify the emergent mechanical properties of the vascularized tissue constructs more precisely, we performed AFM indentation tests. In JCC, stiffness increased over the course of 1 week, from 100 Pa at day 1 to over 900 Pa at day 7 (Fig. 1G). For the PCC condition, the stiffness increase was less pronounced, reaching an average of 270 Pa at day 7, while for MC, no stiffening was observed (Fig. 1G). The stiffness of constructs containing monoculture fibroblasts did increase but was significantly lower compared to JCC (*P* = 0.00121; Fig. 1G, condition FB). These results suggest that vascular network formation driven by juxtacrine interactions between ECs and fibroblasts is accompanied by notable changes in tissue mechanics.

### Juxtacrine interactions shape the unique vascular tissue mechanics

To unravel the origins of enhanced intrinsic stiffening in more detail and its temporal progression, we developed a simplified microfluidic device in which the vascular tissue construct could be maintained for up to 14 days (Fig. 2A). Imaging revealed profound morphological changes in both ECs and fibroblasts over the first week (Fig. 2B). ECs were initially rounded and monodispersed but then spread out and extended protrusions that developed into intercellular connections before forming a perfusable network by day 4 (Fig. 2B). From days 4 to 7, the overall network structure remained stable, while individual vessel branches continued to mature, forming smooth vessel boundaries with well-defined lumens (Fig. 2B; fig. S2, A and B; and Supplementary Notes). Fibroblasts also underwent remarkable and rapid shape changes; already by day 1, they extended protrusions and became elongated, with some individual cells spanning several hundred micrometers (Fig. 2B). By day 7, fibroblasts appeared to be preferentially concentrated around the vasculature (Fig. 2B). Notably, we found evidence of direct, physical interaction, characterized by the elongation of fibroblasts along the external vessel walls (Fig. 2C and fig. S3), as observed in vivo (*31*). Comparison of MC, PCC, and JCC conditions, including the evaluation of conditioned media and cell density confirmed the critical importance of juxtacrine interactions (fig. S4).

**Fig. 2.**
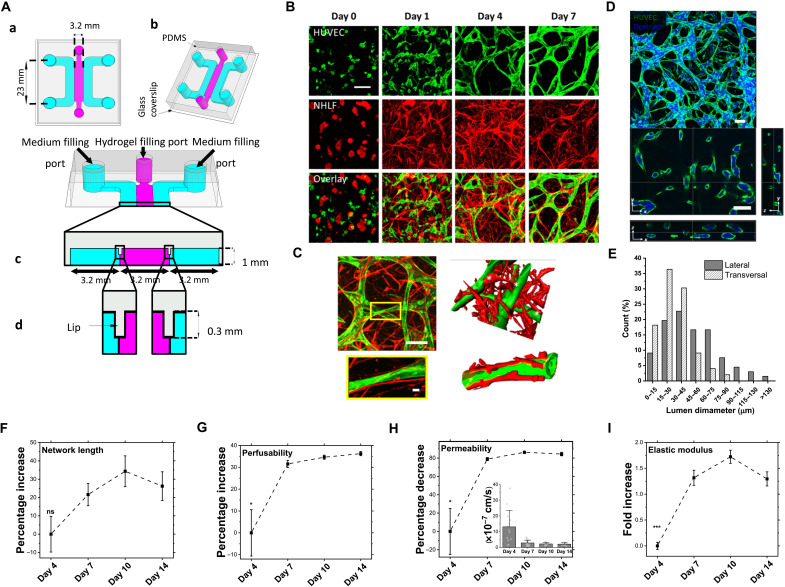
Temporal correlation of stiffness with morphological and functional characteristics. (**A**) Three-channel PDMS device comprising a central vascularization channel (pink) and two growth medium perfusion channels (blue). (a and b) 2D and 3D views. (c) Channel dimensions. (d) PDMS lips extending from the top surface prevent leakage of prepolymerized hydrogel from central vascularization channel into medium perfusion channels via surface tension. (**B**) Confocal imaging of vascular morphogenesis progression for green fluorescent protein (GFP)–HUVECs and red fluorescent protein–fibroblasts in JCC condition. Scale bar, 100 μm. (**C**) Visualization of EC-fibroblast interactions. Scale bar, 100μm (top left). Bottom left: Magnified image of the yellow box showing fibroblasts extending along the outside of the EC vessel wall. Scale bar, 10 μm. Right images are 3D reconstructions of left images. Top right: A fibroblast extending toward multiple vessels. * denotes region of interaction. (**D**) *Z*-projected confocal image of GFP-HUVECs in JCC system perfused with blue fluorescent dextran on day 7. Bottom images are orthogonal views showing lateral (parallel to glass substrate) and transversal (perpendicular to glass substrate) cross sections with tracer contained within vascular lumens. Scale bars, 100 μm. (**E**) Distribution of lumen diameters on day 7, measured using images in (D). (**F** to **H**) Temporal percentage changes (means ± SEM) in network length, perfusability, and permeability, normalized to day 4 values. Inset in (H) shows the permeability values (means ± SEM). (**I**) Temporal fold increase (means ± SEM) in stiffness of the vascular tissue normalized to day 4. For (F to I), measurements were performed on *N* = 3 independent devices for each time point. Kruskal-Wallis test followed by Dunn’s multiple comparison test for day 4: *P < 0.01 and ***P < 0.0001 (table S2).

Using dextran perfusion and previously described methods (*32*, *33*), we measured individual vessel diameters spanning a range of 5 to 150 μm (Fig. 2, D and E) and calculated average vessel diameter in both lateral (44 ± 5 μm) and transversal (30 ± 3 μm) directions, leading to an average hydraulic diameter of 34 ±20 μm for day 7 JCC systems. These measurements correspond to a physiological microvasculature composed of capillaries (5 to 10 μm in diameter), venules, and arterioles (10 to 100 μm in diameter) (*34*, *35*). The similarity of the size distributions in lateral and vertical directions indicates a uniform distribution of vessels throughout the 3D tissue construct. We also measured individual vessel lengths spanning a range of 50 to 900 μm with an average length of 90 ± 5 μm (fig. S2C). Tracking of vessel metrics from day 4 to day 14 indicated that the network length did not undergo large-scale changes from day 4 through at least day 14 (Fig. 2F). Measurements of perfusability and permeability revealed that the JCC network increased in functionality between day 4 and day 7 and then transitioned to a mature and stable phenotype (Fig. 2, G and H). Similarly, the stiffness of the network increased markedly from day 4 to day 7 (Fig. 2I). Notably, establishment of the functionally stable vascular network beyond day 7 was correlated to achieving mechanically stable vascular tissue (Fig. 2, G to I). These observations that the most marked changes in vascular network features including length, perfusion, permeability, and stiffness occur within the first 7 days are consistent with previous works (*33*, *36*), demonstrating the criticality of the initial few days of vascular morphogenesis. Slight decreases in network length and stiffness were observed at day 14, but these reductions were not statistically significant when compared collectively to previous time points (days 7 and 10). Last, measurements of vascular density (46 ± 5 vessels/mm^2^; fig. S2D), vascular volume fraction (14 ± 3%; fig. S2E), vascular permeability (~10^−7^ cm/s; Fig. 2H inset), and vascular stiffness (~1 kPa; Fig. 3A) were all concordant with previously reported physiological values (*33*, *37*–*40*), providing a high level of confidence in the physiological relevance of our in vitro model. Together, these data demonstrate a strong correlation between metrics of vascular function and tissue stiffness during the development and maintenance of a functional vascular network.

**Fig. 3.**
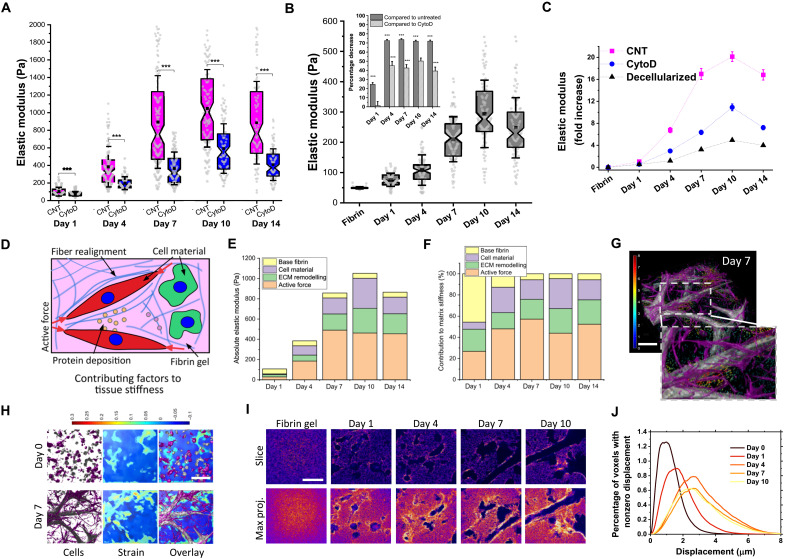
Origins of vascular tissue stiffening and evolution of strains. (**A**) Vascular tissue stiffening over time for JCC control (CNT) and the softening effect of cytochalasin D (CytoD) treatment. Minimum of 50 AFM indentation measurements on *N* = 3 independent devices before and after treatment for each time point. Two-sided Mann Whitney *U* test, ***P < 0.0001. (**B**) Stiffness of the decellularized tissue. The inset shows percentage decrease (means ± SEM) in the stiffness of decellularized tissue compared to the stiffness of either untreated or cytochalasin D–treated vascular tissue at each time point. Two-sided Mann Whitney *U* test, ***P < 0.0001. (**C**) Fold increase (means ± SEM) in stiffness of vascularized tissue constructs for control (CNT), cytochalasin D, or decellularized treatments compared to cell-free fibrin gel. (**D**) Contribution of different factors to the tissue stiffness. (**E**) Absolute and (**F**) relative contribution of each factor. (**G**) 3D reconstructed vascularized region (size of 420 μm by 420 μm by 80 μm) showing fibroblasts (magenta) and HUVECs (gray) with superimposed, color-coded (0 to 8 μm) arrows that depict the magnitude and direction of 3D matrix displacements obtained by tracking fluorescently labeled fibrin gel. (**H**) Cross-sectional view of the 3D stack from (G) showing cellular structures (left; fibroblasts in magenta and HUVECs in gray), matrix strain field (center), and the overlay (right). Scale bar, 100 μm. (**I**) Confocal images of fibrin gel fiber structures acquired after decellularization. Thick bundles of fibers were observed at the edges of voids previously occupied by cellular structures. Scale bar, 100 μm. (**J**) Histograms of nonzero displacement magnitudes (induced by cytochalasin D treatment) and their relative frequencies for different time points (curves are averages of three regions).

We additionally investigated whether tissue stiffening was associated with the vascularization of the mouse retina, a widely studied model of angiogenesis. Measurements of the spatial distribution of stiffness along the retina radius (fig. S5A; R1 to R3) revealed that areas devoid of vessels at postnatal day 3 (P3) were softer compared to vascularized regions (fig. S5B; compare region R1 with vessels to R3 without vessels). Furthermore, as vascular development progressed, the stiffness of the vascularized tissue increased significantly, with the maximum stiffness achieved in R2 at P7 (fig. S5B). These findings demonstrate that emergent stiffening is a mechanical signature of vascular tissue development and maturation in vivo and further support the relevance of our in vitro JCC system for studying the mechanics of tissue vascularization.

### Active cellular force generation is the major contributor to tissue stiffening

Having established the emergence of enhanced tissue stiffening, we investigated the possible cause of the stiffening. Specifically, we constructed a model to evaluate the contribution of active forces applied by cells and changes in ECM mechanics (*41*–*44*). This highlighted that cell-generated forces could play a major role in the emergent stiffening of the vascular networks (fig. S5, C to F, and Supplementary Notes). To measure their contribution, we inhibited the ability of the cells to generate active forces via their actin cytoskeleton. Following the targeting of the actin network with cytochalasin D, the average stiffness of vascularized tissue constructs was significantly reduced (Fig. 3A), but it did not revert to the tissue stiffness levels observed at day 1. Furthermore, the stiffness of decellularized tissue constructs increased progressively (Fig. 3, B and C), but for any given time point (after day 1), the decellularized tissue constructs were approximately 70% softer than the corresponding live cellularized tissue constructs (Fig. 3B, inset). In our system, tissue stiffness is influenced by four main factors: initial fibrin hydrogel, cellular material, ECM remodeling, and active stiffening due to cell-generated forces (Fig. 3D). As vascular morphogenesis progresses, active stiffening emerges as the dominant single contributor to overall stiffness with smaller but still considerable contributions from cellular material and ECM remodeling (Fig. 3, E and F). Furthermore, similar results were obtained when analyzing mouse retina. Treatment of retinal tissues with cytochalasin D perturbed the force generation ability of all cell types within retinal tissue (i.e., ECs, astrocytes, and pericytes) and resulted in a significant decrease in tissue stiffness at vascularized regions at P7 (fig. S5B).

Because our data establish active cellular forces to be central to the tissue stiffening associated with the formation of vascular networks, we next determined the distribution and magnitude of active forces generated by cells in the JCC system by conducting 3D traction force microscopy (Fig. 3G). At the very early stages of culture (days 0 and 1), the strain distribution resembled that of a typical cell-embedded fibrous biopolymer (*45*, *46*), with strains concentrated along paths of interaction between individual cells (Fig. 3H). However, in the mid- to late stages of culture (from day 4 onward), high levels of traction strains emerged around the lumenized vascular structures (Fig. 3H). High levels of traction strains proximal to vessels were also associated with increased fibrin density around the vessels (Fig. 3I). Histograms of nonzero displacement magnitude and their relative frequency show that the magnitude of deformations progressively increased throughout the course of vascular morphogenesis exhibiting over 6-μm displacements after day 7 (Fig. 3J). This trend correlates with the observed progressive stiffening. The pattern of remodeled matrix fibers was parallel to the structural organization of the vasculature (Fig. 3I), suggesting that vascularized tissue mechanics may resemble those of a fiber-reinforced composite with both active (cellular contractile forces) and passive (ECM fiber bundles) elements contributing to the effective stiffness (*47*). In summary, these data demonstrate that ~50% of stiffening during vascular network formation is driven by active cellular forces (Fig. 3F), which synergize with the structural changes in the ECM to achieve up to ~20-fold overall stiffening of the vascularized tissue compared to nonvascularized fibrin gel (Fig. 3C).

### Intrinsic stiffening is regulated by fibroblasts through YAP1-dependent mechanotransduction

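RNA was sequenced from endothelial cells (ECs) and fibroblasts that had been cultured in the hydrogel, either together in direct contact (JCC) or alone (MC). The ECs of JCC were sampled on days 1, 4, 7, 10 and 14 and those of MC on days 1 and 4, in 2 to 4 libraries per group. The fibroblasts of JCC were sampled on the same 5 days and those of MC on days 1, 7 and 14, in 3 or 4 libraries per group. The values are raw counts of reads near the 3′ ends of transcripts, for 25015 genes in 50 libraries, of which 49 were analyzed. Totals ranged from 1515918 to 4635461 counts per library in the 21 EC libraries and from 1012677 to 4096656 in the 28 fibroblast libraries. Levels are given in CPM. Here and for sums of markers, these are counts scaled to the total of the library, and elsewhere levels of genes are scaled to the total times the TMM factor. A count of 3 corresponds to 0.732 to 2.96 CPM in fibroblasts. The text does not state for the RNA libraries whether replicates came from separate cultures or devices, so each p measures the spread between these libraries.

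Markers of both cell types were summed in each library. The 12 EC markers include PECAM1, VWF and CLDN5, which encode proteins of the endothelial surface, storage granules and junctions, and the 12 fibroblast markers include the collagen gene COL1A1. In 26 of the 28 fibroblast libraries PECAM1 lay between 0.416 and 4.65 CPM. It was 1182 in the library labelled fibroblast JCC day 4 C and 931 in that labelled fibroblast MC day 14 D. COL1A1 was 6.91 and 2.19 CPM in these 2 libraries and at least 269 in the other 26. Both libraries were kept in each test, and the fibroblast tests were also run without them.

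**Figure D1:**
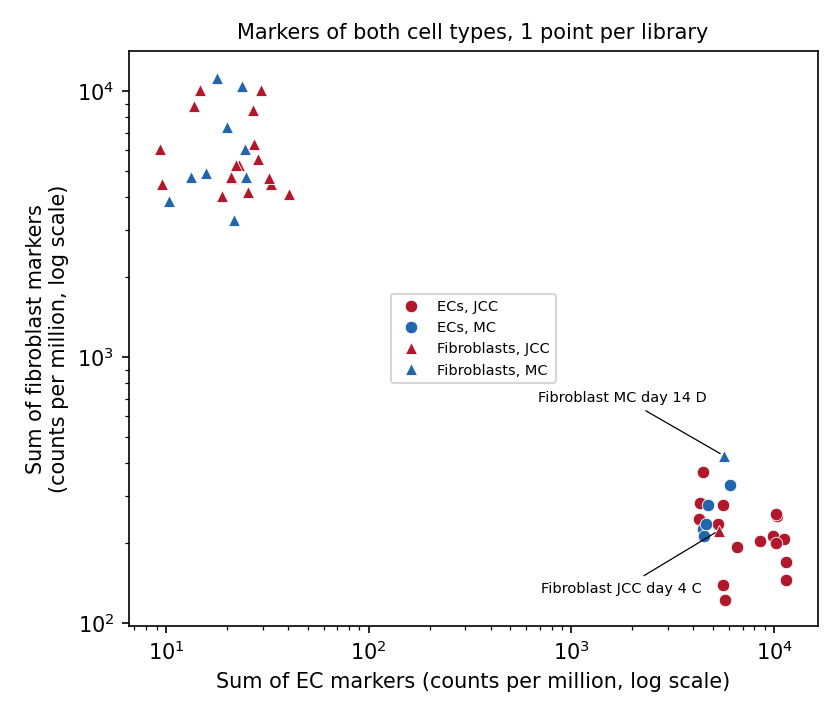
Sum of the 12 fibroblast markers against the sum of the 12 EC markers, both in CPM on log scales, with 1 point per library for ECs (circles) and fibroblasts (triangles) in JCC (red) and MC (blue). The libraries labelled fibroblast JCC day 4 C and fibroblast MC day 14 D sit among the EC libraries.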

To determine how reciprocal signaling between ECs and fibroblasts might lead to changes in tissue mechanics, we performed RNA sequencing on ECs and fibroblasts in JCC and MC conditions. Principal components analysis indicated progressive changes in the transcriptome of both ECs and fibroblasts as the culture matured (fig. S6, A and B). 

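In ECs of JCC, lists of cell cycle genes and of cholesterol genes were higher as groups on day 4 than on day 1, while 28 of the 42 and 14 of the 20 members did not pass alone. Of 42 genes of the cell cycle and DNA replication, 14 were higher on day 4 and 0 lower (20 higher when adjusted over the list alone), at adjusted p = 3.1e-22 for the list from camera (adjusted p = 0.00476 with an estimated correlation). TOP2A, a topoisomerase of dividing cells, had a log2 fold change of 4.16 (standard error 0.47, adjusted p = 1.6e-06 from edgeR), and MKI67, a marker of proliferation, one of 3.35. Of 20 genes of cholesterol synthesis, 6 were higher and 0 lower (14 higher when adjusted over the list alone), with HMGCS1 at a log2 fold change of 2.29. The cholesterol list passed at adjusted p = 6.4e-20, but not with an estimated correlation (adjusted p = 0.0547).

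Across all 13114 genes tested in ECs, 158 were higher and 101 lower on day 4 than on day 1 at an adjusted p under 0.01 from edgeR. The total fell to 158, 134 or 125 without JCC day 1 A, B or C, and to 112 with only these groups in the fit. Between day 4 and day 7, INHBB, which encodes an activin and inhibin subunit, and GALNT15, a glycosyltransferase, were higher, with log2 fold changes of 1.85 and 1.97. None was lower. No gene passed without JCC day 7 A, B or C, without JCC day 4 C or with library totals alone, while 5 were higher and 15 lower without JCC day 4 A. The counts were 1 higher and 6 lower without JCC day 4 E, and 15 and 48 with no filter on low counts. Between day 7 and day 10, 499 genes were higher and 620 lower, and 698 and 343 with library totals alone. The total fell to 485 or 511 without JCC day 7 A or B. The genes past the test included 6 of 14 basement membrane genes, with none lower (6 when adjusted over the list alone), among them COL18A1 at a log2 fold change of 1.63 (standard error 0.23, adjusted p = 2.4e-05 from edgeR) and the perlecan gene HSPG2 at 1.45. The list passed at adjusted p = 0.00242 (adjusted p = 0.248 with an estimated correlation), but not without JCC day 7 A (adjusted p = 0.0316). Of 12 abundant EC transcripts, 4 were higher and none lower (7 when adjusted over the list alone), with EGFL7, a secreted endothelial protein, at 2.79 and CLDN5 at 2.46, and the list passed at adjusted p = 0.00164 (adjusted p = 0.178 with an estimated correlation). Of the 42 cell cycle genes, 3 were lower, among them the checkpoint kinase gene BUB1B at -2.56 (adjusted p = 0.00164 for the list, and adjusted p = 0.251 with an estimated correlation). Each EC library of days 10 and 14, and JCC day 4 C, had higher levels of genes with GC-rich 3′ ends than the other EC libraries, with a Spearman rho across genes of 0.129 to 0.235 against -0.263 to 0.0287. With this side as a term, chosen after seeing the data, 0 genes passed between days 7 and 10, at an unadjusted p under 0.05 in 893. With it CLDN5 turned to -0.30 and BUB1B to 0.0746, and the EC transcripts had adjusted p = 0.753. JCC day 4 C held 2437 CPM of CLDN5.

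Between day 10 and day 14, 0 genes passed with edgeR and 0 with DESeq2, with 537 at an unadjusted p under 0.05. The cell cycle list was nonetheless lower as a group (median log2 fold change -0.58, adjusted p = 1.0e-09, and adjusted p = 0.0815 with an estimated correlation). In fibroblasts of JCC, 9 genes were higher and 13 lower on day 4 than on day 1. The total fell to 3, 2, 4 or 4 without JCC day 1 A, B, C or D. It fell to 7 or 3 without JCC day 4 B or C. It was 0 with the replicate letter as a block and only these groups in the fit. Between days 4 and 7, days 7 and 10 and days 10 and 14, 0 genes passed with edgeR, with 1650, 407 and 367 genes at an unadjusted p under 0.05. DESeq2 called 17, 2 and 1 genes in these 3 comparisons. With the replicate letter as a block and only these groups, 4 genes were higher and 20 lower on day 14 than on day 10. Without the libraries labelled JCC day 4 C and MC day 14 D, 40 genes were higher and 62 lower on day 4 than on day 1. Of the 3 day 4 libraries then left, E lay apart in PC2 (9.56 against -1.97 and -0.688 in A and B). It held 3384 CPM of IFITM3 against 1896 and 1764, and mitochondrial rRNA made up 10.4% of its counts against 3.65 and 4.06%. Its chi-square per degree of freedom was lowest with MC day 14 B (4.77, against at least 5.17 between libraries of 1 group). Whether this value depends on depth was not tested, so the rank does not show a shared source. Why E lies apart is not known, and values of fibroblasts in JCC on day 4 and MC on day 14 rest on these labels. From the spacing of the days in the principal components, the paper's supplement concludes that ECs pass a sharp transition between days 7 and 10 and that fibroblasts have a transient role, mainly early.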

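Of 21 genes of bone morphogenetic protein (BMP) signaling, 6 were higher in ECs of JCC on day 14 than on day 1, 1 was lower and 14 did not pass (6 higher and 1 lower when adjusted over the list alone). The ligand gene BMP4 was 162 ± 7.58 CPM (SD, n = 3) on day 14 and 25.1 ± 5.48 (SD, n = 3) on day 1, a log2 fold change of 2.69 (standard error 0.23, adjusted p = 1.9e-10 from edgeR). BMP2, another ligand, had a log2 fold change of 1.70, BMP6 one of 0.91, the coreceptor gene ENG one of 2.15 and ID1, a transcriptional target of BMP signaling, one of 1.95. The list passed at adjusted p = 0.00766 from camera, but not with an estimated correlation (adjusted p = 0.0898), no filter on low counts (0.0812), a minimum count of 20 (0.0126) or fgsea (0.0412). Of 20 Notch genes, the receptor gene NOTCH1 and the target gene HES1 were higher, at log2 fold changes of 1.43 and 1.86, and the receptor gene NOTCH2 and NUMB, which encodes an inhibitor of the pathway, were lower, at -3.15 and -1.09. The other 16 did not pass (4 higher and 2 lower when adjusted over the list alone), and the list as a group did not pass (adjusted p = 0.782). BMP4, BMP6 and NOTCH1 were drawn by the paper from these samples, so their directions are not independent evidence. Without EC JCC day 1 A the BMP list did not pass (adjusted p = 0.0342), nor without day 1 B (adjusted p = 0.0103) or day 14 A (adjusted p = 0.0123). All the EC libraries of day 14 lie on the GC-rich side and those of day 1 on the other, and with the side as a term the BMP list had adjusted p = 0.164.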

Gene set enrichment analysis (GSEA) revealed that these changes affected EC proliferation and differentiation genes, including many involved in Notch and bone morphogenetic protein signaling (fig. S6C). 

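ECs in MC were sequenced on days 1 and 4, so the effect of culture on ECs can be read at these times. On day 1, genes of inflammation driven by NF-κB were lower as a group in JCC than in MC. The chemokine gene CXCL8 was 229 ± 76.1 CPM (SD, n = 3) in JCC and 560 ± 64.1 (SD, n = 3) in MC, a log2 fold change of -1.30 (standard error 0.21, adjusted p = 0.00102 from edgeR). CSF3, which encodes a granulocyte growth factor, had a log2 fold change of -3.37 and the pattern recognition gene PTX3 one of -2.44. Of 28 genes of the list, 2 were lower, none was higher and 26 did not pass (1 higher and 7 lower when adjusted over the list alone), at adjusted p = 3.3e-24 from camera (adjusted p = 0.0109 with an estimated correlation). Genes higher in JCC included the receptor genes KIT and CXCR4, with log2 fold changes of 3.85 and 2.66, and the collagen gene COL1A2, with 2.46. Of 9 fibroblast markers, COL1A2 was higher and none lower (4 higher when adjusted over the list alone), and the list passed at adjusted p = 1.1e-07 (adjusted p = 0.0371 with an estimated correlation). The summed fibroblast markers were 5.24 ± 1.13% of the level of fibroblasts in MC (SD, n = 3) in JCC and 4.18 ± 0.606% (SD, n = 3) in MC (two-sided exact permutation test, p = 0.2, where the smallest possible is 0.1).

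In all, 9 genes were higher and 3 lower in JCC on day 1 at an adjusted p under 0.01 from edgeR. The count fell to 5 without JCC day 1 A, 4 without JCC day 1 B and 2 without MC day 1 D, where 0 were higher, so that KIT, CXCR4 and COL1A2 no longer passed. It rose to 58 with only these groups in the fit (28 higher and 30 lower). With the replicate letter as a block as well it was 94 (38 higher and 56 lower). On day 4, with 3 libraries in JCC and 2 in MC, 0 genes passed with edgeR and 14 with DESeq2, with 1332 at an unadjusted p under 0.05. The count became 97 without MC day 4 B, 40 without JCC day 4 A, 5 without JCC day 4 E and 2 without MC day 4 C. The NF-κB list was lower in JCC on day 4 (adjusted p = 8.6e-07, and adjusted p = 0.125 with an estimated correlation), but not without MC day 4 C (adjusted p = 0.95). Genes of the p53 response and cell death did not pass as a group on day 1 (adjusted p = 0.951) or day 4 (adjusted p = 0.0116). On day 4 these genes lay toward higher levels in JCC, with a median log2 fold change of 0.20 and 15 of 19 positive. On day 4 they passed with no filter on low counts (adjusted p = 0.00375), without JCC day 4 C (0.00771), with the side of the GC trend as a term (0.00753) and with the trend removed (0.00979). They did not with an estimated correlation (adjusted p = 0.125).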

The poor viability of HUVEC after 14 days in MC precluded analysis of the genes specifically induced by juxtacrine coculture with fibroblasts at that time point. JCC triggered a notable up-regulation of genes in fibroblasts associated with contractile myofibroblasts (myCAF) and mechanotransduction (YAP1 regulated up; fig. S6D). 

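On day 14, contractile and matrix genes lay higher as groups in fibroblasts of JCC than in those of MC, although no single gene passed edgeR's test. ACTA2, the smooth muscle actin gene of myofibroblasts, was 396 ± 126 CPM (SD, n = 3) in JCC and 116 ± 89.1 (SD, n = 3) in MC, a log2 fold change of 1.78 (standard error 0.73, adjusted p = 0.352 from edgeR). TAGLN, an actin-binding protein gene, had a log2 fold change of 1.54 (standard error 0.79, adjusted p = 0.472 from edgeR). The matrix gene POSTN had a log2 fold change of 3.16 (standard error 0.63, adjusted p = 0.0596 from edgeR), and COL1A1 had 2.67 (standard error 1.03, adjusted p = 0.317 from edgeR). Of 28 contractile genes, 0 passed, also when adjusted over the list alone, and their median log2 fold change was 0.41 (adjusted p = 9.7e-06 for the list from camera, and adjusted p = 0.126 with an estimated correlation). This list includes genes drawn in Fig. S6D from these samples, which are not independent evidence of its direction. Without them the list had adjusted p = 1.5e-04. With the libraries labelled JCC day 4 C and MC day 14 D also left out, it did not pass (adjusted p = 0.188, and 0.425 with an estimated correlation). Of 28 genes of interstitial matrix, 1 was higher when adjusted over the list alone, with a median of 0.60 (adjusted p = 1.2e-09, and adjusted p = 0.11 with an estimated correlation). Genes of the response to transforming growth factor β (TGF-β) had a median of 0.42 (adjusted p = 4.6e-04, and adjusted p = 0.00628 with an estimated correlation), with 0 of 18 past the test also when adjusted over the list alone. The TGF-β list did not pass with fgsea (adjusted p = 0.0364). On the same day the sum of 12 epithelial transcripts was 36.9, 75.5 and 50.6 CPM in JCC and 13.2 and 12.6 in MC day 14 B and C. In MC day 14 D, which holds EC markers, it was 63.8 CPM. KRT7 of this list, scaled to library totals too, was 27.8 to 66.3 CPM in JCC against 4.2 to 6.62 in MC day 14 B and C.

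Across all 12664 genes, 0 passed at an adjusted p under 0.01 with edgeR and 47 with DESeq2 (16 higher and 31 lower), with 1446 at an unadjusted p under 0.05. With only these groups in the fit, 0 passed. With the replicate letter as a block as well, 67 did (29 higher and 38 lower), and the contractile list did not (adjusted p = 0.0254). The library labelled MC day 14 D held 15.7 CPM of ACTA2, against 186 and 146 in MC day 14 B and C. Genes of endothelial identity had a median log2 fold change of -4.99 (adjusted p = 0.00473, and adjusted p = 0.39 with an estimated correlation; 0 of 16 passed, also when adjusted over the list alone), but this list did not pass without the 2 libraries that hold EC markers (adjusted p = 0.396). Without these 2 libraries, a choice made after seeing the data, COL1A1 rose by 2.09 (standard error 0.31, adjusted p = 8.3e-04 from edgeR), INHBA, a subunit of activin, by 1.65 (standard error 0.30, adjusted p = 0.00964 from edgeR) and the matrix gene THBS2 by 1.63 (standard error 0.29, adjusted p = 0.00891 from edgeR). VAMP5 had a log2 fold change of -1.65 (standard error 0.24, adjusted p = 8.3e-04 from edgeR) and SELENOP one of -3.27 (standard error 0.53, adjusted p = 0.00766 from edgeR). In all 7 genes passed, 129 with the side of the GC trend as a further term and 1, COL1A1, with the trend removed. INHBA, THBS2, VAMP5 and SELENOP then had adjusted p = 0.0139, 0.0107, 0.0125 and 0.0107. Without the GC correction ACTA2 had 1.26 (standard error 0.44, adjusted p = 0.212 from edgeR). The contractile list then did not pass (adjusted p = 0.0963, and 0.109 when MC day 14 D alone was left out). The matrix list (adjusted p = 9.3e-06) and the TGF-β list (adjusted p = 3.6e-05) did. Each of these 2 lists had adjusted p = 0.0041 with an estimated correlation. From the enrichment of its own myofibroblast gene set, the paper states that JCC raises genes of contractile myofibroblasts. It proposes that this contributes to the stiffening of the tissue.

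**Figure D2:**
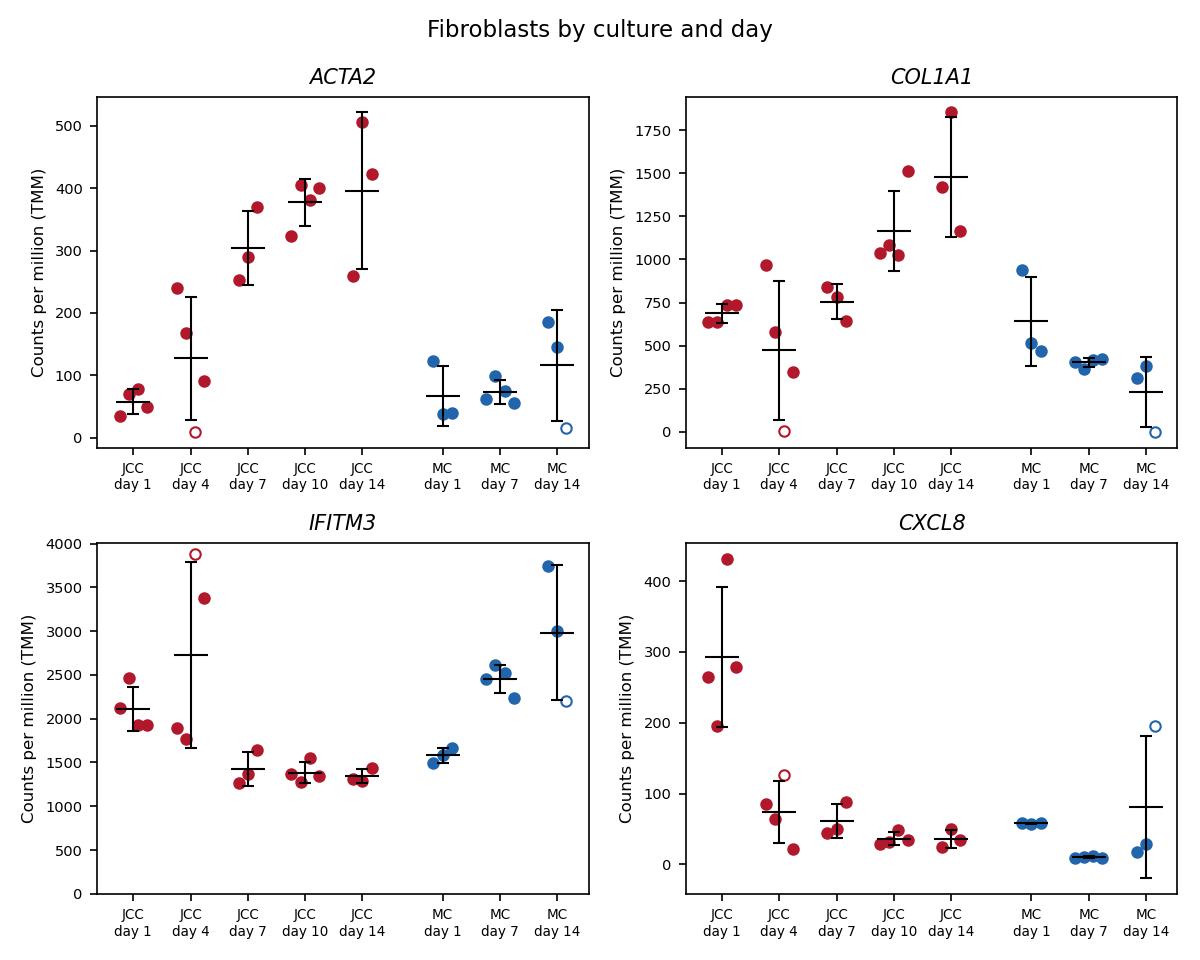
Levels in CPM, normalized by TMM, of ACTA2, COL1A1, IFITM3 and CXCL8 in each fibroblast library of JCC (red) and MC (blue) by day, with the mean and SD of each group as black bars. Open circles are the libraries labelled JCC day 4 C and MC day 14 D, which hold little COL1A1.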

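Genes of the type I interferon response were lower as a group in fibroblasts of JCC than of MC on day 14. Genes of inflammation fell as a group in JCC with time, but with all libraries in the fit did not pass with an estimated correlation. IFITM3, an antiviral membrane protein gene, was 1343 ± 82 CPM (SD, n = 3) in JCC and 2983 ± 769 (SD, n = 3) in MC, a log2 fold change of -1.15 (standard error 0.24, adjusted p = 0.0596 from edgeR). Of 29 interferon genes, 0 were higher and 0 lower over all genes (5 lower when adjusted over the list alone), with a median log2 fold change of -1.07 (adjusted p = 3.5e-10 from camera, and adjusted p = 0.00622 with an estimated correlation). Of 24 NF-κB genes, 0 were higher and 0 lower (2 lower when adjusted over the list alone), and the list did not pass (adjusted p = 0.0141). The chemokine gene CCL2 had a log2 fold change of -4.28 (standard error 0.78, adjusted p = 0.0521 from edgeR). Without the libraries labelled JCC day 4 C and MC day 14 D, CCL2 had -2.31 (standard error 0.49, adjusted p = 0.0297 from edgeR). IFITM3 then fell with a log2 fold change of -1.32 (standard error 0.20, adjusted p = 8.3e-04 from edgeR), its relative IFITM2 with -1.41 (standard error 0.23, adjusted p = 0.00237 from edgeR), and with the GC trend also removed they had adjusted p = 0.0146 and 0.0144. The interferon list passed with a median of -0.48, at adjusted p = 1.9e-06 (adjusted p = 0.0154 with an estimated correlation). Mitochondrial rRNA made up 9.34 and 9.08% of the counts in MC day 14 B and C, 6.29% in D and 7.63, 7.25 and 5.37% in JCC day 14. The TMM factors of MC day 14 B and C were 0.853 and 0.811, against 0.974 to 1.07 in JCC. Whether the interferon genes follow this difference was not tested.

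Within JCC, 5 of 24 NF-κB genes were lower on day 14 than on day 1 and none was higher (8 lower when adjusted over the list alone), at adjusted p = 2.1e-07 (adjusted p = 0.0336 with an estimated correlation). CXCL8 had a log2 fold change of -3.02 (standard error 0.62, adjusted p = 0.00743 from edgeR) and SOD2, a mitochondrial superoxide dismutase gene induced by NF-κB, one of -3.61 (standard error 0.61, adjusted p = 0.00247 from edgeR). Among all 12664 genes, 59 were higher and 83 lower (75 and 52 with library totals alone, 263 and 306 without the 2 libraries). JCC day 14 B and C lie on the GC-rich side and the day 1 libraries on the other, and with the side as a term the counts without the 2 libraries were 124 and 130. Of 23 NF-κB genes in the fit without the 2 libraries, which are in neither group, 9 were lower and none higher. This list had adjusted p = 1.2e-10 from camera, and adjusted p = 0.0019 with an estimated correlation. The change from day 1 to day 14 in JCC minus that in MC had a median log2 value of -2.04 over the NF-κB genes (adjusted p = 3.1e-13, and adjusted p = 0.00697 with an estimated correlation) and -1.38 over the interferon genes (adjusted p = 3.7e-12, and adjusted p = 0.00259 with an estimated correlation). Without the libraries labelled JCC day 4 C and MC day 14 D these medians were -0.81 and -1.08. In JCC against MC, the NF-κB list then lay higher on day 1 (median log2 fold change 1.56, adjusted p = 8.0e-28) and day 7 (0.87, adjusted p = 9.0e-05, and adjusted p = 0.0297 with an estimated correlation), and not lower on day 14 (0.36, adjusted p = 0.405). With all libraries the day 7 list had a median of 0.81 (adjusted p = 0.00351, and adjusted p = 0.232 with an estimated correlation), and 0 of 24 members passed (5 higher when adjusted over the list alone). It did not pass without JCC day 7 C (0.0465), MC day 7 B (0.0109) or MC day 7 D (0.0141). On day 14, CXCL8 was 196 CPM in MC day 14 D against 17.7 and 29.1 in MC day 14 B and C. When adjusted over the list alone, 7 NF-κB genes and 5 interferon genes were lower by this measure and none was higher. Over all genes, 0 passed with edgeR and 35 with DESeq2, with 1243 at an unadjusted p under 0.05. Leaving out any 1 library of JCC day 1 or day 14 lowered the count between these days, to between 8 (without JCC day 14 C) and 89 (without JCC day 14 A).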

Genes involved in inflammatory signaling were down-regulated over the same period.

Considering the above gene expression analyses together with existing literature on YAP1 and its links to active force generation by the actin network (*48*–*51*), we tested the functional relevance of this pathway for vascular morphogenesis in our vascularized tissue constructs. First, we blocked the function of YAP1 for both cell types using the chemical inhibitor verteporfin, which led to large-scale defects in vascular organization without compromising cell viability (fig. S7, A to C). This result was consistent with previous studies that demonstrated the critical role of YAP activation, mainly within ECs, to promote angiogenesis (*23*–*26*). Having shown thus far, in our study, the importance of juxtacrine interactions with fibroblasts, we next investigated whether YAP signaling in fibroblasts might independently play a role in vascular morphogenesis by depleting YAP1 using small interfering RNA (siRNA) solely in fibroblasts before inclusion in vascular tissue constructs. The efficiency of the knockdown was confirmed by Western blotting (Fig. 4B) and through quantification of immunofluorescence staining for YAP1 in devices at day 7 (fig. S8, A and B). YAP1 depletion in fibroblasts led to substantial changes in vascular network morphology (Fig. 4A; see zoomed in images at the bottom),as evidenced by increased vessel diameter in both lateral and transversal directions (Fig. 4, C and D). Stiffness measurements during the first week of vascular morphogenesis revealed that depleting YAP1 in fibroblasts led to a notable reduction in the elastic modulus of the tissue. At day 7, the stiffness of JCC tissue constructs containing fibroblasts depleted for YAP1 was decreased by over 40% compared to control (Fig. 4E). This correlated with decreased barrier function as measured by an increase in permeability when YAP1 was depleted in fibroblasts (from 2.4 × 10^−7^ to 4.7 × 10^−7^ cm/s; Fig. 4F). Immunofluorescence staining also revealed lower levels of VE-cadherin expression in ECs for the JCC FB^-YAP^ system (fig. S8, A and C). These data establish YAP1 in fibroblasts as a key regulator of the active stiffening required for effective vascular network formation.

**Fig. 4.**
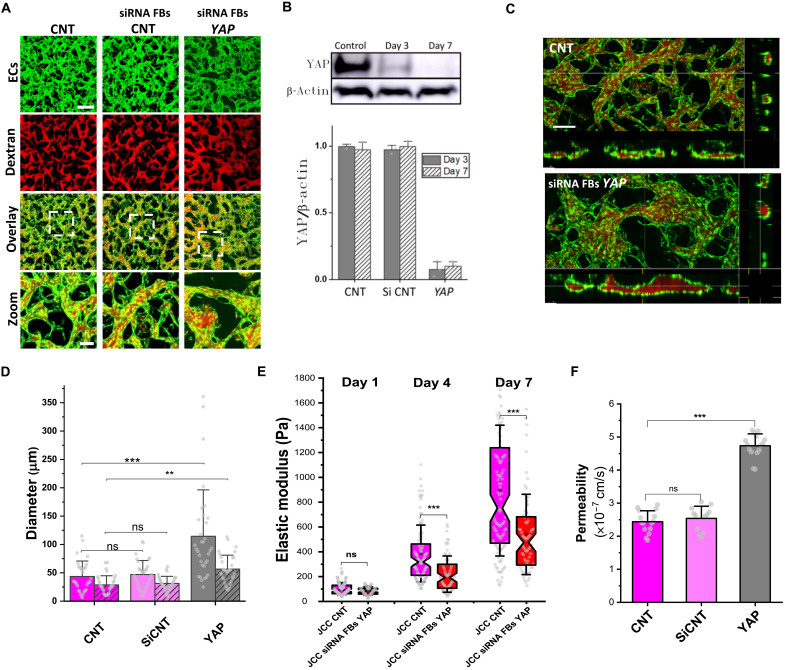
Fibroblasts control vascular morphogenesis through YAP1. (**A**) Fibroblasts were transfected with siRNAs targeting YAP1 before culture in the JCC system. Confocal images showing vasculature (GFP-HUVECs) perfused with dextran (red) in JCC control (CNT) and JCC fibroblast YAP knockdown (siRNA FBs YAP) conditions at day 7. The network perfusability and morphology were unaffected by scrambled siRNA (siRNA FBs CNT) but perturbed to varying degrees by siRNA knockdown. Scale bars, 200 μm and 50 μm (zoomed images). (**B**) Western blots of YAP protein in fibroblasts before siRNA transfection (Control) and at 3 and 7 days after transfection. The bar graph (bottom) shows quantification of transfection efficiency. Fibroblast YAP expression levels were normalized to β-actin values for each condition and time point before making comparisons. (**C**) Confocal images showing *z* projection and orthogonal slices of vasculature (GFP-HUVEC) perfused with dextran (red). Scale bar, 100 μm. (**D**) Quantification of lateral (unshaded bars) and transversal (shaded bars) diameters (means ± SD) comparing siRNA FBs YAP, CNT and siRNA FBs CNT at day 7 using images from (C). Measurements were performed on *N* = 4 devices from two separate experimental repeats. Linear analysis of variance (ANOVA) followed by Tukey-Kramer test, **P < 0.001 and ***P < 0.0001. (**E**) Stiffness of the vascular tissue constructs over time, comparing siRNA FBs YAP to CNT. Minimum of 50 AFM indentation measurements for *N* = 3 devices from two separate experimental repeats for each condition and time point. Kruskal-Wallis test followed by Dunn’s multiple comparison test, ***P < 0.0001. (**F**) Permeability (mean ± SD) at day 7 comparing siRNA FBs YAP, CNT and siRNA FBs CNT. Measurements on *N* = 4 devices from two separate experimental repeats. Linear ANOVA followed by Tukey-Kramer test, ***P < 0.0001.

### Loss of YAP1 in fibroblasts leads to lethal vascular defects

To explore how mechanotransduction in fibroblasts affects vascular growth in vivo, we crossed YAP1 floxed mice with platelet-derived growth factor receptor alpha (PDGFRA)–Cre expressing mice to generate mice with YAP1-deficient fibroblasts (fig. S9A). PDGFRA is expressed across fibroblastic lineages from embryonic day 6.5 (E6.5). No mice with homozygous deletion of YAP1 in the PDGFRA lineage were born because embryos did not survive beyond E12.5. PDGFRA-Cre YAP1 heterozygous mice were viable and fertile, with no phenotype observed in either males or females (table S3). In PDGFRA-Cre YAP1 floxed homozygous embryos (hereafter referred to as cKO), hemorrhaging was visible in the head region of many embryos but not in the thoracic and abdominal organs (Fig. 5, A and B). Analysis of embryonic tissue with the mTmG reporter confirmed activity of Cre in fibroblasts, but not ECs, in the heads of embryos (Fig. 5C and fig. S9, B and C). These analyses also revealed minimal Cre-driven recombination in the brain. Consistent with mTmG reporter analysis, YAP1 staining was absent in mesenchymal cells in the head of YAP1 cKO embryos but remained visible in adjacent ECs (fig. S9D). Histological analysis indicated that hemorrhaging occurred around the brain with distended vessels congested with nucleated erythrocytes (Fig. 5B). No thrombi were observed, suggesting that the distension of vessels was not due to vessel blockage. At E11.5, the head region around the brain was rich in fibroblasts, but lack of NG2 and desmin staining suggested that mature pericytes were not yet specified in this region of the embryo (fig. S9E). Transmission electron microscopy revealed that fibroblastic cells were forming close contacts with the ECs, reminiscent of those formed by mature pericytes (fig. S9, F and G). Thus, in the absence of mature pericytes, vascular development at this time depends on fibroblastic precursors in the head.

**Fig. 5.**
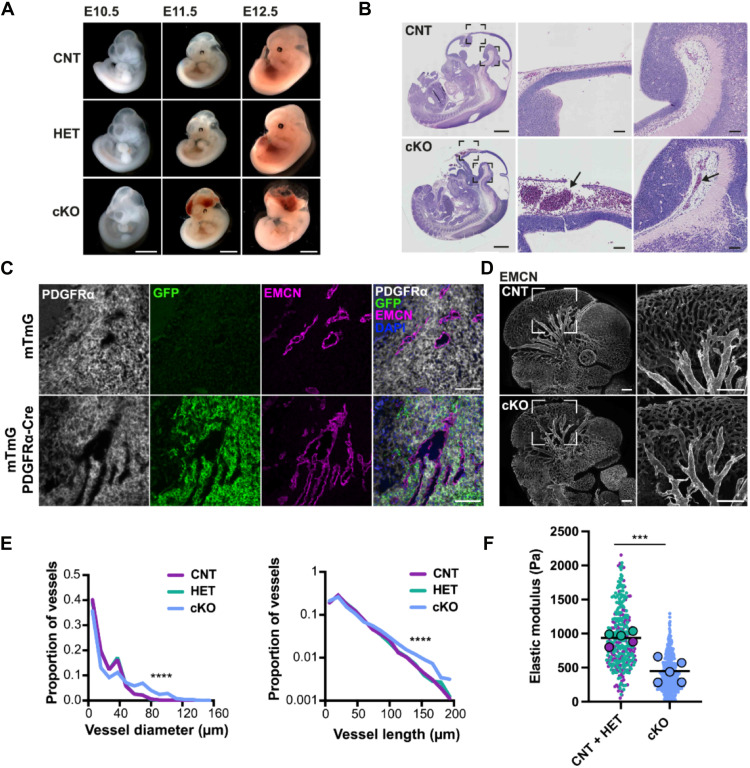
Loss of YAP1 in fibroblasts is embryonic lethal because of vascular defects. (**A**) Isolation of control (CNT), YAP^fl/+^ PDGFRα-Cre positive (HET), and YAP^fl/+^ PDGFRα-Cre positive (cKO) embryos at different embryonic stages shows a hemorrhage in cKO embryos at E11.5 and E12.5. Scale bars, 2 mm. (**B**) Hematoxylin and eosin images of E12.5 embryos show that defects in cKO embryos are restricted to the head, with high magnification panels showing vessel distension around the brain in cKO embryos. Black arrows point to erythrocytes. Scale bars, 1 mm and 100 μm in the low and high magnification panels, respectively. (**C**) Images show PDGFRα, GFP, and endomucin (EMCN) staining of the region of the head below the brain in control and PDGFRα-Cre × mTmG mice at E11.5. DAPI (4′,6-diamidino-2-phenylindole) stains nuclei. Scale bars, 100 μm. (**D**) Confocal microscopy of whole-mount immunofluorescence for endomucin (EMCN) with a focus on the central vessels in the head (white square; magnification to the right). Scale bars, 250 μm. (**E**) Quantification of vessel diameter (in μm) and vessel length (as defined by the distance between vessel branches in μm) on confocal whole-mount data using machine learning approaches. **** indicates different distribution of vessel sizes between cKO (*N* = 3, blue) versus HET (*N* = 2, turquoise) and CNT (*N* = 4, purple) (****P < 0.0001, Kolmogorov-Smirnov test). (**F**) Superplot of AFM data on head region of interest of freshly isolated CNT (*N* = 2, purple), HET (*N* = 3, turquoise), and cKO (*N* = 5, blue) embryos at E11.5. Elastic modulus of cKO was significantly different (***P < 0.001, Nested *t* test).

To analyze the altered vascular architecture in more detail, we performed whole-mount endomucin (EMCN) staining on E10.5 embryos, which revealed quantitative differences in the vascular network morphology (Fig. 5, D and E). Concordant with the in vitro assays, there was an increase in larger-diameter vessels in the head region in mice lacking fibroblastic YAP1 compared to controls with an increase in the number of vessels with diameters larger than 60 μm (Fig. 5E and fig. S9I). Although the branching angles between vessels were unchanged, vessel segments were typically longer in mutants compared to controls (Fig. 5E and fig. S9H). Transmission electron microscopy indicated that the interface between ECs and fibroblastic cells was disrupted in YAP1 cKO embryos (fig. S9, F and G). These data demonstrate that YAP1 is required in mesenchymal cells for the correct organization of ECs and blood vessels.

Data described in Fig. 3 suggest that fibroblast-driven tissue stiffening is largely the result of active forces, with a smaller contribution from ECM changes (Fig. 3F). Histological staining did not show changes in Ki67 (a proliferation marker), fibronectin, collagen I, or collagen IV staining in YAP1 cKO embryos compared to control (fig. S10, A to C). Notably, AFM analysis of E11.5 embryos demonstrated that YAP1 deficiency in fibroblasts reduced the elastic modulus of the head region by 50%, indicating a failure in enhanced tissue stiffening in regions with vascular defects (Fig. 5F). These data argue that YAP1 is required for the active component of tissue stiffening, not the passive component of ECM production. To conclude, the “mechanotransducer” YAP1 is required in mesenchymal cells for tissue stiffening that accompanies vascular network formation and development of integrated vasculature.

## DISCUSSION

We engineered 3D large-scale fluidic devices that allowed us to study tissue-scale mechanics of vascular morphogenesis over a 14-day extended period. The larger tissue volume in our device compared to typical microfluidic systems [3 mm (width) by 21 mm (length) by 1 mm (height) versus 0.5 mm (width) by 15 mm (length) by 0.5 mm (height)] provides several key advantages. As well as allowing for real-time, 3D visualization of vascular network formation and functional characterization in a perfusable system, similar to previous microfluidic approaches (*36*, *52*, *53*), our device also enables the removal of intact tissue for mechanical testing and supplies sufficient cell yields to perform robust transcriptional analysis. Thus, we used the platform to monitor the morphological and functional characteristics of vascularized tissue constructs over time, characterize the temporal changes in their mechanical features using AFM and traction force microscopy, and identify a mechanotransduction pathway linking the observations.

The results demonstrate that tissue stiffness progressively increases during vascular self-assembly primarily because of cellular force generation. Furthermore, we showed that physical interaction between ECs and fibroblasts enhances tissue stiffening and promotes the formation of highly connected, perfusable, and stable vascular networks. Our work builds upon previous observations by others, including Juliar *et al.* (*9*) and Friend *et al.* (*54*), linking capillary morphogenesis to matrix stiffening and cell-generated contractile forces. Specifically, using our microfluidic system, we were able to generate a perfusable microvasculature and correlate functional properties such as perfusability and permeability to these mechanical observations. In addition to the emergent tissue stiffening that intrinsically modulates vascular morphogenesis, other extrinsic mechanical factors may regulate vascularization processes. Recently, Zhang *et al.* (*55*) demonstrated that application of interstitial flow improves vasculogenesis through up-regulation of matrix metalloproteinase-2. Consistent with our study, they showed that in the absence of interstitial flow, EC monoculture (even at higher densities compared to ours) cannot lead to the formation of a perfusable network, and the network-like structures regressed. In another study, Song *et al.* (*56*) demonstrated that the presence of fibroblasts during the first 3 days of culture was critical to the formation of functional microvasculature and the effects of coculture persisted even after the fibroblasts were ablated thereafter. Although the specific cell types, seeding densities, and device geometries differ between their study and ours, we similarly found that the contribution of fibroblasts, in our case, through active tissue stiffening, became prominent during the initial 4 days of coculture (see Fig. 3F).

Last, we revealed that the emergent process described herein, which we propose to term “tissue intrinsic stiffening,” is mediated via YAP1 mechanotransduction pathways within fibroblasts and demonstrated that loss of YAP1 in fibroblasts in vivo results in softening of embryonic tissues concomitant with embryonic lethality due to disruption of normal vascular morphogenesis in the head. The manifestation of the vascular phenotype in this anatomical region may be linked to the abrupt transition from large vessel diameters to narrow vessels in the brain leading to high fluid pressures and stresses. The strong nuclear localization of YAP1 in fibroblasts in this region is consistent with a high level of YAP1 function. Previous studies have demonstrated that YAP1 activation is associated with increased contractile force generation by fibroblasts (*50*, *51*), which is consistent with the role that we propose in driving active tissue stiffening. In the future, it will be interesting to determine the signals emanating from ECs that activate YAP1. GSEA analysis suggested a role for Src family kinases in fibroblasts, which is consistent with the known role of Src family kinases in regulating YAP1 transcriptional activity.

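The genes of Src family kinases themselves were measured in the same fibroblast libraries. FYN, YES1 and LYN passed the filter on low counts, SRC did not, and on day 14 their log2 fold changes between JCC and MC were -0.58, -0.80 and -2.33. None of the 3 passed, also when adjusted over the list alone, and the list did not pass (adjusted p = 0.099 from camera on edgeR's fit). Without the libraries labelled JCC day 4 C and MC day 14 D, FYN, YES1 and LYN had log2 fold changes of 0.24, 0.06 and -0.70, and the list had adjusted p = 0.935. Genes regulated by Src, which the paper's gene set holds, are not listed in its text and were not tested.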

Previous studies reported that fibroblastic cells support vascular networks by secreting growth factors (*57*–*59*), synthesizing ECM (*60*, *61*), and stabilizing microvascular networks by physically interacting with the vascular microenvironment (*56*, *62*–*64*). Our study reveals a previously unknown biomechanical mechanism by which fibroblasts promote vascular morphogenesis and function through reciprocal biomechanical interactions with ECs. In vivo, these interactions involve fibroblastic cells before the expression of recognized mural cell markers. These may occur at the extensive sites of contact that we observe in both our models and E11.5 embryos. We propose that increased cytoskeletal tension and tissue stiffening may lead to force-dependent maturation of vascular adherens junctions (fig. S8, A and C), thereby enabling robust vascular integrity. Supporting or even enhancing the mechanical cross-talk between ECs and fibroblasts may be of benefit to treat vascular malformations, promote wound healing, and support the construction of vascularized tissues in situ or for transplantation. One route to achieve this could be positive modulation of YAP1 function, although the positive role of YAP1 in tumorigenesis would mean that this should be locally targeted to the region requiring regeneration and for short durations. To conclude, through combined use of engineered devices and mouse models, we demonstrate a crucial role for YAP1 in the emergent mechanical control of vascular morphogenesis.

## MATERIALS AND METHODS

### Microfluidic platform designs and fabrication

The seven-channel fluidic device (Fig. 1A and fig. S1A) incorporates three cell encapsulation channels. The central vascularization channel is flanked by the other two cell encapsulation channels (one on each side), and all cell channels are separated by a growth-medium-filled perfusion channel. This enables the physical separation of fibroblasts from ECs and guarantees that heterotypic cell-cell communication is limited to the diffusion of secreted factors (PCC condition). In all, the device comprises three hydrogel channels and four perfusion medium channels aligned in parallel (Fig. 1A), each having a rectangular cross section with height equal to 1 mm and width dimensions shown in fig. S1A. A glass coverslip bonded to the bottom of the device enables real-time imaging with standard microscopy techniques. To maximize the steady chemical interaction between fibroblasts and ECs, the width of inner medium channels (0.8 mm) was designed to be narrower than the width of the outer medium channels (3.0 mm) that supply the bulk of the culture medium (fig. S1A). Arrays of polydimethylsiloxane (PDMS) pillars alongside the channel edges separate adjacent channels and prevent the leakage of prepolymerized hydrogel upon injection (fig. S1A). Similarly, the three-channel device consists of three adjacent, parallel channels having rectangular cross sections with dimensions shown in Fig. 2A. For simplicity and ease of fabrication, in the three-channel device, we replaced the pillar arrays with continuous PDMS lips to separate the middle channel from the side channels and thus contain the injected cell-embedded prepolymerized fibrin gel.

Acrylic molds were fabricated by cutting (Epilog laser cutter) our designs through 1-mm-thick acrylic sheets (fig. S1B). In three-channel devices, 0.3-mm-deep grooves were etched on the top surface of the acrylic sheet, while for seven-channel devices, rows of holes were fully cut through. Next, the laser-cut acrylic geometries were bonded to larger acrylic bases by applying 30-psi pressure at 85°C for half an hour (fig. S1B). These molds were then taped to the bottom of 60-mm Petri dishes to fabricate the final PDMS devices, as described previously (*65*, *66*). Briefly, PDMS and cross-linker (10:1; SYLGARD 184; Dow Corning) were mixed, degassed, and poured over the mold to a height of 6 mm. After curing for 4 hours at 60°C, the PDMS was cut and peeled from the mold. Gel filling ports and medium access ports were created by punching out 1- and 4-mm holes, respectively, using a biopsy punch (Miltex). The device was cleaned with tape to remove debris and then sterilized in an autoclave. Last, the bottom of the device and a glass coverslip (No. 1; Electron Microscopy Sciences) were treated with plasma for 60 s and pressed firmly together to form an irreversible bond. To restore hydrophobicity of surfaces and create irreversible bonding, the final devices were placed inside an 80°C oven overnight.

### Cell culture and device seeding

HUVECs and normal human lung fibroblasts (Lonza) were passaged and cultured in EGM-2MV and FGM-2 media (Lonza), respectively. Cells were initially expanded and cryopreserved to establish a consistent stock for all experiments. For an individual experiment, cells were plated onto collagen-coated flasks and grown to confluency before seeding into the fluidic devices. Except for conditioned medium experiments, EGM-2MV medium was used exclusively after seeding into fluidic devices. To fluorescently label the cells for live imaging, ECs and fibroblasts were stably transduced to express nonlocalized green fluorescent protein (GFP) and mCherry, respectively.

Before seeding into the devices, ECs and fibroblasts were resuspended at 16 million and 8 million cells/ml, respectively, in EGM-2MV supplemented with bovine thrombin (4 U/ml; Sigma-Aldrich). For JCC, equal volumes of the two cell suspensions were combined and gently mixed, except for experiments that investigated the effects of [Fig F1]cell density (fig. S4, E to G). For each device, 50 μl of the combined cell suspension was added to 50 μl of bovine fibrinogen [6 mg/ml in phosphate-buffered saline (PBS) without calcium or magnesium; Sigma-Aldrich] to form a final encapsulation suspension of ECs (4 million cells/ml) and fibroblasts (2 million cells/ml) in fibrinogen (3 mg/ml) with thrombin (2 U/ml). The suspension was mixed slowly several times over ice to avoid premature polymerization and then pipetted into the vascularization channel, i.e., half the volume through each of the two gel filling ports. The device was immediately placed in a humidified chamber and incubated at room temperature for 30 min during fibrin polymerization. Last, the medium channels were filled with warm EGM-2MV through the medium access ports. The devices were incubated at 37°C and 5% CO_2_ for the remainder of the culture, and the growth medium in the medium channels was replaced every day.

### Chemical inhibitor treatments

Chemical inhibitors were reconstituted in dimethyl sulfoxide (maximum concentration of 10 μl/ml that showed no effects on networks; VWR) and diluted to the effective concentrations recommended by the supplier and the literature, i.e., verteporfin (YAP inhibitor, 0.25 μM; Sigma-Aldrich). Cells were encapsulated in the JCC system and exposed to these concentrations of chemical inhibitors for up to 1 week (fig. S7). Cell viability was evaluated using a cell counting machine (NC-3000; ChemoMetec, Denmark).

### siRNA transfections

YAP siRNA was purchased from Dharmacon (USA) with the stock concentration of 20 μM. Fibroblasts were cultured in a six-well plate (1 × 10^5^ per well) and grown to 50% confluency. The medium in each well was replaced with 1.2 ml of serum-free medium containing the delivery reagent (Fisher Scientific Ltd.) and siRNA in a final concentration of 50 nM. After 6 hours, 1 ml of FGM-2 medium was added to each well, and the cells were kept in an incubator for 72 hours without replacing the medium. Following this, the transfected fibroblasts were exposed to fresh medium and were seeded in the devices following the JCC system protocol. The same procedure was followed for scrambled siRNA–treated fibroblasts.

Transfection efficiencies were examined by conducting Western blots on cells at both the 3-day and 7-day post–siRNA treatment time points (Fig. 4B; all materials were obtained from Bio-Rad Laboratories Ltd., unless otherwise stated). Total cellular protein content was isolated from lysed cells and separated by mass using SDS–polyacrylamide gel electrophoresis. A 10% precast polyacrylamide gel was used to resolve YAP proteins. The separated proteins were wet-transferred to a nitrocellulose membrane and subsequently incubated with the following primary antibodies, YAP (1:500 dilution; Insight Biotechnology, USA) and β-actin (1:3000 dilution; Sigma-Aldrich, USA). Following 24 hours of incubation, the primary antibodies were washed, and horseradish peroxidase (HRP)–conjugated secondary antibodies (Thermo Fisher Scientific, USA) were applied to the nitrocellulose membrane in a 1:3000 dilution. The secondary antibodies were washed, and the membrane was exposed to HRP developing solution (Bio-Rad, USA). Imaging was conducted using an Amersham Imager 680.

### Network length and lumen diameter

3D confocal images (21 slices, 10-μm *z*-step) of GFP-ECs were acquired with a 10× objective [numerical aperture (NA) 0.3; Olympus] on days 1, 4, 7, 10, and 14 after culture to quantify network length, diameter, perfusability, permeability, and barrier function. For each device, at least 10 randomly selected regions (each 1.27 mm by 1.27 mm) were imaged. Measurements were averaged together to obtain a sample value for each device that was used for statistical analysis. To quantify characteristic parameters of the network, stacks were projected using the “Maximum Intensity Z Projection” plugin in ImageJ. For network length, processing, binarizing, and skeletonizing of the images were performed using ImageJ. Using the “Analyze Skeleton” plugin, the length of all connected networks was calculated. The longest connected network was used to determine network length. To calculate 3D vessel diameters, the Filament Tracer extension for Imaris (Bitplane) was used to analyze the binarized, 3D reconstructed images (*67*). Lateral and transversal diameters at any point were determined from the cross section of the binarized vessel perpendicular to the skeleton axis at that point.

### Perfusability, permeability, and barrier function

A fluorescent tracer (70-kDa dextran; 0.25 mg/ml in EGM-2MV; Life Technologies) was used to assess functionality of the vasculature, including perfusability, permeability, and barrier function. Perfusability was calculated as the percentage of perfusable vessel structures. To measure perfusability, the downstream and upstream ports were half and fully emptied, respectively (fig. S1E, a and b), and then, the fluorescent tracer was introduced into the upstream port (fig. S1E, c). This created a hydrostatic pressure of ~30 Pa, thus flowing the tracer into the vascularized channel (fig. S1E, d). Images were acquired using a confocal microscope (Olympus, FV-1000) with 10× objective and *z*-stacks at 10 μm per slice. The stacks from both GFP-ECs and tracer channels were resliced and binarized. The EC channel was used to identify vessel outlines. For all *x*-*z* cross sections, if a vessel cross section contained dextran, then its area was added to the total perfused area. Perfusability was calculated by dividing the total perfused volume by the total vascular volume.

Permeability was measured following a previously reported protocol (*33*). Briefly, a fluorescent tracer was introduced into the vasculature, following the method described above for perfusability measurements. The vascularization channel was imaged immediately after introducing the tracer and again after 20 min. The average tracer intensity in both the vascular and interstitial spaces was calculated at both time points. The difference in interstitial intensity along with morphological properties of the vasculature was used to calculate the permeability coefficient as described in (*33*).

To account for conditions in which permeability could not be meaningfully calculated, i.e., where vascular lumens were not well defined or perfusion was highly nonuniform, we defined the “barrier function” parameter (Fig. 1E). To calculate barrier function, fluorescent tracer was introduced into the vasculature and imaged, following the method described above for perfusability measurements. A *z*-projected stack of the endothelium (GFP-ECs) was used to define the vascular and interstitial regions. Barrier function was calculated as the inverse of average intensity of fluorescent dextran in the interstitial region.

### Atomic force microscopy

The tissue was cut out gently from the fluidic device through the PDMS using a scalpel (Bard-Parker) along the perimeter of the vascularization channel (fig. S2F, a and b). For AFM measurements, the tissue was left attached to the PDMS (fig. S2F, c) which provided a supportive base and helped maintain the original tissue geometry. The entire sample was submerged in a CO_2_-independent buffered medium, consisting of Leibovitz’s L-15 Medium without phenol red (Gibco Life Technologies), and supplemented with 10% fetal bovine serum (FBS; Invitrogen). AFM force-distance measurements were acquired using a JPK NanoWizard CellHesion 200 (JPK Instruments AG, Berlin, Germany) placed on an inverted optical microscope (Zeiss Axiovert 200) with manual *xy*-positioning stage. Spring constants of the cantilevers were determined using the thermal noise method of the AFM software (JPK SPM, JPK instruments). Tipless cantilevers (nominal spring constant of 0.07 N/m; MLCT-O10, Bruker) were modified by gluing 50-μm-diameter glass microspheres (Cospheric, USA) to the tip of the cantilever via ultraviolet curing glue (ultraviolet curing, Loctite). The stage was carefully moved to position the cantilever tip above the middle of the sample before approaching the tissue surface. No less than 50 force-distance curves were taken per sample by moving the stage manually (in ~0.5-mm steps) across the length of the tissue, with an approach speed of 10 μm/s and a set force of 30 nN. Using a custom-written MATLAB (MathWorks) routine, the apparent elastic modulus *E*/(1 − ν^2^) was extracted by fitting the force-indentation curve to a Hertz contact model between a sphere and an infinite half space. After performing the initial stiffness measurements on the tissue, the tissues were incubated with cytochalasin D (4 μM; Sigma-Aldrich) for 15 min to inhibit active force generation through the inhibition of actin polymerization, and AFM measurements were repeated. Similar AFM indentation tests were performed on the tissues that were decellularized and resubmerged in Leibovitz’s L-15 + FBS medium.

Contributions to tissue stiffness as reported in Fig. 3 (D to F) were calculated using the following expressions

$$\text{Contribution of base fibrin gel}\;(\%)=100\times \frac{E_{\mathrm{fibrin}}}{E_{\mathrm{CNT}}}$$

where *E*_fibrin_ and *E*_CNT_ represent the elastic modulus of base fibrin gel and the control JCC system, respectively.

$$\text{Contribution of ECM remodeling}\;(\%)=100\times \left(\frac{E_{\mathrm{Decellular}}-E_{\mathrm{fibrin}}}{E_{\mathrm{CNT}}}\right)$$

where *E*_Decellular_ represents the elastic modulus of the tissue after decellularization.

$$\text{Contribution of cell material}\;(\%)=100\times \left(\frac{E_{\mathrm{CytoD}}-E_{\mathrm{Decellular}}}{E_{\mathrm{CNT}}}\right)$$

where *E*_CytoD_ represents the elastic modulus of the tissue after cytochalasin D treatment.

$$\text{Contribution of active force}\;(\%)=100-\text{contribution of other factors}=100\times \left(\frac{E_{\mathrm{CNT}}-E_{\mathrm{CytoD}}}{E_{\mathrm{CNT}}}\right)$$

For retinal stiffness measurements, eyes were enucleated from P3 or P7 mouse pups followed by retina dissection in PBS. All animal procedures were performed in accordance with the institutional Animal Welfare Ethical Review Body and U.K. Home Office guidelines on mixed-background mice (C57Bl6/J;129/Sv). Following dissection, each retinal tissue was transferred to Cell-Tak–treated (Cell and Tissue adhesive, BD Biosciences) glass-bottom Petri dishes. The semiwet tissue was left in the dish for 2 min to adhere to the glass and then Leibovitz’s L-15 + FBS medium was added for AFM measurements. AFM indentation tests were conducted on five radial regions approximately 400 μm apart. Following initial AFM measurements, the medium was replaced with cytochalasin D–supplemented medium, and the AFM tests were repeated to estimate the contribution of active contractile forces.

### Traction force microscopy

To estimate the mechanical stresses applied by cells onto the fibrin gel, a 3D traction force microscopy experimental pipeline was used. First, fibrin gels were fluorescently labeled with a far-red dye (Alexa Fluor 647 NHS succinimidyl ester, Thermo Fisher Scientific) that binds to free amine groups and has no known mechanobiological effects on the functionality of fibrin monomers (*45*). This allowed us to measure the gel at baseline levels (no cells) and also to visualize cell-driven gel displacements after the addition of cells to the fibrin gel. For each time point (days 1, 4, 7, and 10), cultured microfluidic devices were mounted onto the environmental chamber stage of an Olympus IX81 confocal microscope and imaged using a 20× objective (NA 0.4; Olympus). 3D *z*-stacks were captured before (stressed configuration) and after 15 min of treatment with the actin inhibitor, cytochalasin D. Cytochalasin D was added through the medium channel, and care was taken not to disturb the device. Fluorescent images of the cells and the fibrin gel were acquired before and after cytochalasin D treatment. Subsequently, Triton X-100 was added, and *z*-stack images of the final decellularized fluorescent gel were acquired. These sequential stacks were cross-correlated using an open source computational algorithm called fast iterative digital volume correlation (FIDVC) (*68*, *69*). A series of MATLAB (MathWorks) routines were written or modified from the open repository of Franck Lab (https://github.com/FranckLab) to postprocess the displacement from FIDVC and to obtain (i) displacement histograms (Fig. 3J) and (ii) a binarized stack from the fluorescence images of both endothelial and stromal cells in the stressed configuration (Fig. 3G) and (iii) to calculate the strains (Fig. 3H) (*70*, *71*).

### RNA sequencing

To isolate cells for RNA sequencing, the extracted tissue was dissociated with 2.5% trypsin (Gibco) for 1 hour in an incubator with occasional mixing. The trypsin was then diluted 1:50, and the cells were passed through a 35-μm strainer in preparation for fluorescence-activated cell sorting with a BD FACSAria II cell sorter to separate GFP ECs and nonfluorescent fibroblasts. Sorted ECs and fibroblasts were independently pelleted and resuspended in 1 ml of TRIzol (Invitrogen), and the manufacturer’s instructions (Invitrogen) were followed for RNA isolation. For sequencing, 3′ digital gene expression libraries were prepared on the basis of a previously published protocol (*72*) .

After sequencing, quality control on each of the libraries was performed to assess coverage depth, enrichment for mRNA (exon/intron and exon/intergenic density ratios), fraction of rRNA reads, and number of detected genes using bespoke scripts. Sequences were aligned against the human genome hg19 using bwa (*73*). Gene expression was estimated on the basis of reads mapping near the 3′ end of transcripts using ESAT (*74*) based on the Refseq annotation. Results were summarized as counts per million mapped reads, merged across samples, log-transformed, and subjected to hierarchical clustering and visualization. Differential expression analysis was performed in the R v. 3.2.3 statistical environment using the DESeq2 package (*75*). Differences in gene expression between conditions (expressed as log_2_-transformed fold changes in expression levels) were estimated under a general linear model framework fitted on the read counts, modeled under a negative binomial distribution. Differential expression significance was assessed using a Wald test on the fitted count data. Independent filtering based on the mean of normalized count of the differentially expressed genes was turned off, as well as Cook’s distance-based filtering. *P* values were adjusted for multiple comparisons testing using the Benjamini-Hochberg. Functional annotation was performed using DAVID v6.8 (*76*, *77*). Principal components were extracted from log-regularized count data using DESeq2 (fig. S6, A and B).

### Gene set enrichment analyses

Sequencing data were processed and analyzed using the GSEA software, developed by the Broad Institute of MIT and Harvard (USA) and available at www.broadinstitute.org. For analyses of EC and fibroblast transcriptome by GSEA (fig. S6, C and D), gene count RNA sequencing data were first preprocessed using the Voom Normalization from the GenePattern platform developed by the Broad Institute of MIT and Harvard (USA) and available at GenePattern (www.genepattern.org), following the program’s guidelines (expression value filter threshold = 1). This module preprocesses RNA sequencing data into a form suitable for use downstream in analyses such as GSEA. 

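The EC library of JCC day 4, sample B, held 0.37% of the total count of the smallest of the other 21 EC libraries.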

Because of poor quality (low RNA counts), sample CH4_B (HUVECs in coculture, day 4, sample B) was excluded from subsequent analyses. Preprocessed data were then run through GSEA software following the program guidelines. The specific settings applied in all analyses are as follows: Number of Permutations (1000), Permutation Type (Gene set), Enrichment statistic (Weighted), and Metric for ranking genes (*t* Test).

### Fluorescent staining

To stain the JCC system with VE-cadherin and YAP antibodies (fig. S8), the intact tissue construct was extracted from the device as described above. The tissue was then fixed with 4% paraformaldehyde for 15 min at room temperature, followed by three washes with PBS. To permeabilize the cells, the tissue was treated with 0.3% Triton X-100 for 10 min. The tissue was blocked with 3% BSA (bovine serum albumin), 5% normal goat serum, and 0.1% Triton X-100 solution for 1 hour. YAP (1:100; sc-101199, Santa Cruz Biotechnology) and VE-cadherin (1:100; 2500S, Cell Signaling Technology) primary antibodies diluted in blocking solution were introduced to stain the cells in the tissue construct for 3 hours. The tissue was thoroughly washed three times with PBS, followed by the addition of subsequent secondary antibodies for 2 hours. The tissue was washed and stored in PBS at 4°C. The fluorescently labeled tissues were imaged using an upright confocal microscope (Zeiss) with 25× water objective. Tissues from three different devices were imaged for each condition, and in each tissue, three randomly selected regions of interest were imaged. To analyze the data, each image was projected using the “sum slices” method in ImageJ, and the intensity inside the cells was calculated using the “Freehand Selections” tool. For each image, at least 100 cells were analyzed.

To visualize cell nuclei, ECs junctions, and cellular membranes on day 7 (fig. S2B), the JCC tissue constructs were incubated for 5 min with Hoechst (New England Biolabs), anti-human CD31 Alexa Fluor 647 (BD Biosciences) and CellMask plasma membrane stain (Thermo Fisher Scientific), respectively. The fluorescently stained vasculature was then imaged by confocal microscopy (Olympus) using 10×, 20×, and 60× objectives.

To stain mouse retina (fig. S5A), eyes were first enucleated from P3 or P7 mouse pups and then fixed in 4% formaldehyde in PBS for 10 min. The retina was then dissected and further fixed using methanol. Whole-mount fluorescent labeling of ECs was performed using a biotinylated anti-IB4 antibody (L2140, lot 085M4032V, Sigma-Aldrich) followed by Alexa Fluor 488–conjugated streptavidin (Thermo Fisher Scientific), as described previously (*78*).

### Quantification and statistical analysis

Sample size was determined by following published studies, and therefore, no statistical methods were used to predetermine sample size. The experiments were not randomized, and because of their nature, the investigators were not blinded to allocation during experiments or analysis of results. At least three devices from two or three independent experimental repeats were analyzed for quantification and statistical comparison. Quantification, statistical analysis, and plotting were performed in MATLAB (MathWorks) or Origin (OriginLab). In notched box plots, the notch represents median; the filled square, mean; the top and bottom of the box, 75th and 25th percentiles, respectively; and whiskers, SD. The overlaid data points represent the experimental data binned into about 10 to 20 equally spaced intervals. In bar plots, the bar denotes mean and the error bar denotes either SE or SD. Normality of distributions was tested using the Lilliefors test. For normal distributions, the difference between groups was evaluated by either two-tailed Student’s *t* test (for two groups) or linear analysis of variance (ANOVA) followed by Tukey-Kramer test to obtain the multiple comparisons two-sided *P* values. For non-normal distributions, either two-sided Mann-Whitney *U* test (for two groups) or Kruskal-Wallis test followed by Dunn’s multiple comparisons post-test was applied to compare the groups and obtain two-sided *P* values. *P* values of <0.01 were considered statistically significant (*P < 0.01, **P < 0.001, and ***P < 0.0001), while “ns” indicates no statistically significant difference.

### Mouse strains

All animal experiments were carried out in accordance with the U.K. Animal (Scientific Procedures) Act 1986 and U.K. Home Office regulations under project license number PP0736231. Mice carrying the conditional floxed alleles Yap1<tm1c(KOMP)Mbp> (Yap1^fl/fl^; cKO) were a gift from H. Gerhardt and A. Behrens. C57BL/6-Tg(Pdgfra-cre)1Clc/J mice were acquired from the Jackson Laboratory (stock no. 013148). Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^ (R26-mTmG) mice were supplied by the Francis Crick Institute BRF core colony.

### Embryo isolation and preparation

Embryos were generated in timed matings by breeding Yap1^fl/fl^ females with Yap1^fl/+^; PDGFRα Cre-positive males. Embryos were dissected at embryonic stages E10.5, E11.5, and E12.5. Embryos were transferred to cold PBS (pH 7.4) for isolation under a dissecting microscope. Embryos were then fixed in either 10% neutral-buffered formaldehyde or 4% paraformaldehyde overnight and then stored in either 70% ethanol (for formalin-fixed paraffin-embedded (FFPE) sections) or PBS (for whole-mount immunofluorescence). Macroscopic pictures of mouse embryos at E10.5, E11.5, and E12.5 were taken after fixation (Fig. 5A).

### Immunohistochemistry and immunofluorescence on mouse tissue

Embryos fixed in 10% neutral-buffered formaldehyde were paraffin-embedded, sectioned at 4-μm thickness, and stained with hematoxylin and eosin (Fig. 5B) or standard immunohistochemistry protocols by the Experimental Histology Laboratory at the Francis Crick Institute. For immunohistochemistry anti-YAP1 primary antibody was used (1:200; Santa Cruz Biotechnology, sc-4912) diluted in signal stain (Cell Signaling Technology, #8112) with pH 6 citrate buffer antigen retrieval (fig. S9D). For Immunofluorescence on FFPE sections (Fig. 5C and fig. S9E), tissue was deparaffinized and rehydrated. Antigen retrieval was performed using Antigen Unmasking Solution high pH (Vector Laboratories, #3301) in the microwave, 2 min at 800-W power and 18 min at 450 W. Sections were incubated for 1 hour at room temperature in blocking buffer (2% BSA and 10% normal donkey serum in PBS-Tween 0.1%), followed by an overnight incubation at 4°C with primary antibody in staining buffer (1% BSA and 5% normal donkey serum in PBS-Tween 0.1%). Primary antibodies used for immunofluorescence on FFPE were anti-PDGFRα (1:50; R&D Systems, AF1062), anti-GFP (1:200; Abcam, ab13970), anti-endomucin (1:100; Santa Cruz Biotechnology, sc-65495), anti-NG2 (1:100; Millipore, AB5320), and anti-desmin (1:75; Dako, M0760). Sections were washed 3 × 5 min in PBS-Tween 0.1%, followed by incubation with secondary antibodies (Alexa Fluor–conjugated; Thermo Fisher Scientific, A31573, A21082, A31571, and A48270 and Jackson ImmunoResearch Laboratories, 703-545-155) 1:1000 in staining buffer for 45 min at room temperature. Slides were incubated with 4′,6-diamidino-2-phenylindole (1 mg/ml; 1:1000 in PBS; Sigma-Aldrich, d9542) for 10 min and washed with PBS afterward. Slides were mounted with ProLong Diamond Antifade Mountant (Thermo Fisher Scientific, P36965). Images were acquired on the Zeiss 780 and 880 confocal microscopes.

### Whole-mount immunofluorescence

Embryos were permeabilized with 0.5% Triton X-100 PBS for 1 hour at room temperature on a rocking platform. Blocking followed using PBSMT [PBS (pH 7.4) with 3% milk and 0.1% Triton X-100] two times for 1 hour at 4°C on a rocking platform. Embryos were incubated with primary antibody against endomucin (1:100; Santa Cruz Biotechnology, sc-65495) for 72 hours at 4°C on a rocking platform. Embryos were then washed five times for 1 hour in PBMST at 4°C on a rocking platform. Embryos were incubated with secondary antibody Alexa Fluor goat–anti-rat secondary antibody 647 (Thermo Fisher Scientific, A21247), 1:500 in PBSMT for 72 hours at 4°C on a rocking platform protected from light. Embryos were then washed in PBSMT five times for 1 hour, followed by two washes for 1 hour each in 0.1% Triton X-100 in PBS at 4°C on a rocking platform protected from light. Embryos were then incubated with increasing glycerol concentrations for 30 min each (10, 20, 40, and 60% glycerol in PBS) and lastly stored protected from light in 80% glycerol in PBS at 4°C until imaging on a Zeiss 780 confocal microscope using a glass bottomed cell culture plate (MatTek; Fig. 5D and fig. S9B). Colocalization analysis was performed with the ZEN black software (fig. S9C).

### Vessel segmentation

Blood vessels were segmented from whole-mount immunofluorescence images of E10.5 embryos using a combination of deep learning and manual annotation. Briefly, a deep convolutional neural network, with U-net architecture (*79*), was pretrained using 3000 3D simulated blood vessel networks with predefined range of branching properties (radius, angle, tortuosity, etc.) representative of normal tissue. Input volumes were 64 × 64 × 64 voxels in size. Encoding blocks in the neural network contained two 3D convolutional layers and a max-pooling layer, with ReLu activations. Decoding blocks contained convolutional layers, skip connections to the corresponding encoding blocks, and ReLu activations other than at the output layer, where sigmoid activations were implemented. All deep learning was undertaken with TensorFlow v2.3.0 in Python 3.7.

Five imaging volumes (64 × 64 × 64) were manually segmented from the embryo data using Amira software (Thermo Fisher Scientific). These regions were then used to fine-tune the pretrained neural network and enable automated segmentation of the remaining data. Following training, the network achieved a dice coefficient of 0.98, which was assessed using a further set of manually segmented data. Individual segmentation results were also assessed by eye, and where necessary, automated segmentations were manually edited using Amira.

### Vascular geometric analysis

Segmented blood vessel masks were converted into graph format using a 3D skeletonization algorithm in Python 3.7 from the skimage package (v 0.18.1). Vascular network geometry was quantified from the vascular networks according to branching angle, vessel segment radius, and branching distance (Fig. 5E and fig. S9, H and I).

### Transmission electron microscopy

For electron microscopy (fig. S9F), perfusion-fixed E10.5 embryos were postfixed by immersion in 4% (v/v) formaldehyde (TAAB Laboratories Equipment Ltd, Aldermaston, UK) in 0.1 M phosphate buffer (PB; pH 7.4) at 4°C overnight and stored in 1% (v/v) formaldehyde (TAAB ) in 0.1 M PB (pH 7.4) at 4°C until further processing. The embryo heads were dissected and processed using a PELCO BioWave Pro+ microwave (Ted Pella Inc., Redding, CA, USA) following a protocol adapted from the National Center for Microscopy and Imaging Research protocol (*80*). Each step was performed in the BioWave, except for the PB and water wash steps, which consisted of two washes on the bench followed by two washes in the BioWave without vacuum (at 250 W for 40 s). All the chemical incubations were performed in the BioWave for 14 min under vacuum in 2-min cycles alternating with/without 100-W power. The SteadyTemp plate was set to 21°C unless otherwise stated. Briefly, the samples were fixed again in 2.5% (v/v) glutaraldehyde (TAAB)/4% (v/v) formaldehyde in 0.1 M PB and stained with 2% (v/v) osmium tetroxide (TAAB)/1.5% (v/v) potassium ferricyanide (Sigma-Aldrich). They were then incubated in 1% (w/v) thiocarbohydrazide (Sigma-Aldrich) with the SteadyTemp plate set to 40°C and further stained with 2% osmium tetroxide in ddH_2_O (w/v). The samples were then incubated in 1% aqueous uranyl acetate (Agar Scientific, Stansted, UK) with the SteadyTemp plate set to 40°C and washed in dH_2_O. The samples were then stained with Walton’s lead aspartate with SteadyTemp set to 50°C and dehydrated in a graded ethanol series (70, 90, and 100%, twice each) and 100% acetone (four times), at 250 W for 40 s without vacuum. Exchange into Durcupan ACM resin (Sigma-Aldrich) was performed in 50% resin in acetone, followed by four pure Durcupan steps, at 250 W for 3 min, with vacuum cycling (on/off at 30-s intervals), before embedding at 60°C for 48 hours in silicon molds. The blocks were then mounted for micro–computed tomography on a cylindrical specimen holder. Tomographic imaging was conducted in an Xradia Versa 510 (Carl Zeiss Ltd., Cambridge, UK). A low-resolution scan was captured at 40 kV/3 W with a 15-s exposure and with a pixel size of 3 μm. The data were exported as tiff, and the region of interest, on a transverse section of the upper part of the mesenchyme, was identified and targeted in each block using the Crosshair plugin in Fiji (*81*). Sections (70 nm) were cut using a Leica UC7 ultramicrotome (Leica Microsystems, Vienna, Austria) and picked up on Formvar-coated copper 1 mm–by–2 mm slot grids (Gilder Grids Ltd., Grantham, UK). For each sample, all the blood vessels visible in an ultrathin section were imaged using a 120-kV JEOL JEM-1400Flash Electron Microscope (JEOL Ltd., Welwyn Garden City, UK) and captured with JEOL’s Matataki Flash camera. For analysis, the interaction between mesenchymal cells and ECs was scored on a scale of 0 to 5 corresponding to No interaction, Very Limited, Limited, Fair, Fairly Extensive, and Extensive interaction (fig. S9G).

### AFM on embryo tissue

For embryo stiffness measurements (Fig. 5F), embryos at E11.5 were isolated and placed inside a six-well plate in cold PBS (pH 7.4). To keep the embryonic tissues fresh, the well plate was kept on ice for the ~5-hour duration of the AFM experiments. Each embryo was then transferred to a Petri dish and immobilized using a harp slice grid (ALA Scientific, NY, USA). The Petri dish was then placed on an AFM motorized stage interfaced with a top camera view. AFM indentation tests were conducted on a ~800 μm–by–~800 μm region above the eye and close to the edge of the head. At least 30 indention force-distance curves for each embryo were measured approximately 100 μm apart.

# Supplementary material for: Emergent mechanical control of vascular morphogenesis
**Source:** Sci Adv. 2023 Aug 11;9(32):eadg9781. doi: 10.1126/sciadv.adg9781
**Supplement:** Supplementary file 1 — Figs. S1 to S10 Tables S1 to S3 Supplementary Notes ImageJ Macro Scripts

Supplementary Materials for  
**Emergent mechanical control of vascular morphogenesis**

Jordan Whisler *et al.*

*Sci. Adv.* **9**, eadg9781 (2023)  
DOI: 10.1126/sciadv.adg9781

**This PDF file includes:**

Figs. S1 to S10  
Tables S1 to S3  
Supplementary Notes  
ImageJ Macro Scripts

## Supplementary Figures

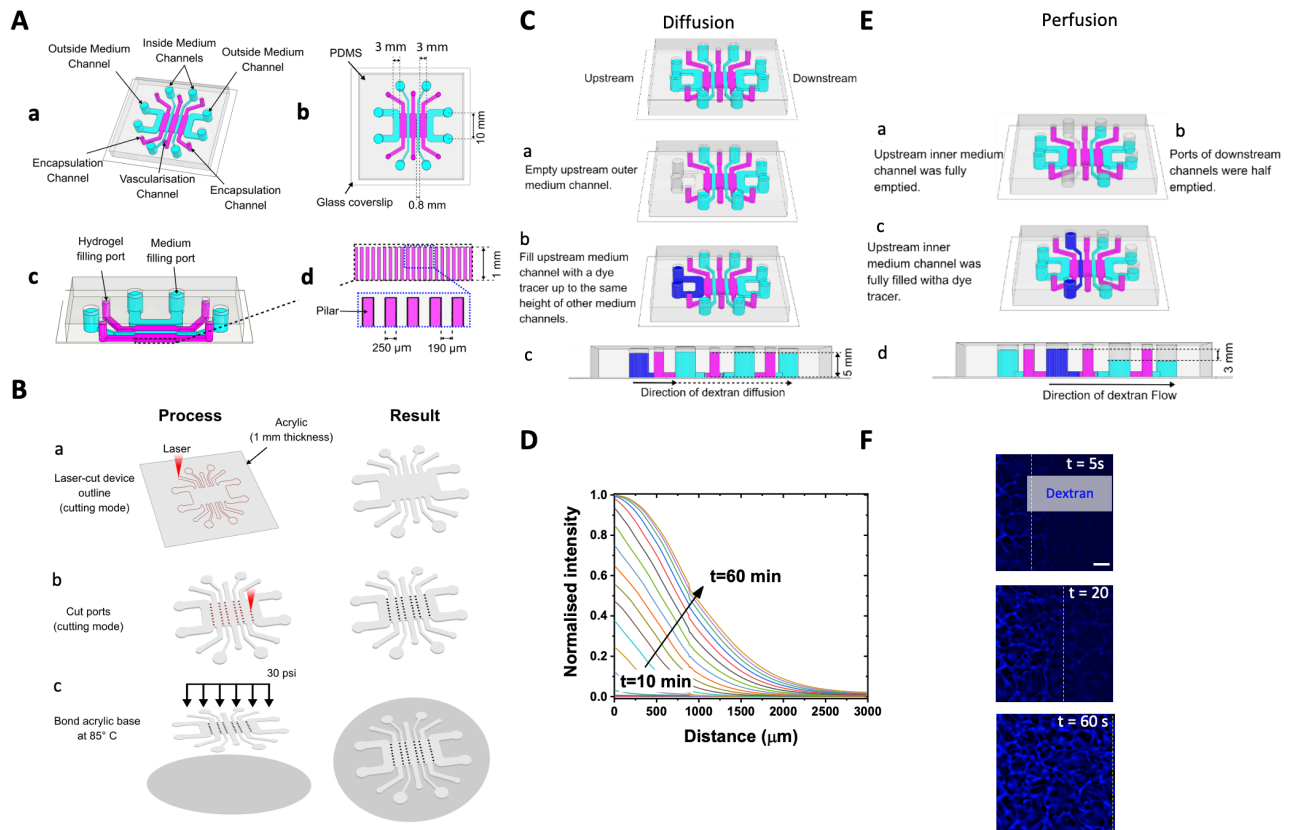

**Figure S1: Microfluidic platform designs, fabrication, and handling.** **A**, 7-channel device design. a) 3D view of the seven-channel device; two outer growth medium channels and two inner growth medium channels (in blue), as well as two lateral cell encapsulation channels and one central vascularization channel (in pink). b) 2D top view of the device showing the dimensions of the channels. A glass coverslip is bonded to the bottom of the PDMS device. The height of all channels is 1 mm. c) 1- and 4-mm ports enable injection of the hydrogel and growth medium into their respective channels. d) Array of PDMS pillars (height of 1 mm, diameter of 250  $\mu\text{m}$  and edge to edge distance of 190  $\mu\text{m}$ ) lined along the channels to separate the individual channels and prevent leakage of the hydrogel after injection. **B**, Acrylic mold fabrication. 3-step process: a) Outline of the mold was cut out of 1-mm thick acrylic sheet; b) Array of holes were cut through at boundaries between adjacent channels; c) Mold was bonded to an acrylic base using force at high temperature to initiate melting and fusion. **C**, Diffusion assessment: a) Upstream outer medium channel was emptied and b) refilled with fluorescent tracer. c) No head pressure was applied to ensure pure diffusion of the tracer dye. **D**, Temporal profile of dextran diffusion throughout the middle gel channel. **E**, Perfusion assessment. a) Upstream inner medium channel was emptied. b) Ports of downstream perfusion channels were half emptied; c) Upstream inner medium channel was fully filled with the tracer dye. d) A hydrostatic pressure head of  $\sim 0.3$  cm  $\text{H}_2\text{O}$  was applied across the central channel to initiate dextran perfusion through the central vascularized channel. **F**, Example of dextran perfusion in JCC system. Dashed line shows penetration of dextran into the tissue for various time points after its introduction into the side media perfusion channel at time  $t=0$ . Scale = 100  $\mu\text{m}$ .

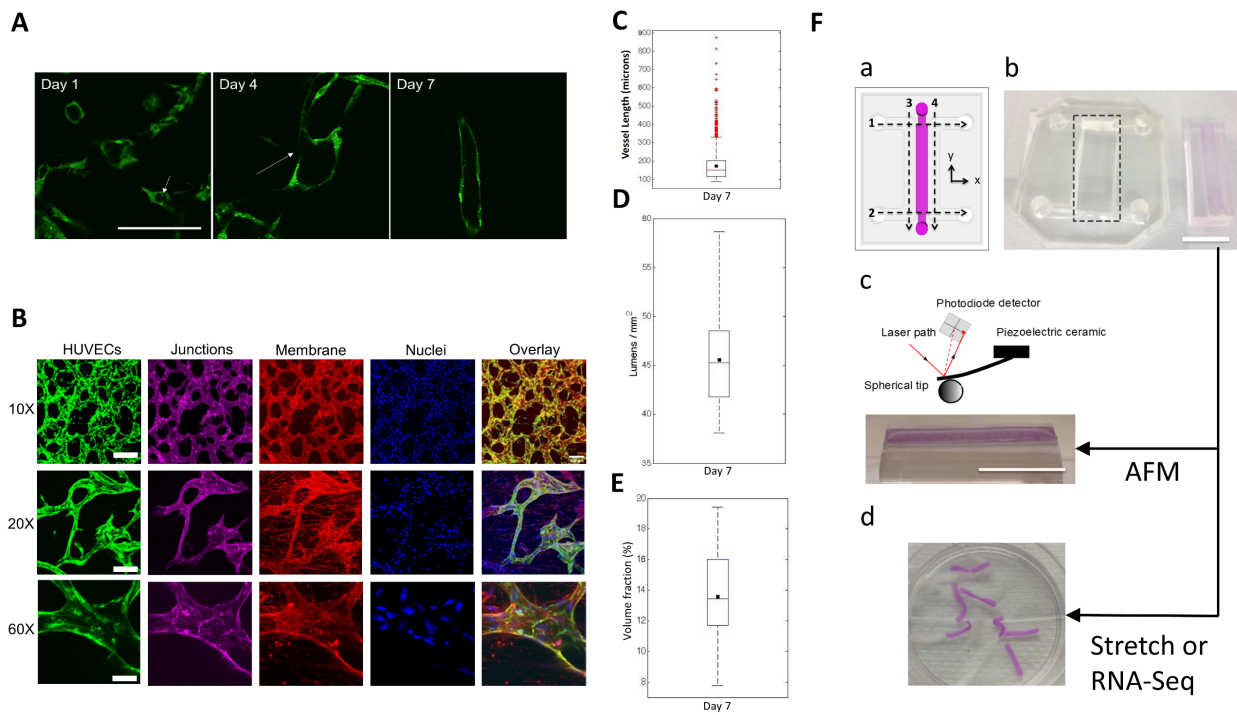

**Figure S2: Imaging of cellular processes and tissue removal setup.** **A**, EC lumen formation. Day 1: White arrow points to a single cell with multiple intracellular vacuoles. Day 4: White arrow points to the joining of intracellular vacuoles between two cells. Day 7: A single, multicellular vessel with well-defined lumen. Scale = 100  $\mu\text{m}$ . **B**, Staining of the JCC system on day 7 for intercellular junctions (CD31, magenta), cell membrane (CellMask, red) and nuclei (Hoechst, blue). Scale = 150  $\mu\text{m}$ , 150  $\mu\text{m}$ , and 50  $\mu\text{m}$  in the 10X, 20X and 60X images, respectively. **C-E**, Quantification of vessel length, vascular density and volume fraction at day 7. **F**, Tissue removal from the device for AFM, manual stretching and genomics measurements. **a**) Four cuts were made with a scalpel through the PDMS around the vascularization channel. Cuts were made along medium channels where PDMS was not bonded to the glass coverslip. **b**) Photo of the device after cutting and peeling vascularisation channel from glass coverslip. Scale = 1 cm. **c**) Tissue remained attached to PDMS which facilitated AFM indentation tests on the top surface. Scale = 1 cm. **d**) Complete detachment of the vascularised tissue prepared for manual stretching or genomics.

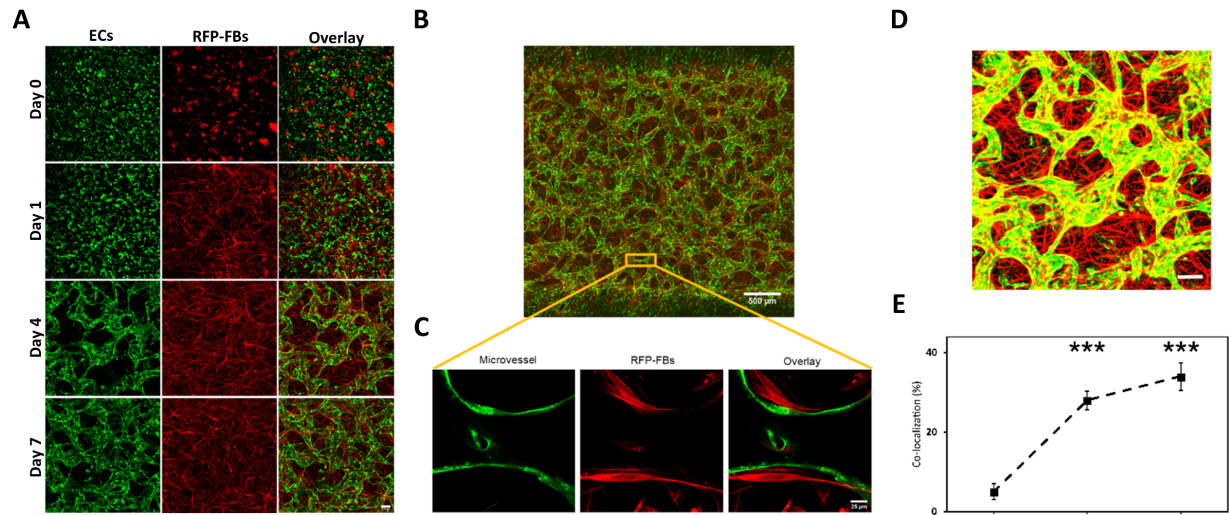

**Figure S3: EC-fibroblast interactions.** **A**, Progression of morphological changes in ECs and FBs during the course of one week. Scale = 100  $\mu\text{m}$ . **B**, a large view of microvessels. Scale = 500  $\mu\text{m}$ . **C**, High resolution, 3D confocal images showing FBs elongating along the microvessels. Scale = 25  $\mu\text{m}$ . **D**, FB colocalization with microvessels indicated by yellow color levels. Scale = 150  $\mu\text{m}$ . **E**, Colocalization of FBs with ECs measured over the course of one week. Colocalization percentage was calculated by finding Manders' coefficient in ImageJ JACoP plugin (\*\*\*) P value < .001, n=3).

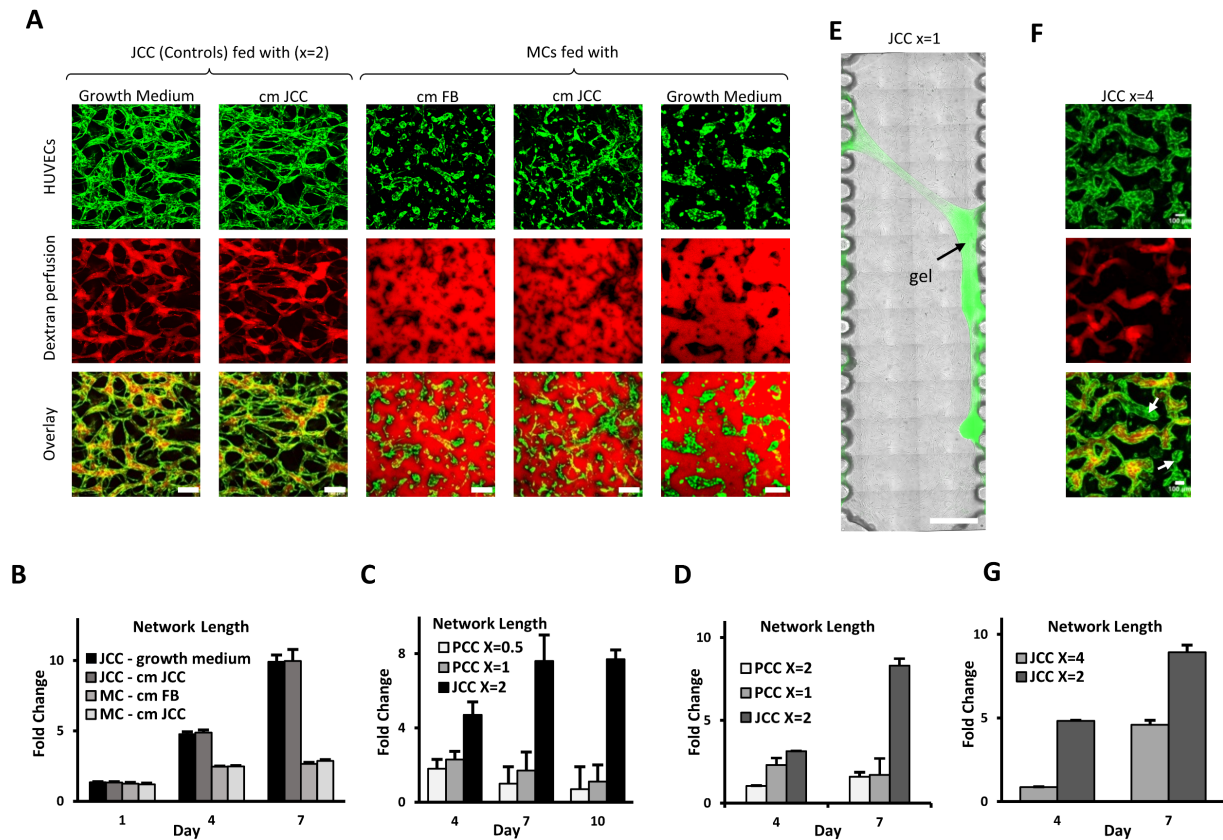

**Figure S4: Impact of conditioned media and cell density.** **A**, Comparison of EC morphology in response to different conditioned media. Confocal images of vascularized tissue constructs on day 7 showing the perfusability and the structure of vascular networks exposed to different conditioned media (cm JCC or cm FB). Except for the JCC controls, none of the other treatments resulted in perfusable vasculature. Scale = 100  $\mu$ m. **B**, Assessment of the longest connected network length normalized to the day 1 MC value (i.e. ECs treated with growth medium). **C**, Effects of increasing FB seeding density in PCC system on the longest connected network length, normalized to the MC value on each day. In PCC X=1, 4 million cells /ml ECs were present in the central channel and 2 million cells /ml FBs in each of the side channels. In PCC X=0.5, 4M/ml ECs were seeded in the central channel and 4 M/ml FBs in each of the side channels. **D**, Effects of increasing EC seeding density in PCC system. In PCC X=2, 8 million cells /ml ECs were seeded in the central channel and 2 million cells /ml FBs in each of the side channels. **E**, Increasing the seeding density of FBs (4M /mL) led to gel contraction and deterioration. Scale = 1 mm. **F**, Reducing FB seeding density to 1M/ml (X= 4) led to a reduction in network perfusability. Scale = 100  $\mu$ m. **G**, Effect of FB seeding density on vascular network length in JCC system. X is the ratio of total number of ECs to the total number of FBs in the system. The standard JCC system had 4 million cells /ml ECs and 2 million cells /ml FBs in the vascularised channel and, therefore, X=2. In JCC X=4, 4 M/ml ECs and 1 M/ml FBs were seeded in the central vascularised channel.

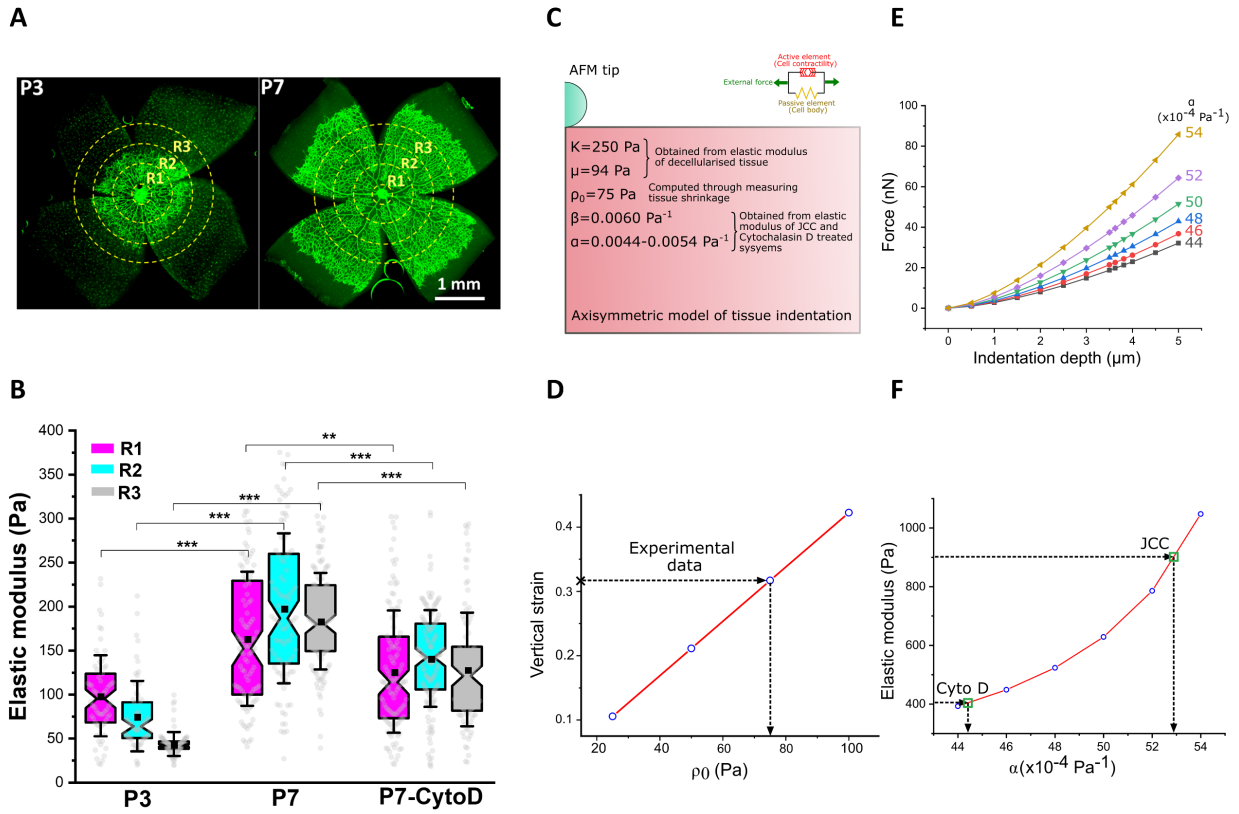

**Figure S5: Active tissue stiffening due to cell generated forces.** **A**, IB4 staining of P3 and P7 retinas. Scale = 1 mm. **B**, Stiffness of P3 and P7 mouse retinas measured at three increasing distances from the center of the retina. Effect of cytochalasin-D treatment on P7 retinas was also examined. Data for each specified region is from a minimum of 60 AFM indentation measurements on  $n=3$  retinas. Statistical comparison was performed for each pair using two-sided Mann Whitney U-test. \* $P < 0.01$ , \*\* $P < 0.001$ , \*\*\* $P < 0.0001$ . **C-F**, Computer simulations of indentation on active tissue to evaluate the impact of active forces on tissue elastic modulus. **C**, Geometry and parameters used in the finite element analysis of the indentation tests. An axisymmetric model of indentation of a material with an active-passive constitutive model was employed to predict the mechanical responses of the tissue. **D**, Calibration of  $\rho_0$  by comparing simulations with experimental data of Fig. 3H for achieving similar levels of strain. **E**, Computational results for indentation of a tissue with different  $\alpha$  parameter values. **F**, Effects of  $\alpha$  parameter on active stiffness of tissue. Reducing  $\alpha$  parameter value represents Cytochalasin D treatment which reduces active forces and consequently active stiffness.

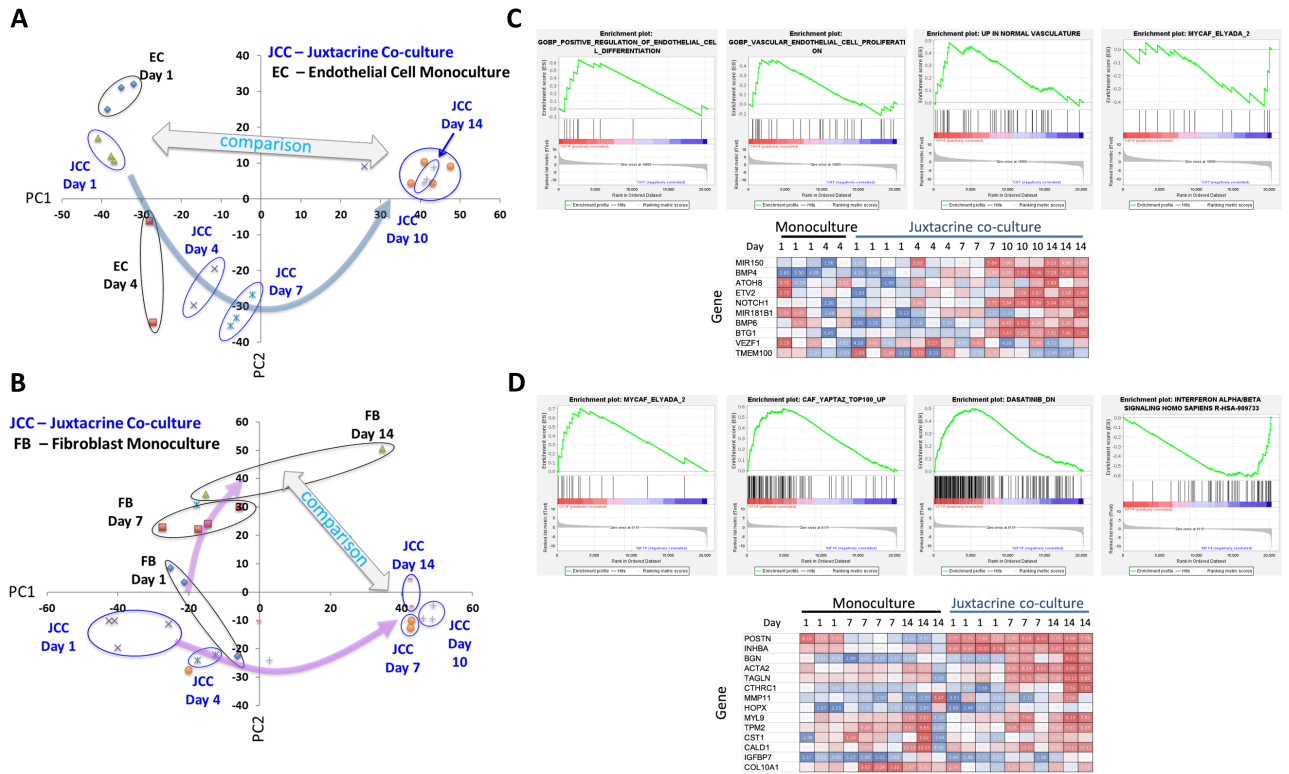

**Figure S6: Transcriptomic analysis of EC – fibroblast crosstalk.** **A**, Principal Component Analysis (PCA) plot shows the transition in the transcriptome of endothelial cells (ECs) when co-cultured with fibroblasts for increasing lengths of time. Blue arrow indicates the transition in transcriptional profile from day 1 to day 14. **B**, PCA plot shows the transition in the transcriptome of fibroblasts when co-cultured with EC for increasing lengths of time. Deep purple arrow indicates the transition in transcriptional profile from day 1 to day 14 in co-culture, lighter arrow indicates the transition in mono-culture. **C**, Plots show GeneSet Enrichment Analysis of genes associated with endothelial cell proliferation, differentiation, normal vasculature, and ‘myoCAFs’ comparing EC co-cultures on day 1 vs day 14 (indicated by grey arrow in (A)). Heatmap shows the expression of genes from the EC differentiation geneset in mono- and co-culture at indicated time (in days). **D**, Plots show GeneSet Enrichment Analysis of genes associated with ‘myoCAFs’, YAP-dependent transcription, Src-family kinase regulated genes, and interferon alpha target genes comparing fibroblast co-cultures on day 14 with the equivalent day 14 fibroblast mono-cultures (indicated by grey arrow in (B)). Heatmap shows the expression of genes from the ‘myoCAF’ geneset in mono- and co-culture at indicated time (in days).

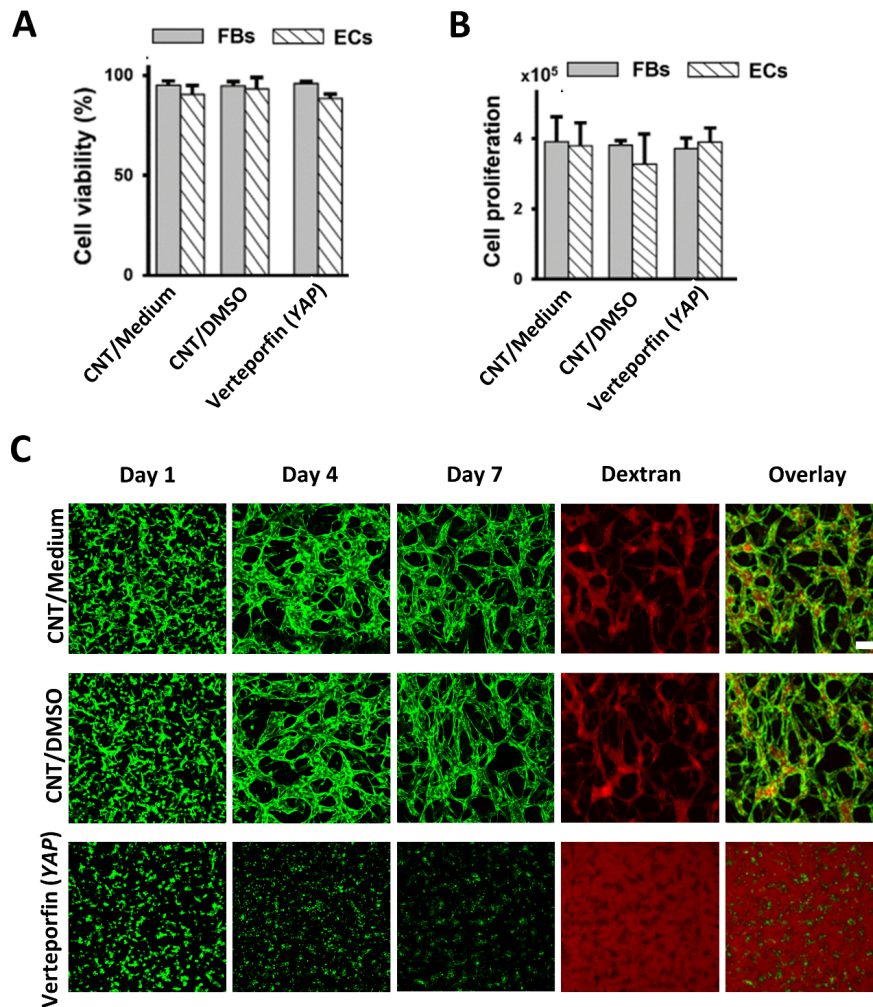

**Figure S7: Perturbing mechanotransduction pathways in both ECs and fibroblasts using chemical inhibitors.** **A, B,** Treatment of fibroblasts and ECs with verteporfin (YAP inhibitor – 0.25  $\mu$ M) had no significant impact on cell viability shown in (A) and cell proliferation shown in (B). **C,** Confocal images of ECs (green) and perfused dextran (red) demonstrating the effects of inhibiting mechanotransduction genes (using drug treatments acting on both ECs and fibroblasts) on the JCC vascular network morphology and functionality on day 7. Scale = 150  $\mu$ m. For drug treatments, a maximum DMSO concentration of 10  $\mu$ l/ml was used which didn't affect the network perfusability and morphology. Network perfusability was fully impaired by inhibition of YAP.

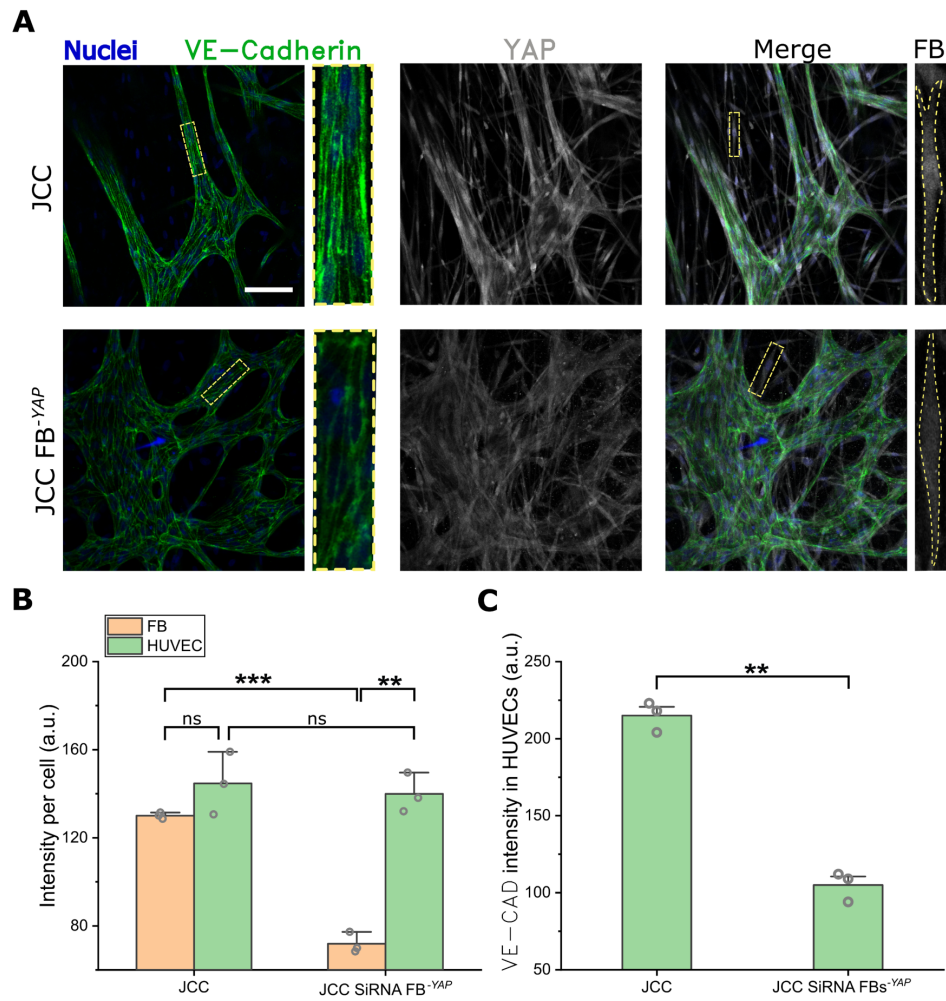

**Figure S8: Impact of fibroblast YAP1 knockdown on expression of YAP and VE-Cadherin in JCC system. A,** Immunofluorescence staining of VE-Cadherin (green), nuclei (blue) and YAP 1 (grey) in JCC and FB<sup>-YAP</sup> JCC systems revealed that YAP knockdown in FBs was effective till day 7. Also, images show disturbance in VE-Cadherin due to FB<sup>-YAP</sup> in JCC system. Insets show a zoom in view of VE-CAD in HUVECs and YAP in FB. Scale = 100  $\mu$ m. **B,** Quantification of YAP average intensity in individual cells. **C,** Quantification of VE-Cadherin expression in HUVECs. (mean  $\pm$  s.e.m., n=3 devices, \*\*  $p$ -value < 0.001 and \*\*\*  $p$ -value < 0.0001).

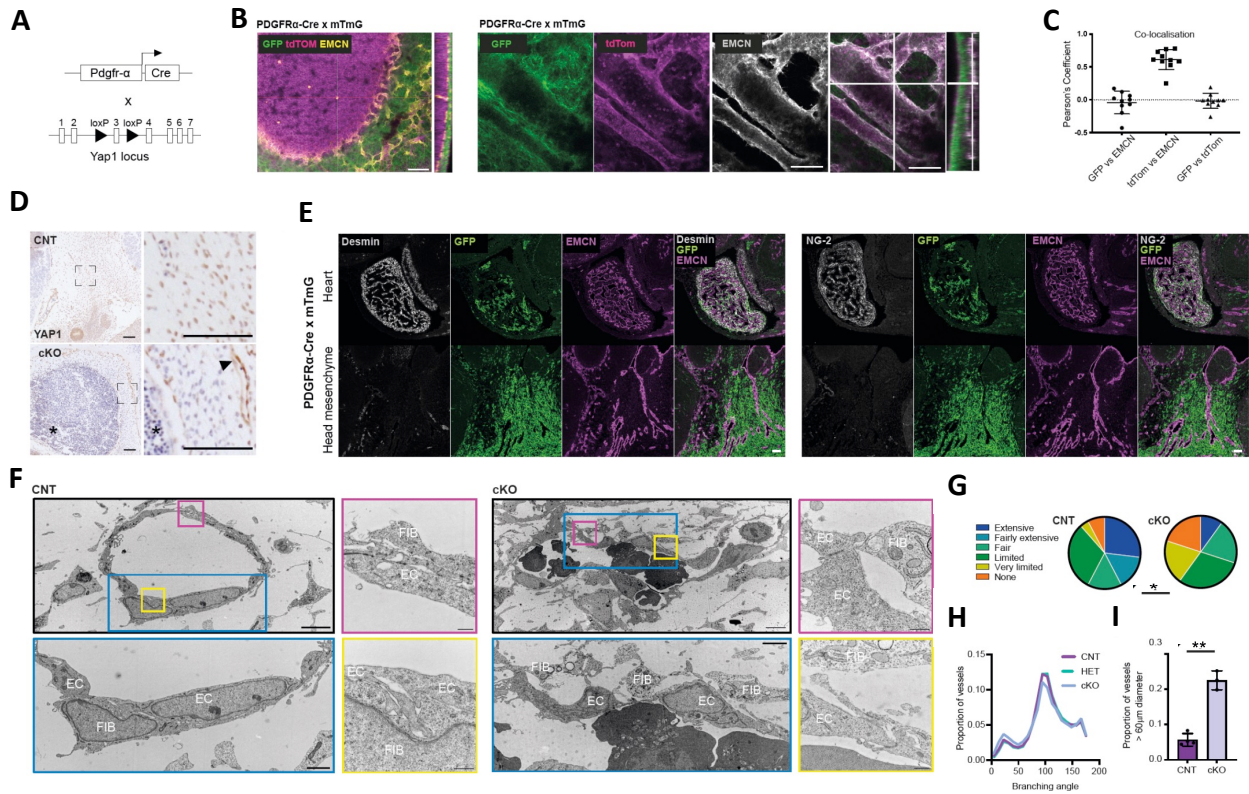

**Figure S9: Loss of YAP1 in fibroblasts is embryonic lethal due to vascular defects.** **A**, Schematic of the conditional YAP1 deletion (exon 3) by PDGFR $\alpha$ -driven Cre-recombinase expression. **B**, Wholemount analysis of endogenous fluorescence of PDGFR $\alpha$ -Cre $^{+}$  x R26 mTmG (Cre $^{+}$ ) embryos at E12.5. Left panels: Confocal image shows recombination in head mesenchyme (green) and not in brain tissue (magenta) upon PDGFR $\alpha$ -Cre expression. ECs stained for endomucin are shown in yellow. Scale = 500  $\mu$ m. Right panels: Confocal image shows recombination in head mesenchyme (green) and not in ECs (magenta) upon PDGFR $\alpha$ -Cre expression. ECs stained for endomucin are shown in white. Scale = 100  $\mu$ m. **C**, Confocal co-localization analysis of endogenous fluorescence and immunofluorescence for endomucin (EMCN) that labels endothelial cells in wholemounts shows no co-localization of mesenchymal cells (GFP) with either tdTomato or EMCN (10 FOV). **D**, Immunohistochemistry for YAP shows deletion in head mesenchyme at E12.5 (black square area shown in magnification). Note that ECs still stain positive for YAP in cKO (black arrow). In the cKO the asterisk marks an area of hemorrhage. Scale = 100  $\mu$ m. **E**, Immunofluorescence for pericyte markers Desmin and NG-2, combined respectively with GFP (antibody) which labels PDGFR $\alpha$ + cells and endomucin (EMCN) on FFPE tissue from PDGFR $\alpha$ -Cre $^{+}$  R26mTmG embryos at E11.5. Scale = 100  $\mu$ m. **F**, Transmission electron microscopy images of wild-type and YAP1 cKO embryos. EC indicates endothelial cell, FIB indicates fibroblast/mesenchymal cell. Coloured boxes indicate the regions selected for higher magnification presentation. Scale = 5  $\mu$ m, 2  $\mu$ m, and 500 nm in low, mid, and high magnification panels, respectively. **G**, Pie charts show the relative level of interaction between ECs and fibroblasts. 26 control and 30 cKO images were scored from 3 control and 3 cKO mice. \* indicates  $p < 0.05$  Chi-squared test. **H**, Quantification of branching angle of head vasculature from confocal wholemount data of E10.5 embryos stained for endomucin using machine learning approaches. **I**, Quantification of proportion of vessels in head vasculature with diameters above 60 $\mu$ m for CNT (n=4, purple) and cKO (n=3, blue) from confocal wholemount data of E10.5 embryos stained for endomucin using machine learning approaches (Welch's t test, \*\*  $P < 0.01$ ).

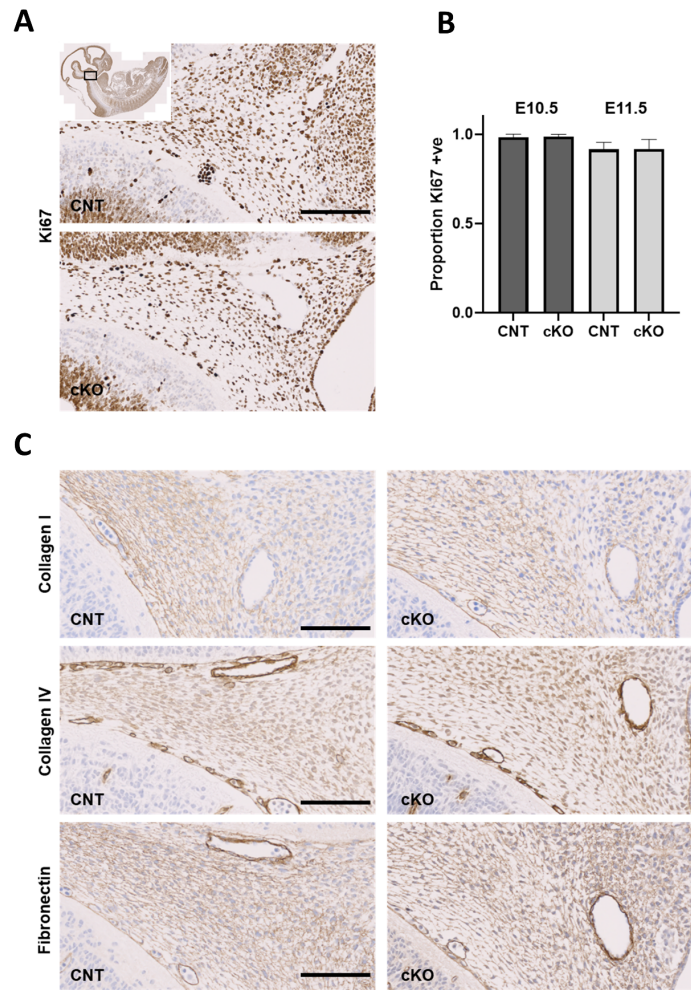

**Figure S10: Loss of YAP1 in fibroblasts does not affect proliferation and ECM markers.** **A**, Immunohistochemistry for proliferation marker Ki67 in head region of interest of control (CNT) and YAP cKO (cKO) embryos at E10.5. Scale = 100  $\mu$ m. **B**, Quantification of Ki67 positive (+ve) cells in head region of interest of control (CNT) and YAP cKO (cKO) embryos at E10.5 and E11.5 (N=3 embryos per condition and embryonic stage) shows no significant differences between CNT and cKO embryos. **C**, Immunohistochemistry for Collagen I, Collagen IV and Fibronectin in head region of interest of control (CNT) and YAP cKO (cKO) embryos at E10.5 shows no significant differences between CNT and cKO embryos. Scale = 100  $\mu$ m.

## Supplementary Tables

**Table S1**

P values for figure 1G

| Day 1 | MC       | PCC      | FB       |
|-------|----------|----------|----------|
| PCC   | 1        |          |          |
| FB    | 3.27E-06 | 0.00114  |          |
| JCC   | 4.46E-08 | 6.54E-05 | 1        |
| Day 4 | MC       | PCC      | FB       |
| PCC   | 5.75E-10 |          |          |
| FB    | 1.32E-09 | 1        |          |
| JCC   | 7.43E-37 | 4.72E-06 | 3.76E-07 |
| Day 7 | MC       | PCC      | FB       |
| PCC   | 0.00068  |          |          |
| FB    | 2.98E-21 | 4.26E-07 |          |
| JCC   | 9.95E-51 | 1.08E-22 | 0.00121  |

**Table S2**

P values for figure 2 F-I

| Length          | Day 4    | Day 7   | Day 10  |
|-----------------|----------|---------|---------|
| Day 7           | 0.86899  |         |         |
| Day 10          | 0.0203   | 0.84514 |         |
| Day 14          | 0.22243  | 1       | 1       |
| Perfusability   | Day 4    | Day 7   | Day 10  |
| Day 7           | 0.00404  |         |         |
| Day 10          | 6.54E-04 | 1       |         |
| Day 14          | 1.83E-05 | 0.30022 | 1       |
| Permeability    | Day 4    | Day 7   | Day 10  |
| Day 7           | 0.00466  |         |         |
| Day 10          | 0.00367  | 1       |         |
| Day 14          | 0.00464  | 1       | 1       |
| Elastic modulus | Day 4    | Day 7   | Day 10  |
| Day 7           | 6.88E-16 |         |         |
| Day 10          | 5.11E-25 | 0.03086 |         |
| Day 14          | 1.68E-14 | 1       | 0.13244 |

**Table S3**

| Stage       | Genotype PDGFRa-Cre; Yap1 <sup>fl/+</sup> x Yap1 <sup>fl/fl</sup> cross |                       |                                  |                                   | Total # of mice |
|-------------|-------------------------------------------------------------------------|-----------------------|----------------------------------|-----------------------------------|-----------------|
|             | Yap1 <sup>fl/+</sup>                                                    | Yap1 <sup>fl/fl</sup> | PDGFRa-Cre+ Yap1 <sup>fl/+</sup> | PDGFRa-Cre+ Yap1 <sup>fl/fl</sup> |                 |
| Weaned mice | 30.5 (25)                                                               | 28.7 (25)             | 40.8 (25)                        | 0.0 (25)                          | 174             |
| E12.5       | 26.8 (25)                                                               | 20.5 (25)             | 24.1 (25)                        | 28.6 (25)                         | 112             |
| E11.5       | 23.2 (25)                                                               | 26.1 (25)             | 22.5 (25)                        | 28.2 (25)                         | 142             |
| E10.5       | 19.6 (25)                                                               | 22.0 (25)             | 25.8 (25)                        | 32.5 (25)                         | 209             |
| E9.5        | 19.3 (25)                                                               | 26.3 (25)             | 24.5 (25)                        | 29.8 (25)                         | 57              |

Values in percentage; expected Mendelian ratio in brackets

## **Supplementary Notes**

### **Lumen formation and Fibroblast colocalization**

The mechanism of vascular lumen formation at the cellular level was observed using high resolution, 3D confocal imaging of the JCC system (Fig. S2A). As early as day 1, the formation of intracellular vacuoles was observed in ECs. Multiple vacuoles within an individual cell then coalesced until all the cytoplasm was contained within a thin layer surrounding the large intracellular vacuole. By day 4, we observed the formation of intercellular connections among ECs through which the intracellular vacuoles of multiple cells were joined together and enclosed by the growing surface. Finally, by day 7, a well-defined multi-cellular vessel structure was observed, consisting of a thin EC wall surrounding a clearly defined and fully connected lumen interior. During this time, we also observed FBs elongating along the outer surface of the microvessels (Fig S3A-C) and we measured an increase in colocalization of the two cell types (Fig S3D-E).

### **Impacts of conditioned media**

We sought to determine whether the formation of functional vasculature in the JCC condition might be due primarily to the production and secretion of bioactive molecules resulting from direct interactions between ECs and fibroblasts. To this end, we performed conditioned medium experiments employing the 3-channel fluidic device (Fig. S4). Conditioned medium (CM) was prepared by encapsulating fibroblasts alone (cm FB) or co-culture ECs and fibroblasts (cm JCC) within a fibrin gel in the vascularization channel and harvesting the CM from the medium channels daily. The harvested medium was mixed with fresh cell culture medium at a 1:1 ratio to ensure replenishment of depleted nutrients. Separate experimental devices were prepared with either ECs alone (MC) or co-culture ECs and fibroblasts (JCC) encapsulated in the vascularization channel. Freshly made CM was delivered to the medium channels of these experimental devices daily. Confocal images taken on day 7 of culture showed that only poorly connected, sheet-like structures formed in the MC devices fed with CM (Fig. S4A). We then performed perfusion experiments with fluorescent tracer dye to assess their functionality. Unlike control vasculatures (JCC devices fed with either growth medium or CM), none of the sheet-like structures formed in the CM-fed devices were perfusable, i.e. dextran filled the extracellular fibrin gel in the vascularization channel but not the sheet-like structures. Notably, the formation of functional vasculature in CM-fed JCC devices demonstrated that the lack of formation of functional vasculature in the MC devices fed with CM was not due to the shortage of nutrients. While network length progressively and dramatically increased in JCC systems during vascular morphogenesis, MC devices fed with CM showed no meaningful increase in the network length with time (Fig. S4B). Taken together, these results support the hypothesis that soluble factors, secreted by fibroblasts, alone are not sufficient to achieve optimal functionality, which only occurred when fibroblasts were encapsulated together with ECs in the JCC condition.

### **Impact of cell density**

Although MC constructs supplied with various conditioned media lacked connectivity (Fig. S4A), we found that the paracrine co-culture (PCC) condition - in which ECs and fibroblasts are spatially separated by a medium channel but able to communicate through secreted soluble factors - resulted in a significant increase in network length compared to MC (Fig. 1C). This implies that soluble factors are important for vascular morphogenesis, but potentially require dynamic reciprocal communication between the two cell types. Even so, soluble factor communication alone proved insufficient to achieve optimal network connectivity as evidenced by the fact that JCC conditions still produced superior vascular networks (Fig. 1B-E).

To examine the possibility that varying the numbers of either ECs or fibroblasts in the PCC system might improve vascular morphogenesis to the level found within the JCC system, for example via the increased secretion of growth factors, we measured the effect of increasing the number of ECs or fibroblasts in the devices. We found no significant enhancement in the vascular network length by changing the ratio of ECs to fibroblasts in PCC systems (Fig. S4C, D).

The final concentrations of HUVECs and NHLFs in the JCC system were chosen as  $4 \times 10^6$  /mL and  $2 \times 10^6$  /mL, respectively. Additional experiments revealed that a lower concentration of fibroblasts ( $10^6$  /mL, JCC X=4, where X is the ratio of ECs to fibroblasts) supported vasculature formation to a lesser extent than a higher density of fibroblasts ( $2 \times 10^6$  /mL, JCC X=2, Fig. S4F, G). Conversely, increasing the seeding density of fibroblasts ( $4 \times 10^6$  /mL, JCC X=1) resulted in the deterioration of the fibrin hydrogel due to excessive contractile forces exerted by the fibroblasts (Fig. S4E). We maintained a constant ECs seeding density of  $4 \times 10^6$  /mL as this density was minimally sufficient for the formation of fully functional networks in the JCC condition, whereas lower densities did not yield fully connected vasculature. Using this density as a baseline, we compared morphogenesis, functional features, and mechanical factors across different conditions and perturbations.

### Computational modelling of force-mediated tissue stiffening

To better understand the mechanisms involved in tissue stiffening due to active cell-generated forces, we developed a computational model using a constitutive formulation developed by Shenoy et al. (44). The model is applicable to describe the mechanical behavior of materials with passive and active properties (Fig. S5C). The passive element describes deformation of the tissue under external forces while the active element enables intrinsic generation of contractile forces interacting within the tissue and its surrounding environment (Fig. S5C). To consider the passive behavior, the model uses two parameters (bulk modulus,  $K$ , and shear modulus,  $\mu$ ) which were determined from the Young moduli of the decellularized tissue in our system and assuming a Poisson ratio of 0.3 (70). To accommodate the active element, the model requires three more parameters (motor density in the quiescent state,  $\rho_0$ , chemical stiffness,  $\beta$ , and chemo-mechanical feedback parameter,  $\alpha$ ). We adjusted the  $\rho_0$  by comparing the levels of strains released after the cytochalasin D treatment (Fig. 3H).  $\beta$  and  $\alpha$  represent the ability of tissues to generate contractile forces and are related to mechanisms that regulate the engagement of motors and stress-dependent signaling pathways, respectively. We obtained these two parameters by running simulations and matching the parameters to achieve the experimentally measured stiffness of the tissue in JCC and Cytochalasin D treated conditions (Fig. 3A). Simulations were run using a commercial finite element software (ABAQUS) and implementing the constitutive model as a UMAT. Using this computational framework, the mechanical response of the tissue was investigated in response to the indentation tests and force-displacement curves were extracted from the model for different values of  $\alpha$  (Fig. S5E). Finally, the apparent elastic modulus of the tissue was calculated for each curve using Hertz contact fitting (Fig. S5F). Fig. S5F shows that an increase in the  $\alpha$  (or tissue ability to generate active force) leads to an increase in the apparent Young's modulus.

Formulation of the model for 3D condition has been provided previously by Shenoy et al. (44), briefly:

$$\begin{aligned}\sigma_{ij} &= \frac{1}{3}\sigma_{kk}\delta_{ij} + \tilde{\sigma}_{ij} & \rho_{ij} &= \frac{1}{3}\rho_{kk}\delta_{ij} + \tilde{\rho}_{ij} \\ \sigma_{kk} &= 3\rho_0 + 3\bar{K}\varepsilon_{kk} & \rho_{kk} &= 3\bar{\rho}_0 + 3\bar{K}_\rho\varepsilon_{kk} \\ \tilde{\sigma}_{ij} &= 2\bar{\mu}\tilde{\varepsilon}_{ij} & \tilde{\rho}_{ij} &= 2\bar{\mu}_\rho\tilde{\varepsilon}_{ij}\end{aligned}\tag{s1}$$

in which,  $\sigma_{ij}$  is the stress tensor,  $\delta_{ij}$  is the Kronecker delta and  $\rho_{ij}$  represents the contractility tensor.  $\sigma_{kk} = \sigma_{11} + \sigma_{22} + \sigma_{33}$  and  $\varepsilon_{kk} = \varepsilon_{11} + \varepsilon_{22} + \varepsilon_{33}$  where  $\varepsilon_{ij}$  is the strain tensor.

$$\begin{aligned}\bar{\rho}_0 &= \frac{\beta\rho_0}{\beta - \alpha} & \bar{K} &= \frac{K\beta - 1/3}{\beta - \alpha} \\ \bar{\mu} &= \frac{\mu\beta - 1/2}{\beta - \alpha} & \bar{K}_\rho &= \frac{K\alpha - 1/3}{\beta - \alpha} & \bar{\mu}_\rho &= \frac{\mu\alpha - 1/2}{\beta - \alpha}\end{aligned}\tag{s2}$$

For the axisymmetric condition, the formulation can be simplified as below:

$$\begin{pmatrix} \sigma_{11} \\ \sigma_{22} \\ \sigma_{33} \\ \sigma_{12} \end{pmatrix} = \bar{\rho}_0 \begin{pmatrix} 1 \\ 1 \\ 1 \\ 0 \end{pmatrix} + \begin{bmatrix} \bar{K} + \frac{4}{3}\bar{\mu} & \bar{K} - \frac{2}{3}\bar{\mu} & \bar{K} - \frac{2}{3}\bar{\mu} & 0 \\ \bar{K} - \frac{2}{3}\bar{\mu} & \bar{K} + \frac{4}{3}\bar{\mu} & \bar{K} - \frac{2}{3}\bar{\mu} & 0 \\ \bar{K} - \frac{2}{3}\bar{\mu} & \bar{K} - \frac{2}{3}\bar{\mu} & \bar{K} + \frac{4}{3}\bar{\mu} & 0 \\ 0 & 0 & 0 & \bar{\mu} \end{bmatrix} \begin{pmatrix} \varepsilon_{11} \\ \varepsilon_{22} \\ \varepsilon_{33} \\ \gamma_{12} \end{pmatrix} \quad \begin{pmatrix} \rho_{11} \\ \rho_{22} \\ \rho_{33} \\ \rho_{12} \end{pmatrix} = \bar{\rho}_0 \begin{pmatrix} 1 \\ 1 \\ 1 \\ 0 \end{pmatrix} + \begin{bmatrix} \bar{K}_\rho + \frac{4}{3}\bar{\mu}_\rho & \bar{K}_\rho - \frac{2}{3}\bar{\mu}_\rho & \bar{K}_\rho - \frac{2}{3}\bar{\mu}_\rho & 0 \\ \bar{K}_\rho - \frac{2}{3}\bar{\mu}_\rho & \bar{K}_\rho + \frac{4}{3}\bar{\mu}_\rho & \bar{K}_\rho - \frac{2}{3}\bar{\mu}_\rho & 0 \\ \bar{K}_\rho - \frac{2}{3}\bar{\mu}_\rho & \bar{K}_\rho - \frac{2}{3}\bar{\mu}_\rho & \bar{K}_\rho + \frac{4}{3}\bar{\mu}_\rho & 0 \\ 0 & 0 & 0 & \bar{\mu}_\rho \end{bmatrix} \begin{pmatrix} \varepsilon_{11} \\ \varepsilon_{22} \\ \varepsilon_{33} \\ \gamma_{12} \end{pmatrix} \quad (S3)$$

where  $\gamma_{12} = 2\varepsilon_{12}$ .

### Perturbation of mechanotransduction pathways in both ECs and fibroblasts

To test whether and how mechanotransduction programs mediate morphogenesis and functional behavior of the vasculature, we exposed JCC constructs to well-established chemical inhibitors (acting on both ECs and fibroblasts) of YAP. Prior to experiments, we performed cell viability and proliferation assays over 4 days of treatment to optimize the concentration of the inhibitors such that, while being effective (and in line with concentrations reported in the literature) the changes in cell viability and proliferation were minimal compared to untreated or DMSO-treated cells (Fig. S7A, B). When cells were treated with 0.25  $\mu\text{M}$  of verteporfin, a YAP-inhibitor, the viability and proliferation were consistently similar to untreated cells (Fig. S7A, B). Therefore, these concentrations were used for all further experiments.

Treatment of JCC constructs with the inhibitor showed that initially rounded and mono-dispersed ECs began to elongate on day 1 (Fig. S7C). However, the inhibition of YAP fully arrested ECs ability to form connected vasculature, in contrast to control conditions which formed tightly interconnected networks by day 4. To investigate the functional impact of inhibitors, we performed perfusion studies on day 7 which revealed that, unlike controls, the vasculature formed in YAP-inhibitor-treated constructs was not perfusable (Fig. S7C).

### Transcriptional changes associated with vasculogenesis in fibroblasts and ECs.

To investigate reciprocal interactions between ECs and fibroblasts we performed transcriptomic analysis at various stages of vascular morphogenesis and compared them to mono-culture conditions. Using Principle Component Analysis (PCA), we observed a sharp phenotypic transition between day 7 to day 10 for ECs (Fig. S6A); in fibroblasts the major transition occurred between days 4 and 7 (Fig. S6B), confirming a transient role of fibroblasts, particularly at the early stages. 

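PC1 and PC2 were taken from the 500 most variable genes after the regularized log transformation. In ECs of JCC, PC1 was -13.3 ± 1.56 (SD, n = 3) on day 1, 1.38 ± 5.5 (SD, n = 3) on day 4, 1.84 ± 0.521 (SD, n = 3) on day 7, 13.4 ± 1.16 (SD, n = 4) on day 10 and 14 ± 0.923 (SD, n = 3) on day 14. Of the path through the 5 days in PC1 and PC2, the step from day 7 to day 10 made up 45.1% and that from day 1 to day 4 42.3%. Libraries of days 7 and 10 did not overlap in PC1 (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 3 libraries allow). Day and GC trend coincide here: each library of days 10 and 14 held higher levels of genes with GC-rich 3′ ends than each of day 7. JCC day 4 C, on the side of days 10 and 14, had a PC1 of 7.71 and a PC2 of -3.31, against a PC1 of -1.49 and -2.09 in day 4 A and E. With log2 CPM in place of the regularized log, the largest step was that from day 1 to day 4.

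In fibroblasts of JCC, the step from day 1 to day 4 made up 43.2% of the path and that from day 4 to day 7 41%. Fibroblasts of JCC had a PC2 of -13.9 ± 1.35 (SD, n = 4) on day 1, -1.06 ± 4.45 (SD, n = 4) on day 4 and 8.43 ± 8.12 (SD, n = 3) on day 7. Without the libraries labelled JCC day 4 C and MC day 14 D, which lie at PC1 values far from the other fibroblast libraries, the same 2 steps made up 42.1% and 35.1%. JCC day 7 A and B, with higher levels of genes with GC-rich 3′ ends, then had a PC1 of 14.9 and 14.8, and day 7 C, on the other side of this trend, one of -3.73. Day 10 D and day 14 A, also on the other side, had 3.24 and 0.773, against at least 14.2 in the rest of these days. The largest step was that from day 4 to day 7 with the 1000 most variable genes, with all genes, without JCC day 4 A and without JCC day 7 C.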

Interestingly, mono-culture ECs/FBs occupy the extreme positions, suggesting that their phenotypic state associated with initial 3D hydrogel encapsulation is unstable, and that stabilizing interactions are necessary for both cell types for vascular morphogenesis to progress.

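ECs of MC had a PC1 of -16.6 ± 0.852 (SD, n = 3) on day 1 and -7.89 ± 4.25 (SD, n = 2) on day 4, below ECs of JCC on each of these days. Fibroblasts of MC, without the libraries labelled JCC day 4 C and MC day 14 D, had a PC2 of 10.3 ± 0.431 (SD, n = 4) on day 7 and 9.79 ± 1.41 (SD, n = 2) on day 14. They had a PC1 of -5.51 ± 2.07 (SD, n = 4) and 1.28 ± 10.1 (SD, n = 2). Fibroblasts of JCC had a PC2 of -2.31 ± 0.735 (SD, n = 3) and -1.41 ± 1.02 (SD, n = 3) and a PC1 of 8.69 ± 10.8 (SD, n = 3) and 9.89 ± 7.9 (SD, n = 3) on these days. On day 1 it was JCC that lay farther out, with a PC1 of -14.1 ± 1.7 (SD, n = 4) and a PC2 of -8.77 ± 1.3 (SD, n = 4), against -7.61 ± 6.56 (SD, n = 3) and -3.01 ± 0.979 (SD, n = 3) in MC.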

Gene Set Enrichment Analysis (GSEA) of transcriptomes of ECs at day 1 vs day 14 in co-culture revealed increased expression of endothelial differentiation and proliferation genes (Fig. S6C). 

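ECs of JCC held more transcripts of endothelial identity on day 14 than on day 1, and fewer of inflammation. The lists of endothelial identity and of NF-κB genes did not pass with an estimated correlation. CLDN5, a tight junction gene of endothelium, was 2529 ± 287 CPM (SD, n = 3) on day 14 and 159 ± 29.8 (SD, n = 3) on day 1, a log2 fold change of 3.99 (standard error 0.61, adjusted p = 2.4e-04 from edgeR). Within day 4, CLDN5 was 2437 CPM in JCC day 4 C, on the GC-rich side like day 14, and 333 and 386 in A and E. On the other side it was 133 to 191 CPM on day 1 and 454 to 463 on day 7. How much of its rise is due to time stays open. From day 1 to day 14, VWF had a log2 fold change of 1.40, PECAM1 one of 0.92, the transcription factor gene SOX18 one of 1.84 and CD34 one of 2.52, whereas the cadherin gene CDH5 (0.27) and the VEGF receptor gene KDR (-0.39) did not pass. Of 12 abundant EC transcripts, 8 were higher and none lower (the same counts when adjusted over the list alone), at adjusted p = 3.8e-06 for the list (adjusted p = 0.0224 with an estimated correlation). Of 32 genes of endothelial identity, 14 were higher and 3 lower (the same counts when adjusted over the list alone), at adjusted p = 0.00104 (adjusted p = 0.0224 with an estimated correlation). Of 42 cell cycle genes, TOP2A and the transcription factor gene FOXM1 were higher, at log2 fold changes of 2.38 and 3.10, and the replication gene MCM3 was lower, at -1.34 (1 higher and 1 lower when adjusted over the list alone). The cell cycle list did not pass (adjusted p = 0.782).

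Among genes with a mean of at least 50 CPM and no overlap between the days, the largest rises were those of INHBB, NUPR1, a stress-induced chromatin protein gene, A2M, a protease inhibitor gene, and APOD, a lipid carrier gene, with log2 fold changes of 5.77, 5.53, 5.31 and 4.52. The largest falls included PMCH (-6.08), the hyaluronan receptor gene CD44 (-3.41) and IL1RL1, a receptor gene for interleukin-33 (-3.39). Of 28 NF-κB genes, 12 were lower and none higher (13 lower when adjusted over the list alone), with CSF3 at -5.13 and CXCL8 at -1.95 (adjusted p = 1.8e-09 for the list, and adjusted p = 0.0898 with an estimated correlation). In all, 863 genes were higher and 996 lower, and 961 and 832 with library totals alone. Day 14 and day 1 also differ in the GC trend of their libraries. With the trend of each library removed, 755 genes were higher and 839 lower. With its side as a term 33 genes were higher and 25 lower, with the list of endothelial identity at adjusted p = 0.0448. Only JCC day 4 C joins the 2 sides within a day.

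**Figure D3:**
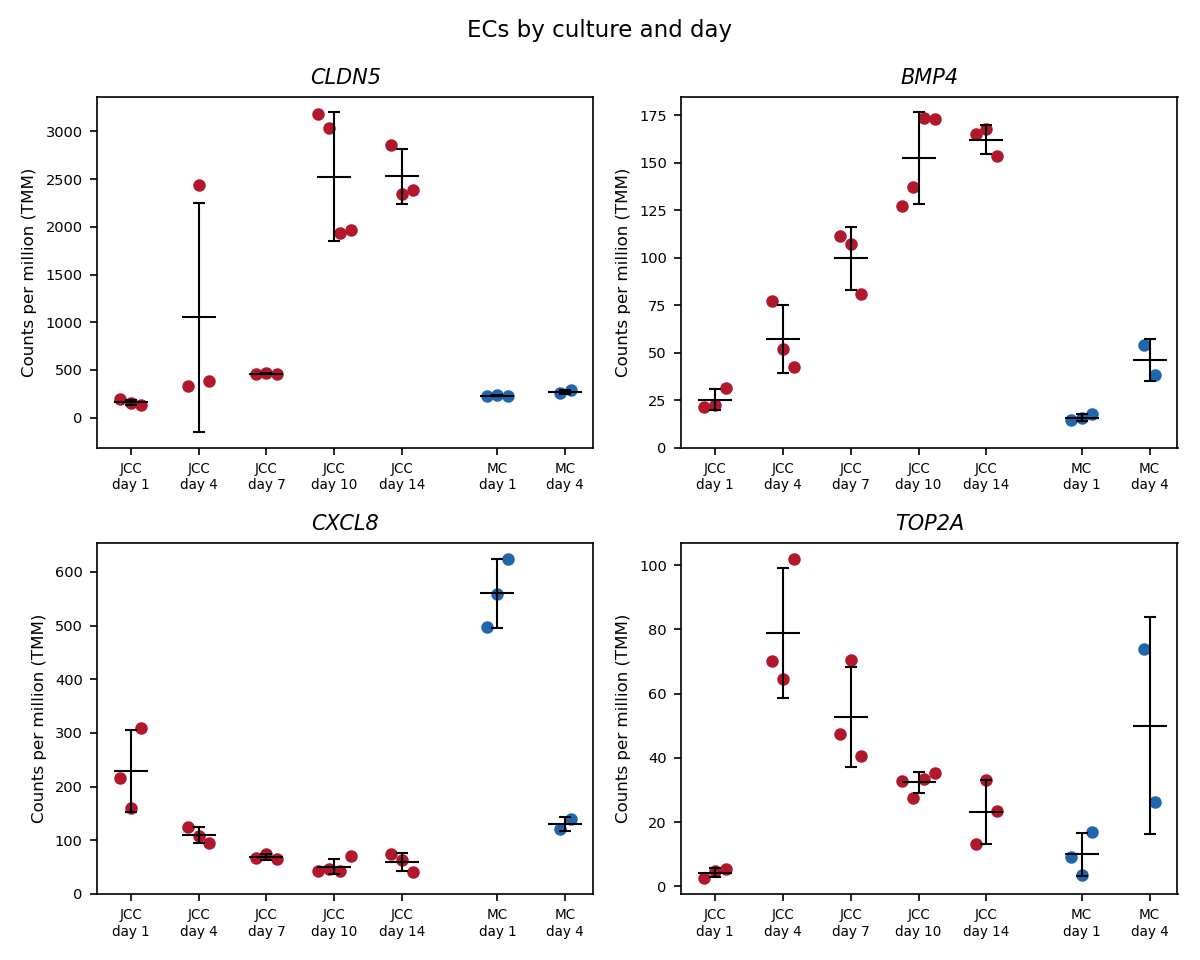
Levels in CPM, normalized by TMM, of CLDN5, BMP4, CXCL8 and TOP2A in each EC library of JCC (red) and MC (blue) by day, with the mean and SD of each group as black bars. CLDN5 of 1 library of JCC day 4 lies with the libraries of days 10 and 14.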

The lack of viability of ECs after 14 days in mono-culture additionally confirms that signals emanating from fibroblasts promote EC survival.

Gene Set Enrichment Analysis (GSEA) of transcriptomes of fibroblasts in mono- vs co-culture at day 14 revealed increased expression of myofibroblast-associated genes (Fig. S6D). These are indicative of a contractile cell state and are likely to contribute to the cytoskeleton-dependent tissue stiffening. Furthermore, there were significant increases in the expression of genes associated with the mechanotransduction signaling pathways YAP/TAZ, and their upstream SRC-family kinases.

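A published list of 22 YAP and TAZ target genes was higher as a group in fibroblasts of JCC on day 14 (median log2 fold change 0.22, adjusted p = 0.00598 from camera on edgeR's fit, and adjusted p = 0.114 with an estimated correlation). None passed alone, also when adjusted over the list alone. The target gene ANKRD1 had a log2 fold change of -2.96, and 2.73 without the libraries labelled JCC day 4 C and MC day 14 D, neither past the test. YAP1 and WWTR1, which encode YAP and TAZ, had log2 fold changes of 0.67 and -0.53, and 0.33 and 0.17 without these libraries, and did not pass. The list did not pass without JCC day 14 B (adjusted p = 0.0103) or MC day 14 B (adjusted p = 0.0135). Without the libraries labelled JCC day 4 C and MC day 14 D it passed (adjusted p = 0.0047, and 0.168 with an estimated correlation). It did not pass with the GC trend of each library also removed (adjusted p = 0.0751).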

## Imagej Macro Scripts

### *2D – Network Length – Confocal Microscope Images*

*//Input is a .tif confocal image stack with 2 channels: (1) HUVEC, (2) Dextran;*

*//Note: only the HUVEC channel is needed for this algorithm.*

*//User is prompted to open folder containing multiple .tif image stacks for processing*

```
dir = getDirectory("Choose a Directory ");
```

```
list = getFileList(dir);
```

```
networkLength = newArray();
```

*//For each image stack:*

```
for (j=0; j<list.length; j++) {
```

```
    path = dir+list[j];
```

```
    open(path);
```

```
    run("Split Channels");
```

*//Process HUVEC channel, slice by slice*

```
    selectWindow("C1-" + list[j]);
```

```
    rename("HUVEC");
```

*//Standard thresholding algorithm:*

```
        for (i=0; i<nSlices; i++) {
```

```
            run("8-bit");
```

```
            run("Subtract Background...", "rolling=1000 sliding slice");
```

```
            run("Enhance Contrast", "saturated=5");
```

```
            for(k=0; k<10; k++) run("Despeckle", "slice");
```

```
            run("Gaussian Blur...", "sigma=3.0 slice");
```

```
            setAutoThreshold("Triangle");
```

```
            setAutoThreshold("Triangle dark");
```

```
            getThreshold(lower, upper );
```

```
            setThreshold(lower, upper );
```

```
            run("Convert to Mask", "only");
```

```
            run("Next Slice [>]");
```

```
        }
```

*//2D projection*

```
        run("Z Project...", "projection=[Max Intensity]");
```

*//Skeletonize*

```
        run("Skeletonize (2D/3D)");
```

```

//Analyze skeleton
    run("Analyze Skeleton (2D/3D)", "prune=none prune");
    run("Close All");
    a = newArray();
//Calculate longest connected network
    for (i=0; i<nResults; i++) {
        b = getResult("# Branches",i)*getResult("Average Branch Length",i);
        a = Array.concat(a,b);
    }
    Array.getStatistics(a, min, max, mean, std);
    networkLength = Array.concat(networkLength,max);
    close("Results");
    print(networkLength[j]);
}
//Network length is the longest connected network for each image; if no units were
//stored in the original image properties, values will be reported in pixels.

```

## 2D Perfusability

```

//Input is a .tif confocal image stack with 2 channels: (1) HUVEC, (2) Dextran
//User is prompted to open folder containing multiple .tif image stacks for processing
dir = getDirectory("Choose a Directory ");
list = getFileList(dir);
//For each image stack:
for (j=0; j<list.length; j++) {
    if (endsWith(list[j],".tif")) {
        path = dir+list[j];
        open(path);
        run("Split Channels");
        selectWindow("C1-" + list[j]);
        rename("HUVEC");
        selectWindow("C2-" + list[j]);
        rename("Dextran");
//Process HUVEC channel
        selectWindow("HUVEC");
//2D Projection
    }
}

```

```

run("Z Project...", "projection=[Max Intensity]");
run("8-bit");
run("Subtract Background...", "rolling=1000 sliding slice");
run("Enhance Contrast", "saturated=10");
for(k=0; k<5; k++) run("Despeckle", "slice");
run("Gaussian Blur...", "sigma=3.0 slice");

//Binarize
setAutoThreshold("Triangle");
setAutoThreshold("Triangle dark");
getThreshold(lower, upper );
setThreshold(lower, upper );
run("Convert to Mask", "only");

rename("vessels.tif");

//Define Interstitial Region
run("Duplicate...", "duplicate");
rename("interstitial.tif");
run("Invert");
run("Create Selection");
roiManager("add");

//Define Vessel Region
selectWindow("vessels.tif");
run("Create Selection");
roiManager("add");

//Process Dextran Channel
selectWindow("Dextran");

//2D Projection
run("Z Project...", "projection=[Average Intensity]");

//Measure average dextran intensity in interstitial region, and use to threshold image
roiManager("measure");
int_ave = getResult("Mean", 0);
setAutoThreshold("Default dark");
setThreshold(int_ave, 4095);
setOption("BlackBackground", false);
run("Convert to Mask");

```

```

//Measure average intensity of binarized dextran image within Vessel Region
//Note: for fully perfused vasculature, average binary intensity in vascular region
//would be 255; for fully non-perfused vasculature, average binary intensity in
//vascular region would be 0

```

```

    roiManager("measure");
    Perfusability = getResult("Mean", 3)/255;
    run("Close All");
    roiManager("delete");
    selectWindow("Results");
    run("Close");
    print(Perfusability);
}
}
//Perfusability is reported as a number between 0 and 1

```

### *3D Perfusability*

```

Perfusability_Array = newArray();
//Input is a .tif confocal image stack with 2 channels: (1) HUVEC, (2) Dextran
//User is prompted to open folder containing multiple .tif image stacks for processing
dir = getDirectory("Choose a Directory ");
list = getFileList(dir);
for (j=0; j<list.length; j++) {
    if (endsWith(list[j], ".tif")) {
        path = dir+list[j];
        open(path);
        run("Split Channels");
        selectWindow("C1-" + list[j]);
        rename("HUVEC");

        selectWindow("C2-" + list[j]);
        rename("Dextran");
//Process dextran channel, slice by slice
        for (i=0; i<nSlices; i++) {
            run("8-bit");

```

```

run("Subtract Background...", "rolling=1000 sliding slice");
run("Enhance Contrast", "saturated=5");
for(k=0; k<10; k++) run("Despeckle", "slice");
run("Gaussian Blur...", "sigma=3.0 slice");

```

*//Threshold and Binarize*

```

setAutoThreshold("Triangle");
setAutoThreshold("Triangle dark");
getThreshold(lower, upper );
setThreshold(lower, upper );
run("Convert to Mask", "only");
run("Next Slice [>]");
}

```

*//Reslice in XZ-plane*

```

run("Reslice [/]...", "output=1.000 start=Bottom avoid");
rename("Dextran_Reslice");

```

*//Process HUVEC channel, slice by slice*

```

selectWindow("HUVEC");
for (i=0; i<nSlices; i++) {
run("8-bit");
run("Subtract Background...", "rolling=1000 sliding slice");
run("Enhance Contrast", "saturated=5");
for(k=0; k<10; k++) run("Despeckle", "slice");
run("Gaussian Blur...", "sigma=3.0 slice");
}

```

*//Threshold and binarize*

```

setAutoThreshold("Triangle");
setAutoThreshold("Triangle dark");
getThreshold(lower, upper );
setThreshold(lower, upper );
run("Convert to Mask", "only");
run("Next Slice [>]");
}

```

*//Reslice in XZ-plane*

```

run("Reslice [/]...", "output=1.000 start=Bottom avoid");
run("Invert", "stack");
rename("HUVEC_Reslice");

```

```

        run("Set Measurements...", "area mean");
        setSlice(1);
//Identify vessel outlines from HUVEC channel
        run("Analyze Particles...", " show=Outlines include add stack");
//Measure binarized dextran pixel intensity within vessel outlines
        selectWindow("Dextran_Reslice");
        roiManager("measure");

Total_Area = 0;
Zero_Area = 0;
for (l=0; l<nResults; l++) {
    b = getResult("Area", l);
    Total_Area = Total_Area + b;
    a = getResult("Mean", l);
//If no dextran from thresholded image is found within vessel region, that region is
//considered non-perfusable
        if (a == 0) {
            Zero_Area = Zero_Area + b;
        }
    }
}
Perfusability = (Total_Area - Zero_Area) / Total_Area;
Perfusability_Array = Array.concat(Perfusability_Array, Perfusability);
run("Close All");
selectWindow("Results");
run("Close");
roiManager("delete");
}
}
Array.show("Perfusability",Perfusability_Array)
//Perfusability is reported as a fraction of perfused volume divided by total vascular //volume

```

#### *Barrier Function*

```

//Input is a .tif confocal image stack with 2 channels: (1) HUVEC, (2) Dextran
//User is prompted to open folder containing multiple .tif image stacks for processing
dir = getDirectory("Choose a Directory ");
list = getFileList(dir);

```

```

//For each image stack:
for (j=0; j<list.length; j++) {

    if (endsWith(list[j],".tif")) {
        path = dir+list[j];
        open(path);
        run("Split Channels");
        selectWindow("C1-" + list[j]);
        rename("HUVEC");
        selectWindow("C2-" + list[j]);
        rename("Dextran");

//Process HUVEC channel
        selectWindow("HUVEC");

//2D projection
        run("Z Project...", "projection=[Max Intensity]");
        run("8-bit");
        run("Subtract Background...", "rolling=1000 sliding slice");
        run("Enhance Contrast", "saturated=10");
        for(k=0; k<5; k++) run("Despeckle", "slice");
        run("Gaussian Blur...", "sigma=3.0 slice");

//Threshold and binarize
        setAutoThreshold("Triangle");
        setAutoThreshold("Triangle dark");
        getThreshold(lower, upper );
        setThreshold(lower, upper );
        run("Convert to Mask", "only");
        rename("vessels.tif");
        run("Duplicate...", "duplicate");

//Define interstitial region
        rename("interstitial.tif");
        run("Invert");
        run("Create Selection");
        roiManager("add");

//Process dextran channel
        selectWindow("Dextran");

```

*//2D projection*

```
run("Z Project...", "projection=[Average Intensity]");  
//Measure average intensity of dextran in interstitial region  
roiManager("measure");  
run("Close All");  
roiManager("delete");  
selectWindow("Results");  
}  
}
```

*3D Binary Reconstruction*

```
//Input is a confocal image stack of vasculature filled with fluorescently labeled tracer  
//Only the tracer (dextran) channel should be used for this thresholding algorithm  
//Processing is performed on each slice individually  
for (i=0; i<nSlices; i++) {  
    run("8-bit");  
    run("Subtract Background...", "rolling=1000 sliding slice");  
    run("Enhance Contrast", "saturated=5");  
    for(k=0; k<10; k++) run("Despeckle", "slice");  
    run("Gaussian Blur...", "sigma=3.0 slice");  
    setAutoThreshold("Triangle");  
    setAutoThreshold("Triangle dark");  
    getThreshold(lower, upper );  
    setThreshold(lower, upper );  
    run("Convert to Mask", "only");  
    run("Next Slice [>]");  
}
```

*Vascular Density and Vascular Volume Fraction*

```
//Input is a .tif confocal image stack of vasculature filled with fluorescently labeled  
//tracer. Only the tracer (dextran) channel should be used for this thresholding  
//algorithm.  
//User is prompted to open folder containing multiple .tif image stacks for processing.  
dir = getDirectory("Choose a Directory ");
```

```

list = getFileList(dir);
VolFraction = newArray();
NumLumens = newArray();
for (j=0; j<list.length; j++) {
    if (endsWith(list[j], "tif")) {
        path = dir+list[j];
        open(path);
//For each image stack:
//Process, threshold, and binarize – slice by slice
        for (i=0; i<nSlices; i++) {
            run("8-bit");
            run("Subtract Background...", "rolling=1000 sliding slice");
            run("Enhance Contrast", "saturated=10");
            for(k=0; k<5; k++) run("Despeckle", "slice");
            run("Gaussian Blur...", "sigma=3.0 slice");
            setAutoThreshold("Triangle");
            setAutoThreshold("Triangle dark");
            getThreshold(lower, upper );
            setThreshold(lower, upper );
            run("Convert to Mask", "only");
            run("Next Slice [>]");
        }
//Identify vascular lumens for each slice in XZ-plane
//Calculate # lumens and % vascularized area for each slice
        run("Reslice [/]...", "output=1.000 start=Bottom avoid");
        rename("lumens.tif");
        run("Invert", "stack");
        run("Set Measurements...", "area");
        run("Analyze Particles...", "size=50-Infinity display summarize stack");
        selectWindow("Results");
        run("Close");
        selectWindow("Summary of lumens.tif");
        IJ.renameResults("Results");
        a = newArray();
        c = newArray();
    }
}

```

```

//Retrieve % vascularized area for each XZ-slice
//Retrieve # lumens for each XZ-slice
    for (i=0; i<nResults; i++) {
        b = getResult("%Area",i);
        a = Array.concat(a,b);
        d = getResult("Count",i);
        c = Array.concat(c,d);
    }
//Calculate average % vascularized area over all slices
    Array.getStatistics(a, min, max, mean, std);
    VolFraction = Array.concat(VolFraction,mean);
//Calculate average # lumens over all slices and normalize by cross-sectional area
    getDimensions(width, height, channels, slices, frames);
    getPixelSize(unit, pixelWidth, pixelHeight);
    totalarea = (width*pixelWidth*height*pixelHeight)/1000000;
    Array.getStatistics(c, minc, maxc, meanc, stdc);
    NumLumens = Array.concat(NumLumens,meanc/totalarea);
    selectWindow("Results");
    saveAs("Text", path + "Morph_Quant.txt");
    run("Close All");
}
}
Array.show("VolFraction",VolFraction)
Array.show("NumVessels",NumLumens)

```

### *Permeability*

```

//Input is a .tif confocal image stack of vasculature filled with fluorescently labeled
//tracer.
//Only the tracer (dextran) channel should be used for this thresholding algorithm.

//***User MUST manually enter the time intervals – in minutes – between the two
//images taken as an array (one for each ROI being processed) – “dt” ***
dt = newArray(12, 12, 12);
//Drift correction: External drift correction should be applied so that individual stack
//slices of an ROI match-up at both time points. If no appreciative drift occurred,

```

*//enter the full stack range below*

*//Drift corrected stack sizes (z1 – z2) – t1*

z1list = newArray(1, 2, 1);

z2list = newArray(50, 50, 50);

*//Drift corrected stack sizes (z1 – z2) – t2*

z1list\_t2 = newArray(1, 1, 1);

z2list\_t2 = newArray(50, 49, 50);

*//User is prompted to open folder containing multiple .tif image stacks for processing*

dir = getDirectory("Choose a Directory for t1 ");

list = getFileList(dir);

dir\_1 = getDirectory("Choose a Directory for t2 ");

list\_1 = getFileList(dir\_1);

s = 0;

for (j=0; j<list.length; j++) {

    if (endsWith(list[j], ".tif")) {

        path = dir+list[j];

        z1 = z1list[s];

        z2 = z2list[s];

        open(path);

        c = " range="+z1+"-"+z2;

        run("Duplicate...", "duplicate"+c);

        rename("original.tif");

        run("Duplicate...", "duplicate");

*//For each image stack:*

*//Process, threshold, and binarize – slice by slice*

for (i=0; i<nSlices; i++) {

    run("8-bit");

    run("Subtract Background...", "rolling=1000 sliding slice");

    run("Enhance Contrast", "saturated=5");

    for(k=0; k<10; k++) run("Despeckle", "slice");

    run("Gaussian Blur...", "sigma=3.0 slice");

    setAutoThreshold("Triangle");

```

        setAutoThreshold("Triangle dark");
        getThreshold(lower, upper );
        setThreshold(lower, upper );
        run("Convert to Mask", "only");
        run("Next Slice [>]");
    }
    run("Reslice [/]...", "output=1.000 start=Bottom avoid");
    rename("interstitial.tif");
    run("Duplicate...", "duplicate");
    rename("lumens.tif");
    run("Invert", "stack");

    //Measure morphological properties
    run("Set Measurements...", "area perimeter");
    run("Analyze Particles...", "size=1-Infinity display summarize stack");
    selectWindow("Summary of lumens.tif");
    saveAs("Text", path + "Summary of lumens.txt");
    IJ.renameResults("Results");
        aa = newArray();
        bb = newArray();
        for (i=0; i<nResults; i++) {
            b = getResult("%Area",i);
            d = getResult("Count",i);
            f = getResult("Perim.",i);
            h = getResult("Total Area",i);
            aa = Array.concat(aa,((h/(b/100))-h));
            bb = Array.concat(bb,(d*f));
        }

    //Calculate Interstitial Volume / Vascular Surface Area
    Array.getStatistics(aa, minaa, maxaa, meanaa, stdaa);
    Array.getStatistics(bb, minbb, maxbb, meanbb, stdbb);
    V_S = meanaa/meanbb;
    print("V / S = " + V_S);
    selectWindow("Results");

```

```
run("Close");
```

```
//Define Vascular Region
```

```
run("Set Measurements...", "area mean");
selectWindow("lumens.tif");
setSlice(1);
for (l=0; l<nSlices; l++) {
run("Create Selection");
roiManager("add");
run("Next Slice [>]");
}
roiManager("save", path + "lumen_ROI.zip");
```

```
//Calculate initial average dextran intensity in vascular region
```

```
selectWindow("original.tif");
run("Reslice [/]...", "output=1.000 start=Bottom avoid");
rename("originalReslice.tif");
roiManager("measure");
roiManager("delete");
nn = nResults;
run("Summarize");
Perm_Lumens = getResult("Mean", nn);
print("Perm_Lumens = " + Perm_Lumens);
IJ.renameResults("Lumens");
selectWindow("Lumens");
saveAs("Text", path + "Permeability_Lumens.txt");
run("Close");
```

```
//Define interstitial region
```

```
selectWindow("interstitial.tif");
setSlice(1);
for (m=0; m<nSlices; m++) {
run("Create Selection");
roiManager("add");
```

```

run("Next Slice [>]");
}
roiManager("save", path + "interstitial_ROI.zip");

//Calculate initial average dextran intensity in interstitial region
selectWindow("originalReslice.tif");
roiManager("measure");
nn = nResults;
run("Summarize");
Perm_Interstitial = getResult("Mean", nn);
print("Perm_Interstitial = " + Perm_Interstitial);
IJ.renameResults("Interstitial");
selectWindow("Interstitial");
saveAs("Text", path + "Permeability_Interstitial.txt");
run("Close");

//Process t2 time-point
path_1 = dir_1+list_1[s];
z1 = z1list_t2[s];
z2 = z2list_t2[s];
open(path_1);
c = " range="+z1+"-"+z2;
run("Duplicate...", "duplicate"+c);
run("Reslice [/]...", "output=1.000 start=Bottom avoid");

////Calculate final average dextran intensity in interstitial region
roiManager("measure");
roiManager("delete");
nn = nResults;
run("Summarize");
Perm_Interstitial_t2 = getResult("Mean", nn);
print("Perm_Interstitial_t2 = " + Perm_Interstitial_t2);
IJ.renameResults("Interstitial_Perm_t2");
selectWindow("Interstitial_Perm_t2");
saveAs("Text", path + "Permeability_Interstitial_t2.txt");

```

```

run("Close");
run("Close All");

//Calculate permeability
permeability = (V_S*((Perm_Interstitial_t2 -Perm_Interstitial)/(dt[s]*60))*(1/(Perm_Lumens - Perm_Interstitial)))/10000;
print("Permeability = " + permeability);
s = s + 1;
}
else {
}
run("Close All");
}
//Permeability is reported in cm/s

```

How the deposited data were processed for this re-analysis (not part of the article)

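RNA was measured in ECs and fibroblasts that had been grown in JCC or MC and separated by sorting. The authors made 3′ digital gene expression libraries, aligned the reads to hg19 with BWA, given as version 1.0, and counted reads near transcript 3′ ends per gene with ESAT on the RefSeq annotation. The version of ESAT, its filters and its handling of molecular identifiers are not stated in the text. The values are raw counts, with 1 column per library. Counting near the 3′ end makes a gene's count independent of its length but dependent on the annotated end. The authors tested differences with DESeq2 and gene sets with GSEA after voom.

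Gene tests were run on these counts in R 4.3.3 with edgeR 4.0.16, with 1 quasi-likelihood fit per cell type (robust, TMM, filterByExpr with a minimum count of 10) and a mean for each culture and day. The EC fit held 21 libraries and 13114 genes with a biological coefficient of variation of 0.258. The fibroblast fit held 28 libraries and 12664 genes with 0.39. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.01, since the paper's statistics section calls P under 0.01 significant. There were 16 comparisons. The genes of chromosome Y, XIST and TSIX, 69 in all, were left out of each test. EC JCC day 4 B was left out, as in the paper. The letters of replicates were not used as pairs, since the text states no pairing. In no comparison with 3 shared letters did each pair of like letters correlate above 0.1.

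A total of 26 gene lists were fixed before the data were examined, as were the comparisons, the tests, the rule for named genes and most alternatives. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation. Over 16 comparisons this made 400 tests of lists with at least 3 measured members, of which 83 passed at 0.01 and 12 with an estimated correlation. The lists reported are those that bear on the paper's statements or on the cell types, and were picked from these after their values were seen. The lists are not the gene sets of the paper, whose members its text does not give. Named genes are those with the largest rises and falls that passed with at least 50 CPM and no overlap between groups, the genes the paper names or draws, and up to 4 members of each list with the smallest p. INHBB and GALNT15 between days 4 and 7, KIT and PTX3, VAMP5 and SELENOP, and KRT7 and EPCAM fall outside this rule and were chosen after their values were seen.

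Principal components were taken from the 500 most variable genes after the rlog transformation of DESeq2 1.42.0. The RNA of the other cell type was the sum of 12 markers in CPM, tested with two-sided exact permutation tests. GC content was that of the last 500 bases of each gene's transcripts, for 80.1% of genes. On simulated counts with 100 genes changed 2-fold and 100 changed 4-fold, the test of fibroblasts on day 14 called 4 and 53 of them, and the test of ECs on day 14 against day 1 21 and 86. A change of 2-fold in fibroblasts would therefore mostly be missed in the fit of 28 libraries. Without the libraries labelled fibroblast JCC day 4 C and MC day 14 D, the biological coefficient of variation was 0.32. That fit of 26 libraries was not simulated.

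Alternatives were other normalizations and filters, DESeq2, limma voom, fgsea 1.28.0, fry, the groups compared alone and a replicate block. Each library of the groups compared was also left out in turn. Leaving out the libraries labelled fibroblast JCC day 4 C and MC day 14 D, leaving out EC JCC day 4 C and corrections for GC content were added after seeing the data. Leaving out shallow libraries was not run, since no library lay under the limit set for it.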

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

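The tests of the 2 libraries with EC markers and the splits of ECs in JCC against MC on day 1 were chosen only after the result was seen. In groups of 4 libraries, 7 of 20 tests found 1 library far from the other 3, and chance gives about 1 in 20. The EC marker sum of the library labelled fibroblast JCC day 4 C was 5339 CPM and its PC1 -46.7. PC2 of EC JCC day 10 C was -4.65 and PC2 of fibroblast JCC day 10 D 4.63. PC1 of fibroblast JCC day 1 B was 2.04 and that of MC day 7 D 2.99. The fibroblast marker sum of MC day 7 C was 6061 CPM.

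The libraries labelled fibroblast JCC day 4 C and MC day 14 D hold EC markers at the level of EC libraries. RNA of ECs added to that of fibroblasts is argued against, since the fibroblast markers of the higher of the 2 libraries came to 13% of the lowest other fibroblast library. A sample of ECs under a fibroblast label remains a candidate explanation: each of the 2 correlated better with each EC library than with any other fibroblast library, with a smallest gap of 0.102 in Pearson's r across genes. Fibroblast JCC day 4 C and EC JCC day 4 A, of the same day and culture, had the lowest chi-square per degree of freedom of 1176 pairs of libraries (4.39, against at least 5.17 within a group). Whether this value depends on depth was not tested. Fibroblast JCC day 4 C has the fewest counts of any analyzed library (1012677), so the rank decides nothing. No biological explanation was tested, and how the samples were handled is not known.

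Between JCC and MC, the change of fibroblasts from day 1 to day 14 differed in 3 lists by a test of the difference itself. Its median log2 value was -2.04 for NF-κB genes, -1.38 for interferon genes and 0.52 for contractile genes. In JCC against MC, NF-κB genes lay higher on day 1, with a median log2 fold change of 1.46. In turn, the difference was -0.81, -1.08 and 0.21 without the 2 libraries with EC markers. The contractile difference had adjusted p = 0.00182 from camera on edgeR's fit (adjusted p = 0.337 with an estimated correlation), and adjusted p = 0.251 without the 2 libraries with EC markers.

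In ECs of JCC against MC on day 1, 12 genes passed, where the highest of the other splits gave 1, and the splits are too few for a share under 0.05. Fibroblast transcripts were among them, and RNA of fibroblasts in the sorted ECs could account for these: of 29 transcripts abundant in fibroblasts and low in ECs of MC, 19 (65.5%) were higher in ECs of JCC. Their sum was 3.18% of the fibroblast level in JCC and 2.52% in MC, so this RNA and expression by ECs cannot be told apart with the counts at hand. In fibroblasts of JCC against MC on day 7, 10 genes passed with edgeR, and of 35 splits only the real one gave as many (highest other 0). This is the smallest share that 35 splits allow, and it was not adjusted over the comparisons. Leaving out 1 library of the groups compared brought this count to between 1 (without JCC day 7 B) and 28 (without JCC day 7 C).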

How the results depend on the processing

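The settings that leave out the 2 libraries with EC markers or EC JCC day 4 C, or correct for GC content, were chosen only after the data were seen. Under the alternatives chosen before, 158 of 256 counts of genes stayed within 1.5 times, and 513 of 581 list tests kept their direction and side of 0.01 (61 no longer passed, 5 newly passed and 2 turned). Under those added, 27 of 52 counts and 100 of 121 list tests did. Of the named genes, 1099 of 1249 values and 218 of 285 did. For the values that moved, the cause was not tested. They are given below, except that of the named genes only some of those that turned are given. Leaving out shallow libraries was not run, since it would remove none, and a replicate block was not fitted for ECs in JCC against MC on day 4, fibroblasts in JCC against MC on day 1 or the fibroblast difference of changes.

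At an adjusted p under 0.05, the counts of genes were 3166 (ECs JCC day 14 against 1), 46 (ECs JCC against MC day 1), 17 (ECs JCC against MC day 4), 634 (ECs JCC day 4 against 1), 6 (ECs JCC day 7 against 4), 2189 (ECs JCC day 10 against 7). The counts of genes were 90 (fibroblasts JCC against MC day 7), 845 (fibroblasts JCC day 14 against 1), 88 (fibroblasts JCC day 4 against 1), 5 (the fibroblast difference of changes).

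With the side of the GC trend as a term, the counts of genes were 58 (ECs JCC day 14 against 1), 0 (ECs JCC day 7 against 4), 0 (ECs JCC day 10 against 7). Endothelial identity in ECs JCC day 14 against 1 had adjusted p = 0.0448 from edgeR's fit, BMP in ECs JCC day 14 against 1 (0.164), basement membrane in ECs JCC day 10 against 7 (0.421), abundant EC transcripts in ECs JCC day 10 against 7 (0.753), cell cycle in ECs JCC day 10 against 7 (direction turned) (0.827). P53 response in ECs JCC against MC day 4 had adjusted p = 0.00753 from edgeR's fit. Log2 fold changes turned for CLDN5 in ECs JCC day 10 against 7 (-0.30), BUB1B in ECs JCC day 10 against 7 (0.0746).

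With no filter on low counts, the counts of genes were 86 (ECs JCC against MC day 1), 144 (ECs JCC against MC day 4), 496 (ECs JCC day 4 against 1), 63 (ECs JCC day 7 against 4), 15 (ECs JCC day 14 against 10), 13 (fibroblasts JCC day 4 against 1). BMP in ECs JCC day 14 against 1 had adjusted p = 0.0812 from edgeR's fit, p53 response in ECs JCC against MC day 4 (0.00375), interferon in fibroblasts JCC against MC day 7 (0.0163).

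With DESeq2, the counts of genes were 46 (ECs JCC against MC day 1), 14 (ECs JCC against MC day 4), 408 (ECs JCC day 4 against 1), 9 (ECs JCC day 7 against 4), 47 (fibroblasts JCC against MC day 14), 105 (fibroblasts JCC against MC day 7). The counts of genes were 9 (fibroblasts JCC against MC day 1), 530 (fibroblasts JCC day 14 against 1), 139 (fibroblasts JCC day 4 against 1), 17 (fibroblasts JCC day 7 against 4), 2 (fibroblasts JCC day 10 against 7), 1 (fibroblasts JCC day 14 against 10). The counts of genes were 35 (the fibroblast difference of changes).

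With only the groups compared in the fit, the counts of genes were 58 (ECs JCC against MC day 1), 112 (ECs JCC day 4 against 1), 1 (ECs JCC day 7 against 4), 171 (fibroblasts JCC against MC day 7), 21 (fibroblasts JCC against MC day 1), 1107 (fibroblasts JCC day 14 against 1). The counts of genes were 8 (fibroblasts JCC day 4 against 1), 2 (the fibroblast difference of changes). Endothelial identity in fibroblasts JCC against MC day 14 had adjusted p = 0.0251 from edgeR's fit.

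With a replicate block and only the groups compared, the counts of genes were 94 (ECs JCC against MC day 1), 130 (ECs JCC day 4 against 1), 1 (ECs JCC day 14 against 10), 67 (fibroblasts JCC against MC day 14), 136 (fibroblasts JCC against MC day 7), 660 (fibroblasts JCC day 14 against 1). The counts of genes were 0 (fibroblasts JCC day 4 against 1), 24 (fibroblasts JCC day 14 against 10). Contractile in fibroblasts JCC against MC day 14 had adjusted p = 0.0254 from edgeR's fit, endothelial identity in fibroblasts JCC against MC day 14 (direction turned) (0.513). Log2 fold changes turned for ANKRD1 in fibroblasts JCC against MC day 14 (2.89).

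With library totals alone, the counts of genes were 0 (ECs JCC day 7 against 4), 6 (the fibroblast difference of changes). NF-κB in fibroblasts JCC against MC day 14 had adjusted p = 0.00489 from edgeR's fit.

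Without EC JCC day 4 C, the counts of genes were 0 (ECs JCC day 7 against 4). P53 response in ECs JCC against MC day 4 had adjusted p = 0.00771 from edgeR's fit.

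Without the 2 libraries with EC markers, the counts of genes were 7 (fibroblasts JCC against MC day 14), 151 (fibroblasts JCC against MC day 7), 15 (fibroblasts JCC against MC day 1), 569 (fibroblasts JCC day 14 against 1), 102 (fibroblasts JCC day 4 against 1), 4 (the fibroblast difference of changes). Contractile in fibroblasts JCC against MC day 14 had adjusted p = 0.0963 from edgeR's fit, endothelial identity in fibroblasts JCC against MC day 14 (direction turned) (0.396), contractile in the fibroblast difference of changes (0.251). The share of the path of fibroblasts, in percent, was 35.1. Log2 fold changes in fibroblasts JCC against MC day 14 turned for ANKRD1 (2.73), FYN (0.24), YES1 (0.06) and WWTR1 (0.17), none past the test.

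Without the 2 libraries with EC markers and with the side of the GC trend as a term, the counts of genes were 129 (fibroblasts JCC against MC day 14), 103 (fibroblasts JCC against MC day 7), 50 (fibroblasts JCC against MC day 1), 254 (fibroblasts JCC day 14 against 1), 252 (fibroblasts JCC day 4 against 1), 59 (the fibroblast difference of changes). Contractile in fibroblasts JCC against MC day 14 had adjusted p = 0.118 from edgeR's fit, endothelial identity in fibroblasts JCC against MC day 14 (direction turned) (0.455), contractile in the fibroblast difference of changes (0.208).

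Without the 2 libraries with EC markers and with the GC trend removed, the counts of genes were 1 (fibroblasts JCC against MC day 14), 154 (fibroblasts JCC against MC day 7), 13 (fibroblasts JCC against MC day 1), 607 (fibroblasts JCC day 14 against 1), 91 (fibroblasts JCC day 4 against 1), 3 (the fibroblast difference of changes). Contractile in fibroblasts JCC against MC day 14 had adjusted p = 0.049 from edgeR's fit, YAP and TAZ targets in fibroblasts JCC against MC day 14 (0.0751), endothelial identity in fibroblasts JCC against MC day 14 (direction turned) (0.848), contractile in the fibroblast difference of changes (0.226).

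Without the 2 libraries with EC markers and with only the groups compared, the counts of genes were 11 (fibroblasts JCC against MC day 14), 161 (fibroblasts JCC day 4 against 1), 18 (the fibroblast difference of changes). Contractile in fibroblasts JCC against MC day 14 had adjusted p = 0.218 from edgeR's fit, endothelial identity in fibroblasts JCC against MC day 14 (direction turned) (0.253), contractile in the fibroblast difference of changes (0.367).

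With limma voom, the counts of genes were 4 (fibroblasts JCC against MC day 7), 1 (fibroblasts JCC against MC day 1), 1 (the fibroblast difference of changes).

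With an estimated correlation, abundant EC transcripts in ECs JCC day 14 against 1 had adjusted p = 0.0224 from edgeR's fit, endothelial identity in ECs JCC day 14 against 1 (0.0224), BMP in ECs JCC day 14 against 1 (0.0898), NF-κB in ECs JCC day 14 against 1 (0.0898), cholesterol synthesis in ECs JCC day 4 against 1 (0.0547). NF-κB in ECs JCC day 4 against 1 had adjusted p = 0.0547 from edgeR's fit, basement membrane in ECs JCC day 10 against 7 (0.248), abundant EC transcripts in ECs JCC day 10 against 7 (0.178), cell cycle in ECs JCC day 10 against 7 (0.251), cell cycle in ECs JCC day 14 against 10 (0.0815). NF-κB in ECs JCC against MC day 1 had adjusted p = 0.0109 from edgeR's fit, fibroblast markers in ECs JCC against MC day 1 (0.0371), NF-κB in ECs JCC against MC day 4 (0.125), contractile in fibroblasts JCC against MC day 14 (0.126), interstitial matrix in fibroblasts JCC against MC day 14 (0.11). YAP and TAZ targets in fibroblasts JCC against MC day 14 had adjusted p = 0.114 from edgeR's fit, endothelial identity in fibroblasts JCC against MC day 14 (0.39), YAP and TAZ targets in fibroblasts JCC against MC day 7 (0.0627), interferon in fibroblasts JCC against MC day 7 (0.135), NF-κB in fibroblasts JCC against MC day 7 (0.232). Contractile in fibroblasts JCC day 14 against 1 had adjusted p = 0.0512 from edgeR's fit, NF-κB in fibroblasts JCC day 14 against 1 (0.0336), contractile in the fibroblast difference of changes (0.337).

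With a minimum count of 20, BMP in ECs JCC day 14 against 1 had adjusted p = 0.0126 from edgeR's fit, endothelial identity in fibroblasts JCC against MC day 14 (0.0477).

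With fgsea, BMP in ECs JCC day 14 against 1 had adjusted p = 0.0412 from edgeR's fit, basement membrane in ECs JCC day 10 against 7 (0.0554), NF-κB in ECs JCC against MC day 4 (0.0451), TGF-β in fibroblasts JCC against MC day 14 (0.0364), endothelial identity in fibroblasts JCC against MC day 14 (0.027). Interferon in fibroblasts JCC against MC day 7 had adjusted p = 0.0102 from edgeR's fit, NF-κB in fibroblasts JCC against MC day 7 (0.0131).

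With fry, cell cycle in ECs JCC day 14 against 10 had adjusted p = 0.116 from edgeR's fit, fibroblast markers in ECs JCC against MC day 1 (0.0315), NF-κB in ECs JCC against MC day 4 (0.071), contractile in fibroblasts JCC against MC day 14 (0.0302), interstitial matrix in fibroblasts JCC against MC day 14 (0.0208). YAP and TAZ targets in fibroblasts JCC against MC day 14 had adjusted p = 0.0208 from edgeR's fit, endothelial identity in fibroblasts JCC against MC day 14 (0.262), interferon in fibroblasts JCC against MC day 7 (0.0196), NF-κB in fibroblasts JCC against MC day 7 (0.0552), contractile in the fibroblast difference of changes (0.116).

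With the GC trend of each library removed, p53 response in ECs JCC against MC day 4 had adjusted p = 0.00979 from edgeR's fit.

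With log2 CPM in place of rlog, the share of the path of ECs, in percent, was 39.2.

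With variance stabilizing transformation in place of rlog, the share of the path of ECs, in percent, was 43.5.

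With 1000 most variable genes, the share of the path of ECs, in percent, was 46.7. The share of the path of fibroblasts, in percent, was 41.1.

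With all genes past the low-count filter, the share of the path of ECs, in percent, was 49.4. The share of the path of fibroblasts, in percent, was 43.5.

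With JCC day 4 sample B, the share of the path of ECs, in percent, was 47.5.

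With median log2 (CPM + 1) in place of the sum, the difference in RNA of the other cell type in ECs day 4 turned to 0.851.

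Leaving out 1 library of the groups compared at a time, with edgeR's spread shared over the other groups, changed the following. For ECs JCC against MC day 1, counts ranged from 2 to 18, with 5 without JCC day 1 A, 4 without JCC day 1 B, 2 without MC day 1 D. For ECs JCC against MC day 4, counts ranged from 0 to 97, with 40 without JCC day 4 A, 5 without JCC day 4 E, 97 without MC day 4 B, 2 without MC day 4 C. For ECs JCC day 4 against 1, counts ranged from 125 to 353, with 158 without JCC day 1 A, 134 without JCC day 1 B, 125 without JCC day 1 C. For ECs JCC day 7 against 4, counts ranged from 0 to 20, with 20 without JCC day 4 A, 0 without JCC day 4 C, 7 without JCC day 4 E, 0 without JCC day 7 A, 0 without JCC day 7 B, 0 without JCC day 7 C. For ECs JCC day 10 against 7, counts ranged from 485 to 901, with 485 without JCC day 7 A, 511 without JCC day 7 B, 723 without JCC day 7 C, 723 without JCC day 10 C. For fibroblasts JCC against MC day 7, counts ranged from 1 to 28, with 4 without JCC day 7 A, 1 without JCC day 7 B, 28 without JCC day 7 C, 2 without MC day 7 A, 3 without MC day 7 B, 2 without MC day 7 C, 6 without MC day 7 D. For fibroblasts JCC against MC day 1, counts ranged from 0 to 2, with 1 without JCC day 1 A, 0 without JCC day 1 C, 0 without JCC day 1 D, 0 without MC day 1 F, 0 without MC day 1 G, 1 without MC day 1 H. For fibroblasts JCC day 14 against 1, counts ranged from 8 to 89, with 25 without JCC day 1 A, 33 without JCC day 1 B, 16 without JCC day 1 C, 86 without JCC day 1 D, 89 without JCC day 14 A, 10 without JCC day 14 B, 8 without JCC day 14 C. For fibroblasts JCC day 4 against 1, counts ranged from 2 to 22, with 3 without JCC day 1 A, 2 without JCC day 1 B, 4 without JCC day 1 C, 4 without JCC day 1 D, 7 without JCC day 4 B, 3 without JCC day 4 C. For fibroblasts JCC day 7 against 4, counts ranged from 0 to 4, with 4 without JCC day 7 C. For fibroblasts JCC day 10 against 7, counts ranged from 0 to 1, with 1 without JCC day 7 C. For BMP in ECs JCC day 14 against 1, adjusted p ranged from 0.00205 to 0.0342, with 0.0342 without JCC day 1 A, 0.0103 without JCC day 1 B, 0.0123 without JCC day 14 A. For basement membrane in ECs JCC day 10 against 7, adjusted p ranged from 0.00115 to 0.0316, with 0.0316 without JCC day 7 A. For NF-κB in ECs JCC against MC day 4, adjusted p ranged from 3.4e-23 to 0.95, with 0.95 without MC day 4 C. For p53 response in ECs JCC against MC day 4, adjusted p ranged from 0.00771 to 0.101, with 0.00771 without JCC day 4 C. For contractile in fibroblasts JCC against MC day 14, adjusted p ranged from 4.5e-07 to 0.109, with 0.109 without MC day 14 D. For YAP and TAZ targets in fibroblasts JCC against MC day 14, adjusted p ranged from 0.00324 to 0.0135, with 0.0103 without JCC day 14 B, 0.0135 without MC day 14 B. For NF-κB in fibroblasts JCC against MC day 14, adjusted p ranged from 1.3e-04 to 0.505, with 1.3e-04 without MC day 14 B, 0.00109 without MC day 14 C. For endothelial identity in fibroblasts JCC against MC day 14, adjusted p ranged from 3.6e-08 to 0.457, with 0.457 without MC day 14 D. For YAP and TAZ targets in fibroblasts JCC against MC day 7, adjusted p ranged from 1.7e-04 to 0.0307, with 0.0307 without JCC day 7 C. For interferon in fibroblasts JCC against MC day 7, adjusted p ranged from 0.00182 to 0.0361, with 0.0361 without JCC day 7 C. For NF-κB in fibroblasts JCC against MC day 7, adjusted p ranged from 0.00139 to 0.0465, with 0.0465 without JCC day 7 C, 0.0109 without MC day 7 B, 0.0141 without MC day 7 D. For contractile in the fibroblast difference of changes, adjusted p ranged from 9.1e-05 to 0.256, with 0.0119 without MC day 1 F, 0.256 without MC day 14 D. For the share of the path of ECs, in percent, values ranged from 43.2 to 45.8, with 43.2 without JCC day 10 C. For the share of the path of fibroblasts, in percent, values ranged from 37.8 to 48, with 43.5 without JCC day 4 A, 48 without JCC day 7 C. For the difference in RNA of the other cell type in ECs day 4, in percent, values ranged from -1.57 to 0.0641, with 0.0641 without MC day 4 C. For the difference in RNA of the other cell type in fibroblasts day 1, in percent, values ranged from -0.0424 to 0.0632, with -0.0424 without JCC day 1 B, -0.0263 without JCC day 1 D, -0.0152 without MC day 1 H. For the difference in RNA of the other cell type in fibroblasts day 14, in percent, values ranged from -57.5 to 0.272, with 0.272 without MC day 14 D.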

Differences from the paper's values

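The tests without the libraries labelled JCC day 4 C and MC day 14 D were chosen only after the data were seen. The paper's gene sets differ from the lists used here, so the statements below are compared in direction alone. The paper states that ECs of JCC increase proliferation genes from day 1 to day 14. Of 42 cell cycle genes, 2 were higher and 1 lower, and the list did not pass (adjusted p = 0.782 from camera on edgeR's fit) or under any alternative run. TOP2A, whose transcript marks dividing cells, did rise. The paper names Notch among the pathways changed in ECs, without a direction. The Notch list had 2 higher and 2 lower of 20 and did not pass under any alternative run (adjusted p = 0.782 from camera). Camera tests for a shared direction, so this does not count against changes in both directions.

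The paper reports increases in genes associated with YAP and TAZ and with SRC-family kinases in fibroblasts of JCC on day 14. The genes regulated by Src were not tested here, only those of the kinases, which no setting called. The log2 fold changes of FYN, YES1 and LYN were -0.58, -0.80 and -2.33, and 0.24, 0.06 and -0.70 without the 2 libraries that hold EC markers. The paper reports that inflammatory genes were lower, and the interferon list was (adjusted p = 3.5e-10 from camera on edgeR's fit). The NF-κB list on day 14 was not called (adjusted p = 0.0141), but was with library totals alone (0.00489), without MC day 14 B (1.3e-04) and without MC day 14 C (0.00109). The last 2 settings give more weight to MC day 14 D, which holds EC markers. The median turned upward without the 2 libraries that hold EC markers, to 0.36 (adjusted p = 0.405).

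The paper places the major transition of fibroblasts between days 4 and 7. The step from day 4 to day 7 made up 41% of the path and that from day 1 to day 4 43.2%. Read by eye, the step from day 4 to day 7 is about 43% of the paper's path in Fig. S6B. It was the largest with 1000 genes, with all genes, without JCC day 4 A and without JCC day 7 C. The panel shows 3 points of JCC day 4 and 2 of MC day 14, read by eye, and without the 2 libraries that hold EC markers the step was 35.1%.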

Other observations

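The tests without the libraries labelled JCC day 4 C and MC day 14 D, and the splits of ECs on day 14 and day 4 against day 1 and on day 7 against day 4, and of fibroblasts in JCC against MC on day 14, were chosen only after the result was seen. On day 7, fibroblasts of JCC held more transcripts of HES1, a Notch target gene, with a log2 fold change of 5.32 (standard error 0.85, adjusted p = 0.00513 from edgeR), of ID3, a target of BMP signaling, with 4.26 (standard error 0.73, adjusted p = 0.00961 from edgeR), and of the small proteoglycan gene BGN, with 3.08 (standard error 0.51, adjusted p = 0.00513 from edgeR). The actin-binding gene TPM1 had a log2 fold change of 2.34 (standard error 0.34, adjusted p = 9.2e-04 from edgeR) and ACTA2 one of 2.06 (standard error 0.67, adjusted p = 0.153 from edgeR). JCC day 7 A and B lay on the GC-rich side (Spearman rho across genes 0.179 and 0.163) and all 4 MC day 7 libraries on the other. The sum of 12 epithelial transcripts was also apart, at 86, 92.4 and 55.8 CPM in JCC and 8.52, 10.7, 13 and 16.3 in MC. Scaled to library totals too, KRT7 of this list was 51.4 to 82.8 CPM in JCC and 0 to 5.43 in MC, whereas EPCAM was at most 0.531 and 0.418. In all, 5 genes were higher and 5 lower, but the total fell to 4 or 1 without JCC day 7 A or B and to 2, 3, 2 or 6 without MC day 7 A, B, C or D, and rose to 28 without JCC day 7 C. The counts were 79 higher and 72 lower without the 2 libraries with EC markers, where ACTA2 rose with 2.06 (standard error 0.36, adjusted p = 0.00195 from edgeR). Of 18 TGF-β genes, 0 passed (1 higher when adjusted over the list alone), with a list adjusted p = 2.9e-05 (adjusted p = 9.4e-04 with an estimated correlation). The YAP and TAZ list was higher (adjusted p = 0.00141, and adjusted p = 0.0627 with an estimated correlation) and the interferon list lower (adjusted p = 0.00351, and adjusted p = 0.135 with an estimated correlation), and neither passed without JCC day 7 C.

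On day 1, genes of inflammation were higher as a group in fibroblasts of JCC than of MC, the opposite direction to that of ECs on this day. The chemokine gene CCL20 had a log2 fold change of 3.20 (standard error 0.50, adjusted p = 0.00592 from edgeR), CXCL8 one of 2.34 and IL6 one of 2.17, of which CCL20 passed alone. Of 24 NF-κB genes, 1 was higher and none lower (6 higher when adjusted over the list alone), at adjusted p = 2.3e-18 for the list (adjusted p = 5.9e-04 with an estimated correlation). The TGF-β list passed too (adjusted p = 2.4e-06, and adjusted p = 4.1e-04 with an estimated correlation), with CTGF at 1.44. Without the 2 libraries, CXCL8 had 2.34 (standard error 0.34, adjusted p = 3.6e-04 from edgeR) and 12 genes were higher and 3 lower, against 2 and 1 with them. With all libraries, the count fell to 0 without JCC day 1 C or D or MC day 1 F or G, and to 1 with limma voom. MC day 1 F lay apart in PC2 (0.772 against -10.3 and -13.6 in G and H). Within JCC, BGN and the collagen-processing gene CTHRC1 were higher on day 14 than on day 1, with log2 fold changes of 2.94 and 2.36. Of 28 contractile genes, 2 were higher and none lower (10 higher when adjusted over the list alone), at adjusted p = 5.6e-08 (adjusted p = 0.0512 with an estimated correlation). In the fit without the 2 libraries, which are in neither group, 10 were higher and none lower. The list then had adjusted p = 1.4e-10 from camera, and adjusted p = 0.0045 with an estimated correlation. In ECs of JCC, YAP1 fell from day 1 to day 14, with a log2 fold change of -2.00 (standard error 0.50, adjusted p = 0.00327 from edgeR), in the comparison where the days also differ in GC trend.

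The large change of ECs between days 7 and 10 of JCC coincides with a GC trend of the libraries. Neither the GC trend as the whole cause nor depth is borne out: with the trend removed, the count came to 73.7% of that before (769 against 1043, of which 628 were the same genes), at a median size of 0.89 against 1.02 on the log2 scale. With each library thinned to 1515584 counts, it came to 91.5% (1024 against 1119, of which 929 were the same genes). A shift between libraries that also separates fibroblast libraries of 1 group is consistent with the data: 1068 of 1086 EC genes past the threshold (98.3%) had the same sign in the mean difference between fibroblast libraries of 1 day on the 2 sides, against 71.5% of genes not past it. For ECs on day 14 against day 1 the same share was 89.2%, against 65.3% of genes not past the threshold. Day and side coincide in ECs apart from JCC day 4 C, so how much of the change is due to time stays open.

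Of 35 splits of the same libraries, only the real one was as large for ECs on day 10 against day 7 (real count 1119 against 4 as the highest of the other splits). The same was seen for fibroblasts in JCC against MC on day 1 (3 against 0, a count that 4 of the 7 libraries each bring to 0 when left out). It also held for fibroblasts of JCC on day 14 against day 1 (142 against 1) and day 4 against day 1 (22 against 0). This is the smallest share that 35 splits allow, and it was not adjusted over the comparisons. Leaving out 1 library of the groups compared brought the 142 to between 8 and 89, and the 22 to between 2 and 22. With a replicate block and only the groups compared, the 22 became 0. The splits are too few for a share under 0.05 for ECs on day 14 against day 1 (1859 against 0), day 4 against day 1 (259 against 0) and day 7 against day 4 (2 against 0). Where the real count is 0, each split is as large whatever the data hold, so the splits decide nothing: fibroblasts in JCC against MC on day 14 (10 of 10 splits, highest other 0), ECs on day 14 against day 10 (35 of 35, highest other 0), fibroblasts between days 4 and 7, 7 and 10 and 10 and 14 (35 of 35 each, highest others 2, 1 and 0) and the difference between the changes in JCC and MC (100 of 100, highest other 1).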
